# Aging-Associated Alterations in Mammary Epithelia and Stroma Revealed by Single-Cell RNA Sequencing

**DOI:** 10.1016/j.celrep.2020.108566

**Published:** 2020-12-29

**Authors:** Carman Man-Chung Li, Hana Shapiro, Christina Tsiobikas, Laura M. Selfors, Huidong Chen, Jennifer Rosenbluth, Kaitlin Moore, Kushali P. Gupta, G. Kenneth Gray, Yaara Oren, Michael J. Steinbaugh, Jennifer L. Guerriero, Luca Pinello, Aviv Regev, Joan S. Brugge

## Abstract

Aging is closely associated with increased susceptibility to breast cancer, yet there have been limited systematic studies of aging-induced alterations in the mammary gland. Here, we leverage high-throughput single-cell RNA sequencing to generate a detailed transcriptomic atlas of young and aged murine mammary tissues. By analyzing epithelial, stromal, and immune cells, we identify age-dependent alterations in cell proportions and gene expression, providing evidence that suggests alveolar maturation and physiological decline. The analysis also uncovers potential pro-tumorigenic mechanisms coupled to the age-associated loss of tumor suppressor function and change in microenvironment. In addition, we identify a rare, age-dependent luminal population co-expressing hormone-sensing and secretory-alveolar lineage markers, as well as two macrophage populations expressing distinct gene signatures, underscoring the complex heterogeneity of the mammary epithelia and stroma. Collectively, this rich single-cell atlas reveals the effects of aging on mammary physiology and can serve as a useful resource for understanding aging-associated cancer risk.

## In Brief

Using single-cell RNA-sequencing, Li et al. compare mammary epithelia and stroma in young and aged mice. Age-dependent changes at cell and gene levels provide evidence suggesting alveolar maturation, functional deterioration, and potential pro-tumorigenic and inflammatory alterations. Additionally, identification of heterogeneous luminal and macrophage subpopulations underscores the complexity of mammary lineages.

## INTRODUCTION

The mammary gland undergoes dynamic changes in cellular composition and gene expression over a lifetime (Inman et al., 2015). Although recent single-cell RNA sequencing (scRNA-seq) studies have characterized changes during embryonic development, puberty, and pregnancy (Bach et al., 2017; Giraddi et al., 2018; Pal et al., 2017; Wuidart et al., 2018), little is known about the alterations associated with aging, an important aspect of mammary development closely related to breast cancer (Jenkins et al., 2014). Although mammography, histology, and molecular analyses have revealed prominent changes with age, including decreased mammographic density, altered epithelial proportions, and reduced connective tissue (Azam et al., 2019; Dong et al., 2016; Garbe et al., 2012; Gertig et al., 1999; Hart et al., 1989; Hutson et al., 1985; McCormack et al., 2010; Pelissier Vatter et al., 2018; Pelissier et al., 2014), systematic single-cell transcriptome profiling can better capture age-associated effects at a higher resolution and on a larger scale. Moreover, given that increased age is strongly associated with breast cancer susceptibility in human and mouse models (Jenkins et al., 2014; LaBarge et al., 2016; Raafat et al., 2012), a single-cell atlas for aged mammary glands could help fill the gaps in our knowledge of aging and cancer risk. The use of human samples to study aging has been challenging because of confounding covariates, such as pregnancy history (parity) and accumulated environmental stress (Ginger and Rosen, 2003; Huh et al., 2015; Kamikawa et al., 2009; Russo et al., 2008; Dos Santos et al., 2015; Singletary and McNary, 1992). In contrast, mouse models can complement human studies by providing more-precise control of parity, hormone cycle, genetic background, and environmental factors, thus enabling a focus on age-specific effects.

Mammary gland function depends on both the epithelial and stromal compartments (Inman et al., 2015; Polyak and Kalluri, 2010). The mammary epithelial bilayer contains outer myoepithelial/basal cells and inner luminal cells, which, collectively, form branching ducts and terminal acinus. Myoepithelial cells are distinguished by their contractility and ability to synthesize basement membrane. Luminal cells, on the other hand, consist of two subtypes: hormone-sensing (HS) cells capable of responding to endocrine signals, such as estrogen, progesterone, and prolactin; and secretory alveolar (AV) cells capable of producing milk. HS and AV cells have also been referred to as mature luminal (ML) and luminal progenitor (LP) cells, respectively, based on their *in vitro* colony-forming ability (Fu et al., 2020; Shackleton et al., 2006; Stingl et al., 2006); however, cumulative evidence suggests that these two lineages are independent in adulthood (Lilja et al., 2018; Van Keymeulen et al., 2017; Wang et al., 2017). Surrounding the epithelial cells are various stromal cells, including fibroblasts, vascular/lymphatic cells, immune cells, and adipocytes. Although initial scRNA-seq studies provided valuable knowledge of mammary epithelia in early and adult development (Bach et al., 2017; Giraddi et al., 2018; Nguyen et al., 2018; Pal et al., 2017; Wuidart et al., 2018), characterization of stromal cells has been limited (Han et al., 2018; Kanaya et al., 2019; Tabula Muris Consortium, 2018, 2020).

Here, we used scRNA-seq to analyze young and aged, murine, virgin mammary glands, identifying a significant diversity of epithelial and stromal cell. We captured a rare population of luminal epithelial cells co-expressing HS and AV lineage markers but distinguishable by a unique gene signature. We also detected heterogeneous stromal/immune populations, including distinct macrophage subtypes. In addition, comparison of young and aged cells identified aging-associated changes in cell-type compositions and transcriptomic profiles, providing evidence that suggests alveolar maturation and physiological decline. The analysis also identified potentially pro-tumorigenic alterations that may provide initial insight into mechanisms for age-associated vulnerability to breast cancer. Overall, these observations are highly consistent across multiple samples, suggesting that the intrinsic effects of aging on mammary tissues may follow a defined biological program and are not merely consequences of stochastic deterioration.

## RESULTS

### Diverse Epithelial and Stromal Cell Types Identified by scRNA-Seq in Mammary Glands

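Dissociated cells of the #4 mammary glands, with the lymph nodes removed, came from 3 young and 4 aged nulliparous females at diestrus on a mixed FVB, 129 and C57BL/6J background. They were captured with the 3′ v2 chemistry of the 10× Chromium, which tags each mRNA molecule with a unique molecular identifier (UMI). The authors aligned the reads to the mm10 genome with Cell Ranger and deposited the UMI count of every gene in every cell that passed their filters, without normalization. They also deposited the mouse, cell type and cell-cycle phase of each cell, and these cell types are used throughout. The matrix held 27998 genes and 13684 cells. All of its values were whole numbers and 8959 genes had no count. Total UMIs per mouse ranged from 6652599 to 16547583 in young mice (median 12190021) and from 10207251 to 16999625 in aged mice (median 10526224). The median cell of a mouse held 4989.5 ± 249 UMIs (SD, n = 3) in young and 6183 ± 655 (SD, n = 4) in aged mice (exact two-sided permutation test, p = 0.057). Mitochondrial transcripts made up 3.49% ± 0.274 of the UMIs of the median cell in young mice and 2.58% ± 0.161 in aged mice (p = 0.029 in the same exact test, the smallest that 3 mice against 4 allow). The labels name no sequencing date or batch, but 3 features of the files separate the age groups. Cell barcodes were written as 2 parts of 8 bases in every young mouse and as 1 part of 16 bases in every aged mouse. The deposited UMI number of a cell exceeded its sum in the matrix in 27.5% to 36.4% of the cells of each aged mouse, by at most 22 UMIs, and in 0 cells of the young mice. Counts of the symbols Atn1, Schip1 and Gbp6, each present on 2 rows, lay on one row in the young and on the other in the aged mice. By these features the files of the 2 age groups were processed differently, so age and library processing cannot be told apart in any comparison of young with aged mice.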

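The mouse was the replicate in every comparison. The percent of a mouse's cells that belonged to a type was compared between ages by an exact two-sided permutation test of the absolute difference of means over the 35 ways to divide 7 mice into groups of 3 and 4. For gene expression, the counts of all cells of 1 type in 1 mouse were added up, for mice with at least 3 such cells. The sums were compared with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an at least 1.5-fold difference. Levels are given as CPM, the counts scaled to an equal sum in each mouse and cell type, as the mean over mice. In the edgeR comparisons of young with aged mice, of HS-AV with HS and AV cells and of Ma with Mb macrophages, the CPM beside the test are scaled by TMM factors as well, except for the milk-related genes of AV cells. Shares of cells with at least 1 UMI of a gene depend on depth and on free RNA in the droplets, so they are given beside a cell type that should lack the gene. They are repeated with every cell thinned to 2000 UMIs, a depth that 0 cells fell below. Confidence intervals (95%, Wilson) and upper limits from counts of 0 cover counting error only. Named below are the genes that the paper names and, for each cell type, the 5 called genes with the largest fold change whose values in the 2 age groups do not overlap.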

To study aging in mammary tissues, we performed scRNA-seq analysis using the 10× Chromium platform on young (3–4 months old, n = 3) and aged (13–14 months old, n = 4), virgin mice (Figure 1A), which correspond to human early adulthood (20–30 years old) and perimenopause (45–55 years old), respectively (Diaz Brinton, 2012; Finch et al., 1984; Flurkey et al., 2007). Mice were analyzed at diestrus, when progesterone levels and epithelial cell proliferation peak, to facilitate detection of progenitor cells (Brisken and Ataca, 2015; Fata et al., 2001; Joshi et al., 2010). 

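The deposited cells had between 2714 and 17158 UMIs and between 666 and 2499 genes detected, and at most 9.99% of their UMIs were mitochondrial. All of them lay within the limits on UMIs, genes and mitochondrial share that the paper's methods give. Young mice contributed 6372 cells, between 1264 and 2865 per mouse, and aged mice 7312 cells, between 1370 and 2746 per mouse. Between 15705 and 17458 genes had a count in a given mouse.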

With stringent filtering at cell and gene levels to eliminate potential doublets, we captured a total of 13,684 cells and 27,998 genes. Single cells were clustered based on gene expression profiles using Seurat and visualized using t-distributed stochastic neighbor embedding (t-SNE) (Butler et al., 2018; Stuart et al., 2019) (Figures 1B and S1A). Doublet estimation using Scrublet (Wolock et al., 2019) and DoubletFinder (McGinnis et al., 2019) demonstrated that doublets likely accounted for a negligible fraction of our data and did not drive clustering (Figure S1B).

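Scrublet, which scores each cell against simulated sums of 2 cells, was run on each mouse alone with an expected doublet rate of 0.06. It called 73 of 13684 cells (0.533%) doublets, between 0.140% (Young C) and 0.971% (Aged A) per mouse. By cell type the share was highest in lymphatic endothelial cells, with 1 of 28 cells, followed by myoepithelial cells (23 cells, 1.38%) and vascular endothelial cells (13 cells, 0.715%). It was 0.415% in AV and 0.187% in HS cells. DoubletFinder was not run. The calls were made on cells that had already passed the authors' upper limit on genes per cell.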

Epithelial and stromal cell types were identified using canonical markers (Figures 1B–1F). As expected, we detected epithelial cells (n = 8,901; expressing *Epcam*) of myoepithelial lineage (n = 1,670; expressing *Krt17*, *Krt14*, *Krt5*, *Acta2*, *Myl9*, *Mylk*, and *Myh11*) or luminal lineage (n = 7,231; expressing *Krt19*, *Krt18*, and *Krt8*) (Figure 1E). 

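Epcam averaged 1739.7 ± 580.2 (SD, n = 7) CPM in AV, 1611.5 ± 403 (SD, n = 7) in HS and 1206.5 ± 742 (SD, n = 7) in myoepithelial cells, against 56.5 ± 38.6 (SD, n = 7) in fibroblasts. A UMI of Epcam was found in 93.1% of myoepithelial cells (81.3% after thinning, median depth 4431 UMIs) and in 11.8% of fibroblasts (6.07%, median depth 4414). Levels of the basal keratins in myoepithelial cells were 5207 ± 606 CPM for Krt14, 5014 ± 1102 for Krt17 and 411 ± 124 for Krt5 (SD, n = 7 mice), and no other cell type averaged more than 114 CPM of Krt14 or 79.4 of Krt17. The actomyosin genes were shared with pericytes. Acta2 averaged 3827 ± 3519 CPM in myoepithelial cells and 2872 in pericytes, whereas Myl9 (509 against 1826 CPM), Mylk (230.2 against 399) and Myh11 (199 against 289) had the higher mean over all 7 mice in pericytes. In the 3 young mice myoepithelial cells had the higher mean of these 3, at 858 against 785 CPM of Myl9, 389 against 282 of Mylk and 335 against 145 of Myh11. The order for Acta2 also depended on age. Myoepithelial cells had 7225 CPM against 1110 in pericytes in young mice, and 1279 against 4194 in aged mice. The luminal keratin Krt19 averaged 5954 ± 364 CPM in HS and 1139 ± 403 in AV cells, against 139 ± 80.6 in myoepithelial cells (SD, n = 7). Krt18 averaged 6242, 4511 and 402 CPM in these 3 types, and Krt8 4005, 3014 and 641.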

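Among luminal cells, Prlr averaged 1349 ± 361 CPM in HS cells and 1443 ± 521 in HS-AV cells (SD, n = 7 mice for HS and 6 for HS-AV cells). Pgr (94.4 ± 14.1 CPM) and Esr1 (40.2 ± 7.24) were low in HS cells, and both had a higher mean in HS-AV cells (109.8 ± 11.1 and 81.4 ± 43.7 CPM). A Pgr UMI was found in 47.8% of HS cells (18.7% after thinning, median depth 7277 UMIs) and in 1.99% of AV cells (0.705%, median depth 6632). In AV cells, Mfge8 averaged 2682 ± 761 CPM against 508 in pericytes, and Elf5 274 ± 68.2 against 21.9 in the next type (SD, n = 7).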

Luminal cells consisted of both HS cells (n = 2,138; expressing *Prlr*, *Pgr*, *Esr1*, *Cited1*, and *Prom1*) and AV cells (n = 4,820; expressing *Mfge8*, *Trf*, *Csn3*, *Wfdc18*, *Ltf*, and *Elf5*). AV cells expressed luminal progenitor markers (*Kit*, *Aldh1a3*, and *Cd14*) and milk biosynthesis-related genes (*Mfge8*, *Trf*, *Csn3*, *Wfdc18*, and *Ltf*), but not mature alveolar markers associated with pregnancy and lactation (*Wap*, *Glycam1*, and *Olah*) (Figure 1E), consistent with their alveolar progenitor differentiation state in virgin glands (Booth et al., 2007). In addition, we identified a rare luminal population co-expressing hormone-sensing markers and alveolar progenitor markers (n = 273; Figures 1B, 1C, and 1E). 

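The progenitor markers of AV cells averaged 66.0 ± 21.9 CPM for Kit, 126 ± 92.7 for Aldh1a3 and 558 ± 177 for Cd14 (SD, n = 7 mice). Cd14 was higher in Mb macrophages (2729 CPM). Of the milk biosynthesis genes, Trf averaged 5119 ± 2827 CPM in AV cells, Csn3 6299 ± 2848, Wfdc18 5473 ± 3704 and Ltf 1234 ± 921, and the highest mean elsewhere was 1141 CPM for Trf and 1129.5 for Csn3, both in T and B cells. The mature markers were near 0 in AV cells, at 1.08 ± 1.76 CPM for Wap, 0.919 ± 1.86 for Glycam1 and 1.27 ± 1.46 for Olah. A UMI of Olah was found in 0.913% of AV cells (0.332% after thinning, median depth 6632 UMIs) and in 0.187% of HS cells (median depth 7277). A Wap UMI was found in 0.685% of AV cells (0.187% after thinning), and all other cell types averaged 0 CPM of Wap.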

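Co-expression was measured in the young mice as the share of cells with at least 1 UMI of a hormone-sensing marker (Prlr, Pgr, Esr1, Cited1 or Prom1) and 1 of an alveolar marker (Mfge8, Trf, Csn3, Wfdc18 or Ltf). It was 82.1% ± 3.92 of HS-AV cells (SD, n = 3), 55.9% of HS cells and 37.7% ± 5.65 of AV cells. After thinning the shares were 71.4% ± 10.1, 28.2% ± 3.15 and 22.8% ± 3.27. HS-AV cells had the lowest median depth of the 3 types, 4980 UMIs over all mice. HS and AV cells served as the background, because each should lack the markers of the other.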

We termed these HS-AV cells. This population is unlikely to be doublets based on the doublet analyses above (Figure S1B).

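Scrublet called 0 of the 273 HS-AV cells doublets. For comparison, sums of the counts of 1 HS and 1 AV cell of the same young mouse, in the number of that mouse's HS-AV cells, were put through the comparison of HS-AV cells with both types. edgeR called 0 genes higher and 0 lower in these sums than in both types, and DESeq2 0 and 0, with 2 and 1 genes at an unadjusted p below 0.05. A sum of 1 cell of each type lies between the types by construction.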

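Collagen levels in fibroblasts were 1344 ± 314 CPM for Col1a1, 1970.5 ± 466 for Col1a2 and 1970.4 ± 1071 for Col3a1, and Fn1 averaged 907 ± 465 (SD, n = 7 mice). The next highest type for Fn1, dendritic cells, averaged 173 CPM. Vascular endothelial cells averaged 695 ± 87.3 CPM of Pecam1, 524 ± 177 of Cdh5 and 404 ± 28.6 of Eng, and pericytes 501, 325 and 281. Ptprc averaged between 148 CPM in Ma macrophages and 359 in NK cells, against 4.67 in fibroblasts and at most 1.32 in the epithelial types.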

Among stromal cells (n = 4,783), we detected fibroblasts (n = 1,993; expressing *Col1a1*, *Col1a2*, *Col3a1*, and *Fn1*), vascular/lymphatic cells (n = 2,196; expressing *Pecam1*, *Cdh5*, and *Eng*), and immune cells (n = 594; expressing *Ptprc*, which encodes CD45) (Figure 1F). The vascular/lymphatic population consisted of vascular endothelial cells (n = 1,819; expressing *Sox17* and *Sele*), pericytes (n = 349; expressing *Rgs5*, *Des*, and *Notch3*), and lymphatic endothelial cells (n = 28; expressing *Mmrn1*, *Prox1*, *Flt4*, and *Ccl21a*). 

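In vascular endothelial cells, Sox17 averaged 261 ± 147 CPM and Sele 195 ± 154 (SD, n = 7 mice), against 135 and 46.2 in the next highest type. Pericytes averaged 788 ± 320.5 CPM of Rgs5, 328 ± 176 of Des and 131 ± 40.7 of Notch3. The next highest means were 90.9 CPM of Rgs5 in vascular endothelial cells, 7.16 of Des in AV cells and 59.5 of Notch3 in HS-AV cells. Lymphatic endothelial cells reached 3 cells in 5 of the mice. In these Mmrn1 averaged 734 ± 658 CPM, Prox1 201 ± 108, Flt4 256 ± 133 and Ccl21a 25110.5 ± 14435 (SD, n = 5), and no other type exceeded 10.7 CPM of Flt4 or 65.0 of Ccl21a.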

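Cd74 averaged 67271 ± 15127 (SD, n = 7) CPM in Mb macrophages, 33020.1 ± 7113 (SD, n = 5) in dendritic cells and 10173 ± 2122 (SD, n = 3) in Ma macrophages, against 1127 in NK cells. Vascular endothelial cells also carried Cd74, at 2030.3 CPM with a wide spread between mice (SD 3085). Lyz2 averaged 7008 ± 8477 (SD, n = 7) CPM in Mb macrophages, 6602 ± 878 (SD, n = 3) in Ma macrophages and 2406 in dendritic cells, and no UMI of it was found in T and B cells. By mean level the Cd3 genes did not separate T from NK cells, though by share of cells they differed. A UMI of Cd3d, Cd3e or Cd3g was found in 85% of T and B cells (interval 73.9% to 91.9%). In NK cells the share was 47.5% (interval 32.9% to 62.5%). After thinning the shares were 76.7% and 47.5%, at median depths of 4391.5 and 4224 UMIs before it. Cd3d averaged 396 ± 251 CPM in T and B cells and 296 in NK cells, Cd3e 311 ± 65.4 and 306, and Cd3g 589 ± 294 and 769.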

The immune population contained both myeloid cells (marked by Cd74 and Lyz2) and lymphocytes (marked by *Cd3d*, *Cd3e*, and *Cd3g*). Within myeloid cells, we detected dendritic cells (n = 226; expressing *Napsa*, *Traf1*, *Cd209a*, and *Flt3*) and two populations of macrophages (n = 268; both expressing *Csf1r*, *Fcgr3*, *Adgre1*, and *Ms4a7*, but distinguishable by *Mrc1*, *Cd209f*, and *Cd163* [designated as M_a_ hereafter] or by *Mmp12, Mmp13*, and *Spic* [designated as M_b_]). 

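Dendritic cells averaged 303 ± 75.9 CPM of Napsa, 406 ± 219 of Traf1, 259 ± 273 of Cd209a and 43.9 ± 15.1 of Flt3 (SD, n = 5 mice with at least 3 such cells). The next highest type averaged 0.454 CPM of Flt3. Of the genes named for both macrophage types, Csf1r averaged 576 ± 81.9 CPM in Ma (SD, n = 3 mice) and 354 in Mb macrophages, Fcgr3 395 ± 148 and 201, Adgre1 212 ± 72.8 and 131, and Ms4a7 213 ± 19.3 and 762. Ma macrophages averaged 574 ± 59.1 CPM of Mrc1, 1679 ± 553 of Cd209f and 265 ± 33.1 of Cd163, and Mb macrophages 889 ± 584 of Mmp12, 407 ± 193 of Mmp13 and 216 ± 151 of Spic (SD, n = 7).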

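NK cells averaged 6094 ± 5520.3 CPM of Gzma, 362 ± 309.8 of Ncr1 and 61.1 ± 50.0 of Itgae (SD, n = 5 mice), and T and B cells 858 of Gzma. Among the 60 T and B cells, the number with a UMI of Cd8a or Cd8b1 was 17 (28.3%, interval 18.5% to 40.8%), of Cd4 7 (11.7%, interval 5.77% to 22.2%), and of Cd79a or Cd79b 3 (5%, interval 1.72% to 13.7%). At a median depth of 4391.5 UMIs these are lower limits on the cells that express the genes. After thinning the counts were 14, 2 and 2 cells. The same genes had UMIs in 0.258%, 0.0112% and 0.236% of epithelial cells, whose median depth was 6270 UMIs, and in 0.0786%, 0.0112% and 0.112% of them after thinning. Cd4 was also found in 7.53% of Mb macrophages.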

Within lymphocytes, we detected natural killer (NK) cells (n = 40; expressing *Gzma*, *Ncr1*, and *Itgae*) as well as T and B cells (n = 60), with most being CD8 T cells (marked by *Cd8a* and *Cd8b1*) and a very small fraction being CD4 T cells (marked by *Cd4*) and B cells (marked by *Cd79a* and *Cd79b*). These immune cells represented mammary-tissue-specific cells because we discarded the lymph nodes in sample preparation. The only major stromal population not captured in our analysis was adipocytes, which were removed with the supernatant during tissue dissociation.

We generated gene signatures characterizing each cell type by multiple pairwise differential gene expression analyses (see Method Details). The resulting cell-type-specific signatures (Figure 1G; Table S1) can serve as a useful resource for identifying or isolating cell types within heterogeneous mammary populations. 

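The signatures of Table S1 list 381 genes over the 13 cell types, from 2 for T and B cells to 89 for fibroblasts, and all of them are in the matrix. In mean CPM over mice, 378 of them were highest in their own cell type. The others were 3 of the 34 genes for Ma macrophages, whose level came from the 3 young mice alone. The median fold over the next highest type ranged from 1.49 for HS cells to 5.21 for fibroblasts. These cells also defined the signatures, so the comparison is not independent evidence for them.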

Importantly, the ability to capture relatively rare populations, such as lymphatic endothelial cells and various immune cells, as well as the ability to detect lesser-known populations, such as HS-AV cells and distinctive macrophages, highlights the power of scRNA-seq to identify diverse cell types in the mammary gland without *a priori* knowledge required to pre-isolate these populations.

### Prevalent Alterations in Cell Proportions and Gene Expression in Aged Mammary Glands

ScRNA-seq analysis revealed differences between young and aged mammary glands in both cell type composition and gene expression. 

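The deposited annotation gave the same fractions as Table S2 in 119 of 119 comparisons, within 0.0005. As a measure of distance, the chi-square statistic over the 7 cell classes of Table S2 was computed for each pair of mice. It ranged from 32.3 to 155 over the 6 pairs of aged mice, from 348 to 729 over the 3 pairs of young mice, and from 926 to 2669 over the 12 pairs of a young and an aged mouse. The statistic grows with the number of cells, and no p is given for it because cells of 1 mouse are not independent. Altogether 15 shares were compared between the ages. The smallest p that the design allows becomes 0.071 after Benjamini-Hochberg adjustment over all of them.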

Cell type composition inferred from the transcriptomic data is consistent among biological replicates despite sample-to-sample variation and differs significantly across age groups (Figures 2A–2D, S1A, and S2A; Table S2). The relative proportion of epithelial cells to stromal cells increased considerably with age: epithelial cells increased from 45% of total cells to 82%, whereas stromal cells decreased commensurately from 55% to 18% (Figure 2A; p < 0.0001, Fisher’s exact test). 

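Epithelial cells were 44.9% ± 4.82 of the cells of a young mouse (SD, n = 3) and 81.5% ± 2.83 of those of an aged mouse (SD, n = 4). All young mice lay between 40.5% and 50.1% and all aged mice between 78.3% and 85.0% (exact two-sided permutation test, p = 0.029, adjusted p = 0.071 over the shares compared). The difference in means was 36.6 percentage points, and it stayed between 34.4 (without Young A) and 39.1 (without Young C) with each mouse left out in turn. Leaving out Young C was the alternative that moved it most. The paper states that epithelial cells increased considerably relative to stromal cells.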

Within the epithelial and stromal compartments, cell type composition also changed with age. 

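Within the epithelial compartment, AV cells averaged 26.1% ± 6.75 of the cells of a young mouse (SD, n = 3) and 68.6% ± 8.29 of those of an aged mouse (SD, n = 4), a 2.63-fold rise (exact two-sided permutation test, p = 0.029). HS cells averaged 52.5% ± 7.02 and 9.40% ± 2.26, a 5.59-fold fall (p = 0.029 in the same exact test). Neither type had a young mouse within the range of the aged mice. These shares sum to 100% within a mouse, so a rise in one type lowers the others.

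**Figure D1:**
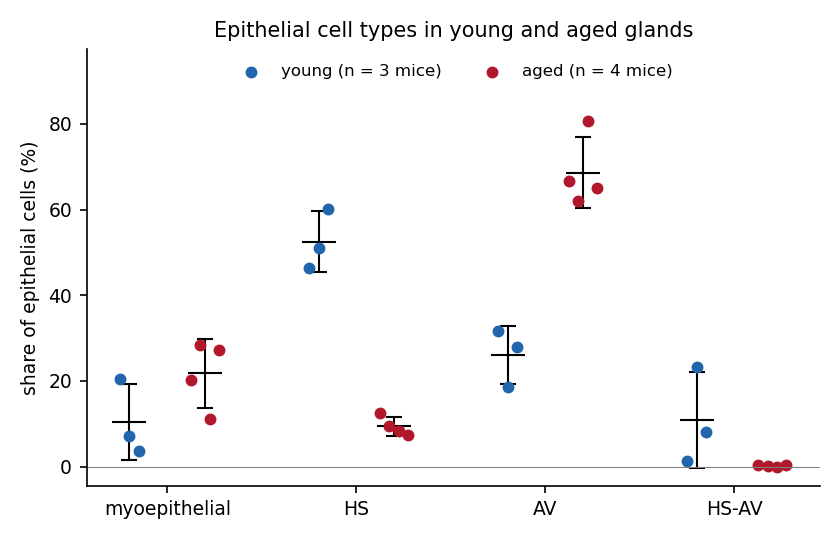
Share of each epithelial cell type in each mouse, in percent of its epithelial cells, for young (n = 3) and aged (n = 4) mice, 1 point per mouse. The aged mice lie above all young mice for AV cells, from 62.0% to 80.7%, and below all of them for HS cells, from 7.38% to 12.6%.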

Among epithelial cells (Figure 2B), AV luminal cells expanded 3-fold (p < 0.0001, Fisher’s exact test), whereas HS luminal cells diminished 6-fold (p < 0.0001, Fisher’s exact test). 

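Fibroblasts were 47.3% ± 23.3 of the stromal cells of a young mouse (SD, n = 3) and 13.9% ± 13.4 in an aged mouse (SD, n = 4), a 3.41-fold difference in means (exact two-sided permutation test, p = 0.086). The young mice held 43.6%, 26.1% and 72.3%. Aged A (33.8%) stood above Young B and far from the other aged mice, which held 5.65% to 9.95%. Vascular endothelial cells averaged 31.5% ± 21.8 and 68.7% ± 14.9, a 2.18-fold rise (p = 0.086 in the same exact test), with Young B (53.6%) above Aged A (47.8%). Neither difference reached the smallest p of the design. Taken as a share of all cells of the mouse, fibroblasts went from 25.5% to 2.76% (exact p = 0.029), and vascular endothelial cells fell from 17.7% to 12.5% (exact p = 0.54), the reverse of their direction within the stroma.

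**Figure D2:**
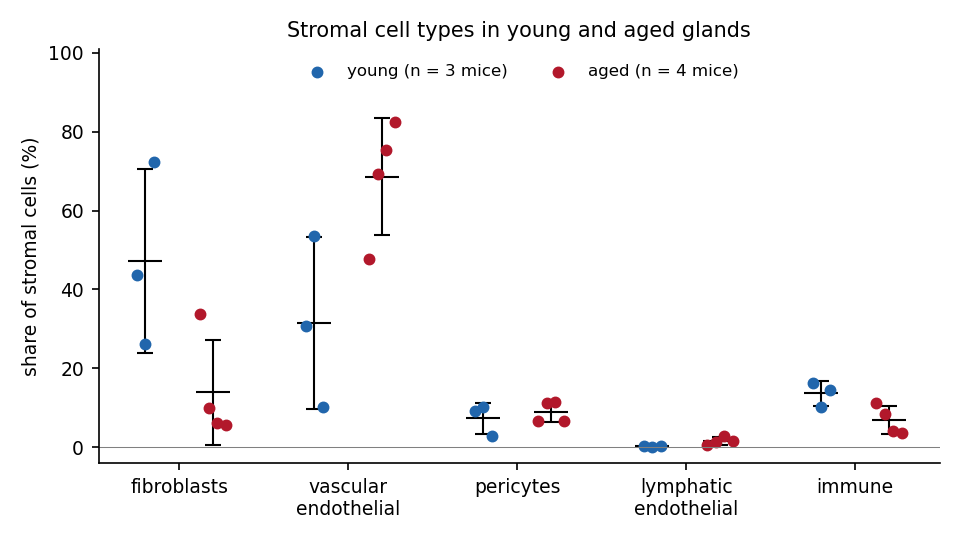
Share of fibroblasts, vascular endothelial cells, pericytes, lymphatic endothelial cells and immune cells in each mouse, in percent of its stromal cells, for young (n = 3) and aged (n = 4) mice, 1 point per mouse. Fibroblasts spread from 26.1% to 72.3% among the young mice, and overlap with the aged mice.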

Among stromal cells (Figure 2C), the relative abundance of fibroblasts fell 3-fold with aged cells (p < 0.0001, Fisher’s exact test), whereas vascular endothelial cells rose 2-fold (p < 0.0001, Fisher’s exact test). Furthermore, although the proportion of total immune cells within the stromal compartment remained relatively unaltered, the composition of immune cell types changed with age (Figure 2D). 

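Immune cells made up 13.7% ± 3.24 of the stromal cells of a young mouse (SD, n = 3) and 6.86% ± 3.61 of those of an aged mouse (SD, n = 4), a 1.99-fold lower mean (exact two-sided permutation test, p = 0.086). The young mice held 16.3%, 10.1% and 14.6%, and the aged mice 11.2%, 8.50%, 4.12% and 3.65%. Among all cells of the mouse the share fell from 7.54% to 1.29% (exact p = 0.029). The immune shares of the aged mice rest on 96 cells, of which Aged C gave 10 and Aged D 11.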

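Dendritic cells were 39.6% ± 9.60 of the immune cells of a young mouse (SD, n = 3) and 17.1% ± 12.2 of those of an aged mouse (SD, n = 4), a 2.32-fold lower mean (exact two-sided permutation test, p = 0.11). Aged A, at 35%, lay within the range of the young mice, and the other aged mice held 9.09% to 14.3%. In numbers, 205 dendritic cells came from young and 21 from aged mice.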

The proportion of dendritic cells decreased 2-fold (p < 0.0004, Fisher’s exact test). 

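Ma macrophages were 25.2% ± 5.99 of the immune cells of a young mouse (SD, n = 3) and 0.625% ± 1.25 in an aged mouse (SD, n = 4; exact two-sided permutation test, p = 0.029). Only Aged A held one, 1 of 40 immune cells. Counts of 0 of 35, 0 of 10 and 0 of 11 in the other aged mice allow shares of up to 8.57%, 30% and 27.3%, and in the last 2 this limit lies above the 18.3% of the lowest young mouse. The difference in means was 40.4-fold, a value that rests on that 1 cell. Mb macrophages averaged 24.1% ± 16.4 and 26.7% ± 9.77 (exact p = 0.83), and without Young C the mean of the aged mice lay below that of the young mice and the difference was -5.18 percentage points, and without Aged C it was -1.84. Among all cells of the mouse they fell from 1.97% to 0.313% (exact p = 0.029).

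**Figure D3:**
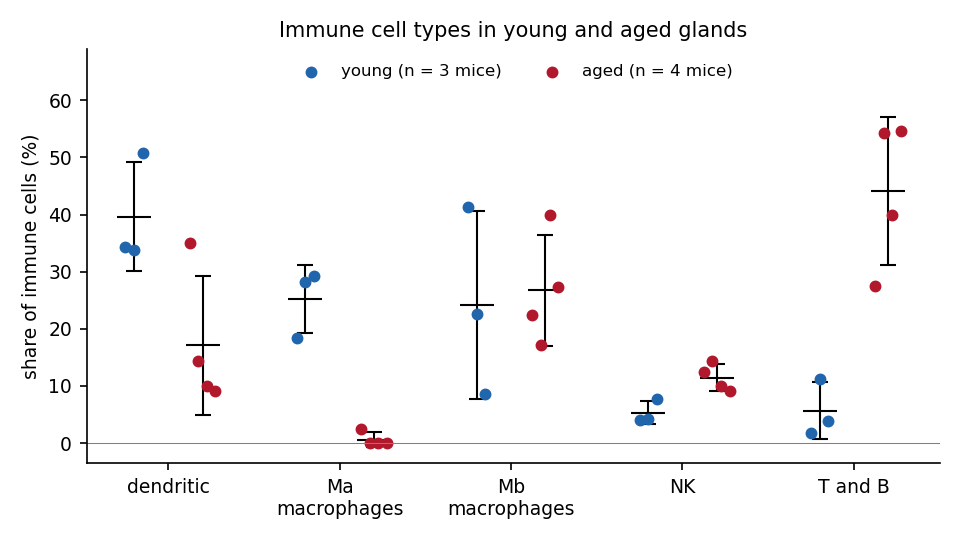
Share of each immune cell type in each mouse, in percent of its immune cells, for young (n = 3) and aged (n = 4) mice, 1 point per mouse. Ma macrophages lie at 0 or 2.50% in the aged mice, and Mb macrophages overlap between the ages.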

M_a_ macrophages decreased 40-fold (p < 0.0001, Fisher’s exact test), whereas M_b_ macrophages remained relatively constant, thus rendering M_b_ the dominant macrophage population in aged tissues. In contrast to the reduction in myeloid cells, the proportion of lymphocytes increased with age. Specifically, NK cell percentage increased 2-fold (p < 0.03, Fisher’s exact test), whereas CD8 T cells increased 8-fold (p < 0.0001, Fisher’s exact test). 

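T and B cells rose from 5.64% ± 4.97 of the immune cells of a young mouse (SD, n = 3) to 44.1% ± 13.0 in an aged mouse (SD, n = 4), a 7.81-fold difference. They came as 4, 8 and 8 cells from the young and 11, 19, 4 and 6 from the aged mice. Every aged mouse had a higher share than every young mouse, but 1 other division of the mice gave as large a difference in means (exact two-sided permutation test, p = 0.057). Among all cells of the mouse they were 0.363% and 0.510% (exact p = 0.4).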

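NK cells averaged 5.34% ± 2.01 of the immune cells of a young mouse (SD, n = 3) and 11.5% ± 2.37 of those of an aged mouse (SD, n = 4), a 2.15-fold rise (exact two-sided permutation test, p = 0.029). It rested on 28 young and 12 aged cells, and among all cells of the mouse the NK share fell, from 0.399% to 0.156%. CD8 T cells have no label of their own in the deposited annotation. T and B cells with a UMI of Cd8a or Cd8b1 averaged 2.36% ± 2.93 and 11.9% ± 5.67 of immune cells, a 5.04-fold difference (exact p = 0.086). Young A had 0 of 218, which allows up to 1.38%, Young B 5.63% and Young C 1.44%. The aged mice had 5% to 18.2%. From the shares of all cell types, the paper concludes that composition in the mammary gland changes with age in both compartments.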

Gene signature-based cell-cycle inference analysis of epithelial populations revealed varying degrees of proliferation, which is consistent with the high proliferation rate expected at diestrus from progesterone stimulation (Figure S2B) (Fata et al., 2001; Joshi et al., 2010). 

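Phases were called again with Seurat's CellCycleScoring from 42 S and 54 G2/M genes on log-normalized counts. In young mice, 71.7% ± 2.10 of myoepithelial, 66.0% ± 14.3 of AV, 45.1% ± 12.0 of HS-AV and 40.9% ± 5.18 of HS cells were called S or G2/M (SD, n = 3). A cell was called G1 only where both of its scores were below 0. A UMI of the cycling genes Mki67 or Top2a was far rarer, in 4.30% of young myoepithelial, 4.41% of AV, 1.45% of HS-AV and 3.73% of HS cells. No cell type certain to lack them served as background, so free RNA remains open for both measures.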

The proportion of proliferating epithelial cells decreased with age, in accordance with previous observations (Raafat et al., 2012); the decrease was only moderate, again, likely due to the effect of diestrus. 

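The share of all epithelial cells called S or G2/M was 51.2% ± 10.0 in young (SD, n = 3) and 56.5% ± 1.61 in aged mice (SD, n = 4; exact two-sided permutation test, p = 0.34). After thinning it was 55.8% and 58.5%. The means of cells with a Mki67 or Top2a UMI went the other way, from 1.47% to 0.614% after thinning (exact p = 0.29) and from 3.91% to 2.53% before it. Within a type, calls of S or G2/M fell in aged myoepithelial cells to 59.6% ± 3.11 (exact p = 0.029). They were 58.5% ± 2.43 in aged AV (exact p = 0.37) and 34.6% ± 8.15 in aged HS cells (exact p = 0.34).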

Notably, the higher proliferation of certain cell types (myoepithelial and AV cells) compared with others (HS and HS-AV) is concordant with previous studies (Clarke et al., 1997; Giraddi et al., 2015) and may partially explain the accumulation of myoepithelial and AV cells relative to HS and HS-AV cells at older age (Figure 2B). 

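The 4 epithelial cell types differed in depth, on which phase calls depend. With every cell at the same depth, 73.1% of young myoepithelial and 66.5% of young AV cells were called S or G2/M, against 47.8% of HS and 52.7% of HS-AV cells. A Mki67 or Top2a UMI at this depth was found in 1.25%, 2.04%, 1.22% and 0.290% of the cells in the same order. In AV cells this share fell to 0.550% in aged mice (exact two-sided permutation test, p = 0.029), and by the phases that the authors deposited, S or G2/M calls fell there from 66.3% to 54.2% (exact p = 0.029). Without Young A, the phases called again rose in aged AV cells by 0.682 points. The paper proposes that higher proliferation partly explains why myoepithelial and AV cells accumulate.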

Besides proliferation, other factors, such as cell death, migration, and differentiation, may also account for the age-dependent changes in cell type proportions.

In addition to composition, cell type-specific gene expression differences were also detected in young and aged mammary glands (Figures S3A–S3L). Within the epithelial compartment, myoepithelial cells exhibited the largest number of differentially expressed genes (Figure S3A–S3D), whereas within the stromal compartment, vascular endothelial cells showed the most striking pattern (Figure S3E–S3H). Moreover, M_b_ macrophage gene expression was affected to a greater extent compared with other immune cells (Figure S3I–S3L). These age-dependent changes are examined in greater detail below. 

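The number of genes that reach significance grows with the counts behind it, so the cell types were ranked on counts thinned to 1 total per mouse and cell type. At 203450 UMIs, edgeR called 670 genes changed in myoepithelial, 93 in AV and 64 in HS cells. At 78978 UMIs it called 414 in vascular endothelial cells, 109 in pericytes and 42 in fibroblasts. The order within each compartment was the same without thinning. As a check against chance, the mice were also divided in the 34 other ways into groups of 3 and 4. The most genes called in any of these, without thinning, was 10 in myoepithelial, 74 in HS and 56 in AV cells. It was 84 in fibroblasts, 27 in vascular endothelial cells and 50 in pericytes. Between ages the sums without thinning gave 1860, 529, 678, 175, 2099 and 307 genes in the same order, more in each type.

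**Figure D4:**
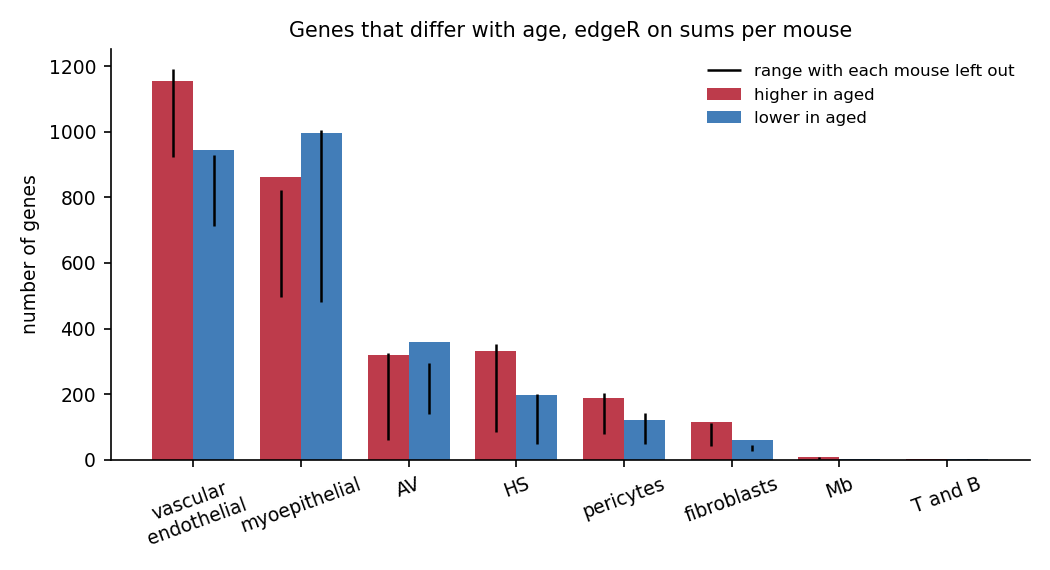
Number of genes called changed between young and aged mice in each cell type, with bars for genes higher and lower in aged mice. The black line on each bar runs from the lowest to the highest number in that direction with each mouse left out in turn. Vascular endothelial and myoepithelial cells have the most, 2099 and 1860 genes.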

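In Mb macrophages edgeR called 8 genes higher and 2 lower in aged mice among 859 tested, with 180 at an unadjusted p below 0.05. The total was 5 without Young A, 2 without Young B, 3 without Young C, 6 without Aged A, 2 without Aged C and 2 without Aged D. T and B cells had 1 gene higher and 2 lower among 457 tested, and 1 without Young A. Of the genes of Table S3, 7 of 14 were called between mice for Mb macrophages and 1 of 3 for T and B cells. DESeq2 called 46 genes in Mb macrophages and 5 in T and B cells. Other divisions of the mice gave up to 9 genes in Mb macrophages and 2 in T and B cells. Between 3 and 90 Mb macrophages and between 4 and 19 T and B cells were summed per mouse. Dendritic cells, NK cells and Ma macrophages were not tested.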

Analysis of the number of genes detected per cell indicated that these age-associated gene expression patterns were not simply driven by sample variation in total genes captured by scRNA-seq (Figure S3M). 

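The median cell of a mouse had 1665 genes detected in young (n = 3) and 1642 ± 102 in aged mice (SD, n = 4; exact two-sided permutation test, p = 0.77). With every cell at the same depth the number was 891 ± 23.5 in young and 770.5 ± 33.9 in aged mice (exact p = 0.029). By cell type at that depth, it fell from 807 to 732 in AV cells, from 905 to 855.5 in fibroblasts, from 961 to 830.4 in vascular endothelial cells and from 986 to 893.5 in pericytes (exact p = 0.029 each). In myoepithelial cells it was 838 and 804.5 (exact p = 0.23), and in HS cells 877 and 846.5 (exact p = 0.34). Without thinning, aged myoepithelial cells had fewer genes (1606 in young, 1357 in aged mice) and aged HS cells more (1955.5 and 2203).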

Overall, our results demonstrate that both cellular proportion and gene expression are profoundly affected by aging.

### Aged Myoepithelial Cells Show Altered Gene Expression

Myoepithelial cells, distinguished by basal keratins *Krt17*, *Krt14*, and *Krt5* (Figure 3A), only increased slightly in abundance with age (Figure 3B); however, they exhibited a striking degree of gene expression changes (Figure 3C; Table S3). 

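Myoepithelial cells averaged 10.5% ± 8.89 of the epithelial cells of a young mouse (SD, n = 3) and 21.8% ± 7.95 of those of an aged mouse (SD, n = 4), a 2.07-fold higher mean (exact two-sided permutation test, p = 0.14). The young mice spread widely, at 20.6%, 7.16% and 3.76%, and the aged mice held 20.3%, 28.4%, 11.1% and 27.3%, so the 2 groups overlapped. Of the basal keratins, Krt5 had a log2 fold change of -0.68 (standard error 0.18, edgeR adjusted p = 0.011) with age and Krt17 a log2 fold change of 0.64 (standard error 0.21, edgeR adjusted p = 0.028). The Krt17 call held in 9 of 15 settings.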

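Among 6740 genes tested in myoepithelial cells, edgeR called 863 higher and 997 lower in aged mice. The sums held between 203450 and 2903207 UMIs per mouse. The total of 1860 was 977 without Young A, the largest change with 1 mouse left out. The alternative that moved it most was the paper's Wilcoxon test with its fold criteria, which takes cells as replicates and called 281 genes. Of the 215 genes of Table S3 found in the matrix for these cells, 215 were also called between mice, all in the same direction. The paper chose these genes on the same mice, with at least 1.25-fold in every pair of a young and an aged mouse. This agreement is therefore not independent evidence, and the same holds for Table S3 in every other cell type. The largest changes were Csn1s1, higher in aged mice at least 64.8-fold and lowest in the aged mouse with the least Csn1s1 in AV cells, BC023719 (at least 22.3-fold) and Chac1 (at least 18.7-fold), none of which had a count in the young mice (Csn1s1 had an edgeR adjusted p of 0.12 without Young A), and Gm10260, with a log2 fold change of 8.91 (standard error 0.42, edgeR adjusted p = 8.5e-10). Gm10260, at 97760072 to 97760632 on chromosome 13 of GRCm38, rose in 8 cell types. The second row of Atn1 lost all of its counts in aged mice (at least 58.0-fold lower) while the first gained them, so it reflects the rows on which counts lie.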

Differential expression analysis detected 111 genes upregulated and 106 genes downregulated in aged myoepithelial cells. Pathway analysis indicated that those genes primarily fell into four functional categories—cytokines/growth factors, oxidative phosphorylation, extracellular matrix (ECM), and cytoskeleton/contractility genes (Figures 3D–3H; Table S4). 

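All 8 of the genes Cxcl1, Cxcl2, Cxcl16, Csf1, Csf3, Tgfb1, Jag1 and Vegfa were higher in aged myoepithelial cells, with a median log2 fold change of 3.09. Of them 8 had an adjusted p below 0.05 over all genes tested and 8 adjusted over the list alone in edgeR. The paper chose these genes on the same mice, so the list is not independent evidence. Over the other settings the median stayed between 2.97 and 3.35 (without young replicate A). By limma's camera all 10 lists taken from the paper moved beyond the other genes tested. limma's fry, which tests the genes of a list without the other genes, gave p below 0.05 for each. Cxcl1 averaged 61.6 ± 44.1 CPM in young (SD, n = 3) and 3399 ± 1981 in aged mice (SD, n = 4), a log2 fold change of 5.74 (standard error 0.49, edgeR adjusted p = 1.2e-06). Csf3 went from 15.6 ± 9.68 to 1367 ± 44.2 CPM, a log2 fold change of 6.19 (standard error 0.30, edgeR adjusted p = 8.5e-10). Cxcl2 had a log2 fold change of 6.32, Jag1 of 3.23, Csf1 of 2.94, Cxcl16 of 2.25, Tgfb1 of 2.11 and Vegfa of 2.15, all with non-overlapping age groups. With 1 mouse left out at a time, Vegfa stayed between 1.57 and 2.54.

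**Figure D5:**
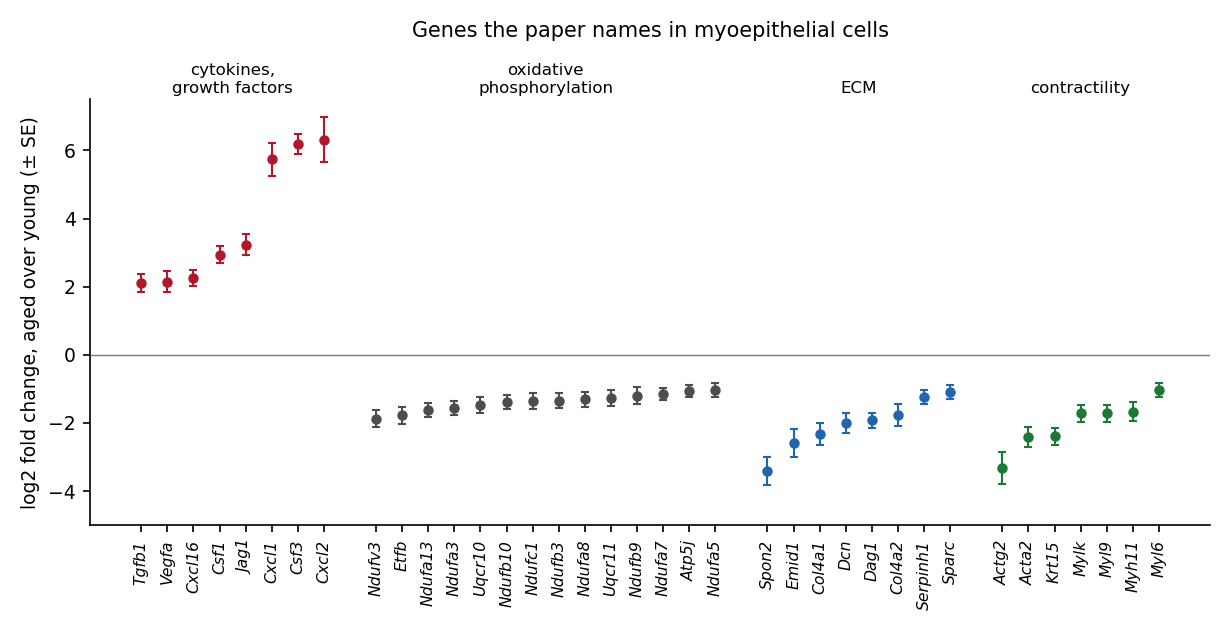
Log2 fold change, aged over young, of the genes that the paper names in myoepithelial cells, by functional category, with lines for the standard error. Cytokines and growth factors lie above 0, and the oxidative phosphorylation, ECM and contractility genes below it.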

More specifically, aged myoepithelial cells increased expression of multiple cytokines that are known to regulate the immune system (including *Cxcl1*, *Cxcl2*, *Cxcl16*, *Csf1*, and *Csf3*), as well as several growth factors (*Tgfb1*, *Jag1*, and *Vegfa*) (Figure 3E; Table S3). 

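The 14 named genes, Ndufa3, Ndufa5, Ndufa7, Ndufa8, Ndufa13, Ndufb3, Ndufb9, Ndufb10, Ndufc1, Ndufv3, Atp5j, Etfb, Uqcr10 and Uqcr11, were all lower in aged myoepithelial cells. Their log2 fold changes ran from -1.87 (Ndufv3) to -1.03 (Ndufa5), with a median of -1.35. An edgeR adjusted p below 0.05 was reached by 14 over all genes tested and 14 adjusted over the list alone, on genes chosen from these mice. Ndufv3 went from 76.6 ± 11.5 CPM in young (SD, n = 3) to 20.6 ± 4.16 in aged mice (SD, n = 4), a log2 fold change of -1.87 (standard error 0.24, edgeR adjusted p = 5.6e-05). The nuclear-encoded genes of oxidative phosphorylation, the named ones included, had a median log2 fold change of -0.72 in myoepithelial cells. In HS cells it was -0.20, in AV cells -0.21, in fibroblasts -0.34 and in vascular endothelial cells -0.20, so part of the fall was shared by these types, while in pericytes it was 0.13, with 51 of 69 genes higher. All 14 named genes also fell in HS (median -0.33), AV (-0.43) and vascular endothelial cells (-0.50) and fibroblasts (-0.69), and 6 of 14 in pericytes (0.02). All those tested in Mb macrophages (7, median -1.39) and T and B cells (4, -1.04) were lower too, with 0 called. Against HS, AV and vascular endothelial cells, fibroblasts and pericytes, the fall was larger in myoepithelial cells (exact permutation test, p = 0.029 each).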

Aged myoepithelial cells also showed lower expression of oxidative phosphorylation genes (*Ndufa3*, *a5*, *a7*, *a8*, *a13*, *b3*, *b9*, *b10, c1*, *v3*, *Atp5j*, *Etfb*, *Uqcr10*, and *Uqcr11*) (Figure 3F; Table S3), which may reflect reduced metabolic activity. Expression of several ECM-related genes decreased with age (*Dcn*, *Col4a1*, *Col4a2*, *Serpinh1*, *Sparc*, *Emid1*, *Dag*, and *Spon2*) (Figure 3G; Table S3), indicating a potential impairment in the function to synthesize basement membrane. 

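All 8 ECM-related genes were lower in aged myoepithelial cells, with a median log2 fold change of -1.97, and 8 had an edgeR adjusted p below 0.05 over all genes tested and 8 adjusted over the list alone, on genes that the study chose from these mice. The paper's Dag was taken as Dag1. Of the 35 divisions of the mice, 2 gave a shift as large, so chance is not excluded for the list as a whole. Spon2 fell from 148 ± 61.1 CPM (SD, n = 3) to 13.3 ± 10.0 (SD, n = 4), a log2 fold change of -3.40 (standard error 0.41, edgeR adjusted p = 3.5e-05). Log2 fold changes were -2.59 for Emid1, -2.33 for Col4a1, -1.77 for Col4a2, -1.92 for Dag1, -1.24 for Serpinh1 and -1.10 for Sparc. Dcn fell from 505 ± 169 to 127 ± 49.1 CPM, a log2 fold change of -2.01 (standard error 0.29, edgeR adjusted p = 0.00015), whereas in HS cells of the same mice it rose from 66.9 ± 13.7 to 965 ± 781 CPM. It also fell in AV cells (log2 fold change -3.15), vascular endothelial cells (-2.01) and pericytes (-3.19). Of the ECM-related genes, 7 of 8 were lower in aged AV cells (median log2 fold change -1.39) and 1 of the 4 tested in HS cells (0.19).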

Expression is also reduced in multiple actomyosin-related genes (*Acta2*, *Actg2*, *Mylk*, *Myl6*, *Myl9*, and *Myh11*) as well as the cytokeratin intermediate filament *Krt15* (Figure 3H; Table S3), indicating a potential decline in the ability to maintain contractility.

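Acta2 (chromosome 19 of GRCm38, 34241090 to 34255590) averaged 7127 ± 2714 CPM in young (SD, n = 3) and 1338 ± 436 in aged myoepithelial cells (SD, n = 4), a log2 fold change of -2.41 (standard error 0.29, edgeR adjusted p = 3.0e-05). Krt15 (chromosome 11, 100131758 to 100135928) averaged 705 ± 232 and 136 CPM, a log2 fold change of -2.40 (standard error 0.25, edgeR adjusted p = 7.7e-06). Actg2 had a log2 fold change of -3.32, Mylk of -1.72, Myl9 of -1.71, Myh11 of -1.67 and Myl6 of -1.03. All 7 genes had an edgeR adjusted p below 0.05 over all genes tested and 7 adjusted over the list alone, on genes that the study chose from these mice. Here too 2 of the 35 divisions of the mice gave as large a shift. In pericytes the actomyosin genes moved the other way, with log2 fold changes of 2.07 for Acta2, 1.89 for Myl9 and 1.62 for Myh11. From the 4 categories together, the paper proposes that aged myoepithelial cells change their signals to other cells and decline in metabolism, matrix synthesis and contractility.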

Of note, because *Krt15* and *Acta2* (also known as smooth muscle actin [SMA]) have been reported as myoepithelial markers in murine mammary glands (Bach et al., 2017; Pal et al., 2017), their reduced expression with age would suggest that they may not be reliable markers for older myoepithelial cells. We, therefore, performed immunofluorescence staining to confirm their protein expression pattern in young and aged mammary glands, using KRT14 as a reference myoepithelial marker because its expression remained stable as detected by scRNA-seq. 

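Krt14 averaged 5068.5 ± 907 CPM in young (SD, n = 3) and 5508 ± 444 in aged myoepithelial cells (SD, n = 4), a log2 fold change of 0.12 (standard error 0.20, edgeR adjusted p = 0.69). With each mouse left out in turn the log2 fold change stayed between -0.02, without Young A, and 0.29, so the sign of the difference depended on 1 mouse.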

Consistent with scRNA-seq data, immunostaining demonstrated that KRT15 and ACTA2/SMA were expressed in young myoepithelial cells, but their level significantly decreased in aged glands (Figures 3I–3L). Therefore, our findings suggest that *Krt15* and *Acta2*, as well as other cytoskeletal or contractility genes (e.g., *Mylk*, *Myl6*, *Myl9*, and *Myh11*), should be used as myoepithelial markers with caution depending on age.

### Alterations in Luminal HS and AV Cells with Age

We next examined age-related changes in luminal HS cells and AV cells. 

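In HS cells, Cited1 averaged 650.3 ± 252 CPM and Prom1 68.0 ± 22.2 (SD, n = 7 mice), and HS-AV cells had the next highest mean for both, 404 and 58.1 CPM. Of the AV markers, Ltf was found in the fewest AV cells, 55.7% (40.4% after thinning, median depth 6632 UMIs), against 11.5% of HS cells (3.46%, median depth 7277).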

AV cells were identified by their characteristic milk-related genes *Mfge8*, *Csn3*, *Trf*, *Wfdc18*, and *Ltf* (Figure 4A), whereas HS cells were identified by hormone-sensing markers *Prlr*, *Pgr*, and *Esr1* and canonical HS lineage markers *Cited1* and *Prom1* (Figure 4B). The proportion of AV cells expanded with age from 26% to 69% within the epithelial compartment, and HS cells diminished from 53% to 9% (Figures 4C and 4D). 

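As a share of luminal cells alone, AV cells rose from 29.7% ± 9.94 in young mice (SD, n = 3) to 87.6% ± 3.15 in aged mice (SD, n = 4), and HS cells fell from 58.6% ± 3.83 to 12.1% ± 2.96. For both, every aged mouse lay outside the range of the young mice (exact two-sided permutation test, p = 0.029 each). From 794 AV and 1571 HS cells in young mice, the numbers went to 4026 and 567 in aged mice.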

Fluorescence-activated cell sorting (FACS) analysis of an independent cohort of mice confirmed the age-dependent increase of AV cells (Lin^−^, Epcam^+^, CD133^−^, CD14^+/−^; from 62% to 77% of the luminal compartment) and decrease of HS cells (Lin^−^, Epcam^+^, CD133^+^, CD14^−^; from 37% to 22% of the luminal compartment) (Figure 4E). The difference in the exact percentages detected by scRNA-seq and FACS is likely due to technical differences as well as post-transcriptional and/or translational regulations.

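In AV cells edgeR called 319 genes higher and 359 lower in aged mice among 11012 tested. The total of 678 was 282 without Young A, 408 without Young B, 201 without Young C, 288 without Aged C and 435 without Aged D. Sums held between 555978 and 10032241 UMIs per mouse. Of the 48 genes of Table S3 for AV cells, 45 were called between mice, all in the paper's direction. The largest changes besides casein genes were BC018473, which fell from 856 CPM to no count in aged mice (at least 8465-fold), and Spp1.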

Differential expression analysis of young versus aged AV cells revealed 24 upregulated genes and 24 downregulated genes (Figure 4F; Table S3), including increased expression of several milk-biosynthesis regulators that are exclusively detected in AV cells but not HS cells. Those genes include pyruvate dehydrogenase kinase *Pdk4* (Kankel and Reinauer, 1976), milk lipid droplet-coating protein *Plin2* (Russell et al., 2011), and milk bioactive protein *Cd59a* (Bjørge et al., 1996) (Figure 4G). This expression pattern led us to examine other milk-related genes, many of which were also upregulated with age in AV cells in at least three of four replicates, including lactose synthase subunit *Lalba*; caseins *Csn1s1*, *Csn1s2a*, and *Csn2*; and milk osteopontin *Spp1* (Figure S4A). 

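Pdk4 averaged 13.7 ± 4.70 CPM in young (SD, n = 3) and 185 ± 69.0 in aged AV cells (SD, n = 4), a log2 fold change of 4.14 (standard error 0.38, edgeR adjusted p = 0.00056). Plin2 averaged 159 ± 16.8 CPM in young (SD, n = 3) and 523 ± 115 in aged AV cells (SD, n = 4), a log2 fold change of 2.01 (standard error 0.24, edgeR adjusted p = 0.0018). Cd59a averaged 17.7 ± 7.24 CPM in young (SD, n = 3) and 80.7 ± 2.36 in aged AV cells (SD, n = 4), a log2 fold change of 2.41 (standard error 0.24, edgeR adjusted p = 0.00068). The 3 genes rose in every aged mouse above every young mouse. A UMI of Pdk4 was found in 38.5% of AV cells (18.7% after thinning, median depth 6632 UMIs) and in 2.67% of HS cells (0.608%, median depth 7277). Plin2 was found in 17.1% of HS cells (5.80%) at 30.9 CPM, and Cd59a in 7.34% (1.82%) at 18.7 CPM. In the aged mice, HS cells held 21.5 to 59.5% of the AV level of Cd59a and 4.68 to 8.72% of that of Plin2, against at most 5.25% for the milk genes with at least 10 CPM in AV cells. Free RNA from AV cells remains open as a source of Plin2 in HS cells, and it does not account for all of Cd59a. Mb macrophages averaged 474 CPM of Plin2, above the 367 of AV cells, and vascular endothelial cells 76.6 CPM of Cd59a, above the 53.7 of AV cells.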

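Csn2 (chromosome 5 of GRCm38, 87692624 to 87699630) had no UMI in the young AV cells, which allows 0.637 CPM, and 1718.5, 1.69, 2825 and 427 CPM in the aged mice, at least 1951-fold more on average (edgeR adjusted p = 0.040). The call was lost in 3 of 12 settings. Csn1s1 reached 3276, 18.5, 5158 and 1669 CPM from at most 1.80 in young mice (edgeR adjusted p = 0.0080). Csn1s2a had a log2 fold change of 10.17 and Spp1 of 10.76. Where a call was lost with 1 mouse left out, the edgeR adjusted p of Csn2 was 0.11 without Young A, 0.090 without Young B and 0.13 without Young C, that of Csn1s2a 0.100 without Young A, 0.080 without Young B and 0.11 without Young C and that of Csn1s1 0.052 without Young A and 0.062 without Young C. Aged B was far below the other aged mice for all 3 caseins. Lalba averaged 110.2 ± 86.5 CPM in young (SD, n = 3) and 515 ± 437 in aged AV cells (SD, n = 4), a log2 fold change of 2.50 (standard error 0.91, edgeR adjusted p = 0.13), with 3 of 4 aged mice above all young mice. Over the 8 genes, Pdk4, Plin2 and Cd59a included, the median log2 fold change was 7.15, the same with Csn2 set at its bound, and 7 had an edgeR adjusted p below 0.05 over all genes tested and 8 adjusted over the list alone, on genes chosen from these mice. Without Aged A, Aged C or Aged D, 7 of the genes were tested, with a median of 3.87, 4.24 and 4.09. A shift as large was found in 2 of the 35 divisions of the mice. The caseins also appeared in aged cells of the other types, where they were lowest in Aged B. From the rise of these genes, the paper proposes a shift of AV cells toward a more mature alveolar state.

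**Figure D6:**
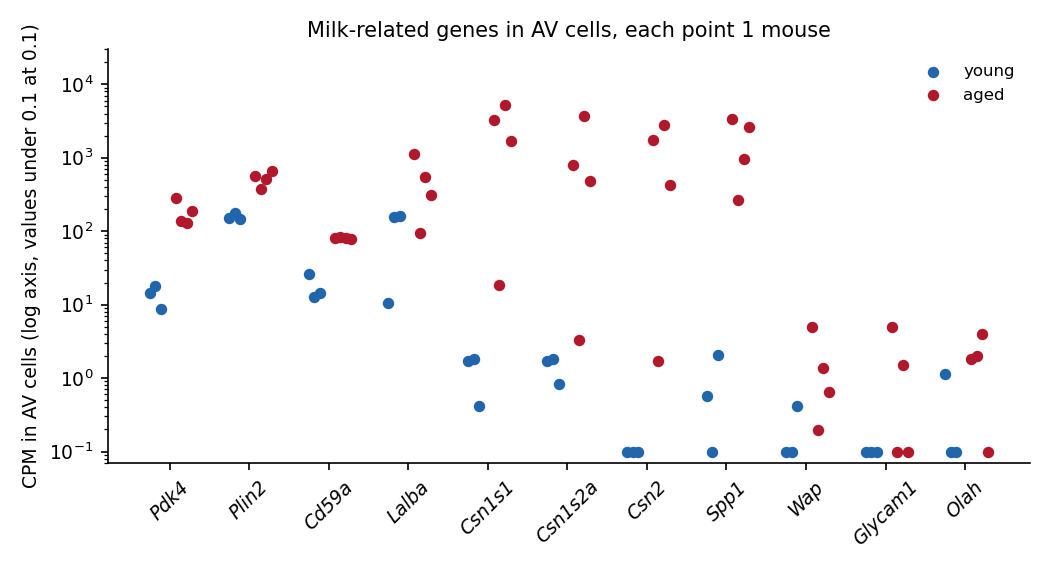
CPM of the milk-related genes in the AV cells of each young and aged mouse, on a log axis with values under 0.1 drawn at 0.1. Aged B holds 1.69 CPM of Csn2, and the other aged mice 427 to 2825.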

The increased expression of milk biosynthesis genes may potentially reflect a shift toward a more mature alveolar state. This is consistent with previous reports (Raafat et al., 2012) and our observation that aged mammary glands showed signs of activated alveolar cells independent of pregnancy, including increased secretory material in acini and dilated ducts (Figure S4B).

On the other hand, aged HS cells showed upregulation of 18 genes and downregulation of 12 genes (Figure 4H; Table S3). Many of those were regulated by hormone receptors, consistent with their expression in HS cells and potentially reflecting hormonal changes associated with aging (Ace and Okulicz, 1998; Gannon et al., 2010; Gundlah et al., 2005; Hickey et al., 2013; Ono et al., 2014; Sampath et al., 2002; Tsai et al., 2002; Tynan et al., 2005). 

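In HS cells edgeR called 332 genes higher and 197 lower in aged mice among 8457 tested, a total of 529 that was 206 without Young A, 240 without Young B, 134 without Young C, 315 without Aged C and 253 without Aged D. All 30 genes of Table S3 for HS cells were called, in the paper's direction. The largest rises were in Ang4 (at least 963-fold), Ang5 (at least 865-fold), Csn1s1 (at least 224-fold) and BC023719 (at least 99.8-fold), and BC018473 fell at least 126-fold. The edgeR adjusted p of Csn1s1 in HS cells was 0.069 without Young C.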

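Tph1 (chromosome 7 of GRCm38, 46644641 to 46672537) averaged 70.8 ± 64.3 CPM in young (SD, n = 3) and 320 ± 45.1 in aged HS cells (SD, n = 4), a log2 fold change of 2.17 (standard error 0.47, edgeR adjusted p = 0.024). With each mouse left out it stayed between 1.79 and 3.20, and it was called in 11 of 15 settings. Arg1 (chromosome 10, 24915221 to 24927484) rose to 246 ± 32.3 CPM in aged mice, a log2 fold change of 2.92 (standard error 0.47, edgeR adjusted p = 0.0074). The call of Tph1 was lost at edgeR adjusted p of 0.058 without Young B, 0.097 without Young C, 0.051 without Aged C and 0.055 without Aged D. HS-AV cells also carried both genes. A Tph1 UMI was found in 24.4% of HS cells (13.3% after thinning, median depth 7277 UMIs), 17.2% of HS-AV cells (9.89%, median depth 4980) and 1.37% of AV cells (0.498%, median depth 6632). For Arg1 the shares were 22.9% (11.0%), 9.16% (4.40%) and 1.93% (0.643%).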

Two upregulated genes, *Tph1* and *Arg1*, were particularly noteworthy because of their exclusive expression in HS cells and no other cell types (Figure 4I). Expression of *Tph1* (tryptophan hydroxylase 1) in the mammary gland is specifically activated during lactation for serotonin biosynthesis (Laporta et al., 2014; Matsuda et al., 2004). Its increased level in aged HS cells is consistent with the lactation-primed state of aged mammary glands discussed above. *Arg1* (arginase 1) inhibits proliferation and function of T cells and NK cells by depleting L-arginine in the microenvironment (Bronte and Zanovello, 2005; Gantt et al., 2014). *Arg1* is commonly expressed by immune inhibitory cells, such as tumor-associated macrophages and myeloid derived suppressor cells, as well as by a diversity of tumor cells, including breast cancer. We confirmed ARG1 protein expression in HS cells as well as its increase with age by performing tissue staining in an independent cohort of mice (Figure S4C). Increased *Arg1* expression in aged HS cells is consistent with an immunosuppressive microenvironment, as discussed later.

### Luminal HS-AV Cells Showed Age-Dependent Abundance

Our scRNA-seq analysis also revealed a rare population of HS-AV cells that co-expressed HS and AV markers (Figures 1E, 4A, and 4B), accounting for an average of 11% of epithelial cells in young mammary glands (Figure 5A). Similar cells expressing HS and AV gene signatures have also been identified in young mice by Pal et al. (2017) and Bach et al. (2017) at comparable proportions and in ovariectomized mice by Kanaya et al. (2019) at higher abundance (Figures S5A and S5B), but they have not been further characterized. 

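The counts of HS, AV and HS-AV cells were summed within each of the 3 young mice and HS-AV cells were compared with each of the other types by edgeR, with the mouse as a block. Genes were called at an adjusted p below 0.05 and an at least 1.25-fold difference of the same sign against both types. Young A gave 12 HS-AV cells, Young B 130 and Young C 115.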

We performed differential gene expression analysis to identify markers distinguishing HS-AV cells from HS cells and AV cells, limiting the analysis to young tissues to focus on cell-type-specific difference independent of aging. 

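Of 8892 genes tested, 102 were higher and 12 lower in HS-AV cells than in both other types. Without Young B, 55 were higher, and of those lower, 5 were called without Young A and 7 without Young C. DESeq2 called 72 and 5. Of the 102 genes, 95 were above both types within Young A, 102 within Young B and 100 within Young C. All 72 genes of Table S5 listed as higher had the same direction between mice, and 66 were called. The 9 listed as lower also had the same direction, and 2 were called. Both lists were chosen by the paper from these young mice, so the agreement is not independent evidence. Only 4 arrangements of the labels were run, the real one and a swap of HS-AV with HS sums in 1 mouse at a time. The smallest share that chance could have among them is 1 in 4. Other arrangements of the 3 types were not run. The 5 largest differences included Abhd2, at 2343 ± 732 CPM in HS-AV, 154 in HS and 95.5 in AV cells (SD, n = 3). Rbm45 had log2 fold changes of 4.28 and 3.41 against HS and AV cells and Pam of 2.85 and 2.88. Fbxl4 had no count in HS-AV cells, against 6.29 CPM in HS and 7.90 in AV cells, and its call against AV cells was lost at edgeR adjusted p of 0.079 without Young B and 0.16 without Young C.

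**Figure D7:**
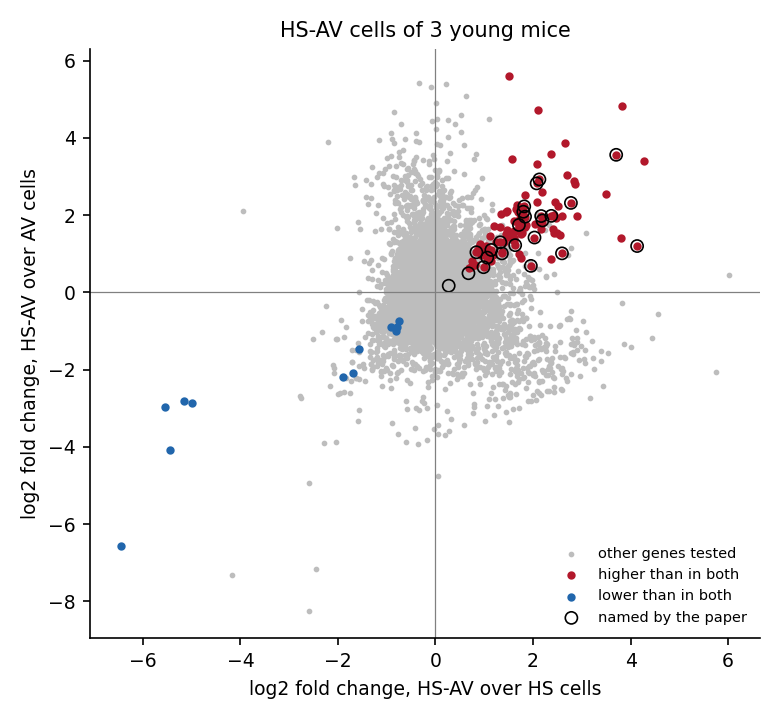
Log2 fold change of each gene in young HS-AV cells against HS cells (x axis) and against AV cells (y axis), with the genes named by the paper circled. The named genes lie to the upper right, higher in HS-AV cells than in both types.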

The results revealed that HS-AV cells are distinguished by higher expression of 72 genes and lower expression of nine genes (Figures 5B and 5C; Table S5). Many of the upregulated markers fell into four functional categories, highlighting the potential implications for the biological roles of HS-AV cells (Figure S5C): (1) regulators of mammary development, lobulo-alveologenesis, and lactation, such as *Spry2*, *B4galt1*, *Slc39a1*, *Skil*, *Agpat1*, and *Neat1*, suggesting that HS-AV cells might play a role in mammary gland morphogenesis and milk production (Agarwal et al., 2017; Crisà et al., 2016; Jahchan et al., 2012; 2010; Littlejohn et al., 2010; Lv et al., 2015; McCormick et al., 2014; Sigurdsson et al., 2013; Standaert et al., 2014; Zhang et al., 2014, 2018b; Zhu and Nelson, 2013); (2) chromatin-modifying enzymes, including *Kmt2d/Mll2*, *Whsc1l1/Nsd3*, *Gatad1/Odag*, *Kdm6b/Jmjd3*, *Cbx3/Hp1*γ, and *Supt16/Fact140*, which have been implicated in promoting stem cell phenotypes and regulating differentiation (Burchfield et al., 2015; Denissov et al., 2014; Froimchuk et al., 2017; Lomniczi et al., 2015; Mas et al., 2018); (3) transcription factors, including *Nfia*, *Tmf1*, *Bhlhe41*, *Arglu1*, *Btg1*, and, in particular, *Sox9*, which is known to regulate luminal progenitor cell fate (Malhotra et al., 2014; Guo et al., 2012; Wang et al., 2017); and (4) mRNA processing and modification enzymes, namely *Srrm2*, *Wtap*, *Alkbh5*, *Rbm47*, *Hnrnpul1*, and *Pan3*, which regulate mRNA splicing, m^6^A methylation, mRNA processing, and degradation (Blencowe et al., 1998; Kim et al., 2019; Kzhyshkowska et al., 2003; Wahle and Winkler, 2013; Yue et al., 2018; Zheng et al., 2013). 

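Among the regulators of mammary development, Spry2 averaged 98.8 ± 29.2 CPM in HS-AV, 5.77 ± 1.24 in HS and 49.1 ± 28.5 in AV cells (SD, n = 3 young mice). B4galt1 had log2 fold changes of 1.82 and 2.23, Slc39a1 of 3.71 and 3.56, Agpat1 of 2.13 and 2.93, Skil of 1.96 and 0.69 and Neat1 of 0.98 and 0.65 against HS and AV cells. Against AV cells, with 1 mouse left out, the edgeR adjusted p of Skil was 0.10 without Young A, 0.24 without Young B and 0.061 without Young C, that of Neat1 0.17 without Young A and 0.089 without Young C, that of Spry2 0.16 without Young C and that of Arglu1 0.095 without Young B and 0.061 without Young C. Against HS cells, that of Whsc1l1 was 0.21 without Young B and 0.37 without Young C. The 6 chromatin genes had log2 fold changes from 0.84 (Whsc1l1) to 2.59 (Kdm6b) against HS cells and from 1.01 (Kdm6b) to 1.98 (Supt16) against AV cells, and all were called. Of the 12 named regulators of transcription and RNA processing, 10 were called, with log2 fold changes between 1.06 (Arglu1) and 2.78 (Nfia) against HS cells. Btg1 (0.27 and 0.17 against HS and AV cells, edgeR adjusted p = 0.52 and 0.62) and Sox9 (0.68 and 0.50, edgeR adjusted p = 0.030 and 0.078) were not called, and with all mice that had at least 3 HS-AV cells, the values against AV cells were -0.43 and -0.18. The paper proposes from these categories that HS-AV cells play a part in morphogenesis and milk production and in differentiation plasticity.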

Overall, these gene signatures suggest a potential role for HS-AV cells in differentiation plasticity.

Next, we examined the lineage relationship of HS-AV cells to HS cells and to AV cells by performing STREAM (single-cell trajectories reconstruction, exploration, and mapping) lineage trajectory analysis (Chen et al., 2019) on scRNA-seq data of young mice. HS-AV cells primarily localized to the bifurcation junction between HS cells and AV cells (Figures 5D and S5D). This pattern was highly reproducible when the analysis was repeated within each of the three young samples (Figure S5D). The predicted lineage trajectory is consistent with the gene expression pattern of HS-AV cells being a hybrid state between the HS and AV lineages and suggests the possibility that HS-AV cells might have the potential to differentiate into HS cells and into AV cells.

Because HS-AV cells have not been reported beyond scRNA-seq studies, we further verified their existence using two orthogonal approaches. First, we performed *in situ* immunofluorescence staining in a panel of young mammary glands, using established hormone-sensing markers—progesterone receptor (PR) and estrogen receptor (ER)—and alveolar markers—lactotransferrin (LTF) and milk fat globule-EGF factor 8 (MFGE8). This analysis detected the presence of HS-AV cells co-expressing PR/ER and LTF/MFGE8, scattered within both ducts and acini (Figures 5E and 5F). Quantification showed that PR^+^/MFGE8^+^ cells and ER^+^/LTF^+^ cells represented 0.72% and 0.16% of luminal cells, respectively (Figures 5G–5J). 

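A Ltf UMI was found in 20.8% ± 28.3 of the HS-AV cells of a young mouse (SD, n = 3; 14.3% ± 20.9 after thinning) and a Mfge8 UMI in 69.0% ± 12.5 (41.8% ± 14.2). The Ltf share differed between the mice, from 0% in Young A to 53.0% in Young C. Young HS cells, which should lack both genes, had Ltf in 4.18% and Mfge8 in 33.4% (1.74% and 15.7% after thinning). Median depths over all mice were 4980 UMIs in HS-AV and 7277 in HS cells. Young AV cells had Ltf in 40.3% and Mfge8 in 97.5%.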

The lower abundance of ER^+^/LTF^+^ cells compared with PR^+^/MFGE8^+^ cells by immunostaining is consistent with the lower abundance of LTF^+^ cells compared with MFGE8^+^ cells within the HS-AV population by scRNA-seq (Figure 4A). As further validation, we analyzed an independent set of young mice by FACS, using HS marker CD133 and AV marker CD14. Again, HS-AV cells can be detected as CD133^+^/CD14^+^ cells within the luminal population (Lin−, Epcam^hi^) in all young tissues examined, with an average abundance of 0.25% (Figure 5K). Similar CD133^+^/CD14^+^ HS-AV cells were also detected in murine mammary organoid cultures (Figure S5E). Importantly, we confirmed that these cells were not doublet artifacts formed by CD133^+^ cells and CD14^+^ cells because microscopy examination of FACS-isolated CD133^+^/CD14^+^ cells demonstrated that they were indeed singlets (Figure S5F). Of note, although HS-AV cells can be detected using multiple approaches, they were in lower abundance when analyzed at the protein level by immunofluorescence and FACS (Figures 5H, 5J, and 5K) than at the RNA level by scRNA-seq (Figure 5A). The limited number of protein markers used in immunofluorescence and FACS analyses likely only captured a subset of the HS-AV population identified transcriptomically. In addition, the difference may reflect gene expression regulation at the post-transcriptional and/or translational levels.

Interestingly, the abundance of HS-AV cells diminished dramatically with age. 

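HS-AV cells were 1.32%, 23.3% and 8.01% of the epithelial cells of the young mice, a mean of 10.9% ± 11.2 (SD, n = 3). They were 0.465%, 0.257%, 0% and 0.321% in the aged mice, a mean of 0.261% ± 0.194 (SD, n = 4), which is 41.7-fold lower (exact two-sided permutation test, p = 0.029). The count of 0 of 1127 cells in Aged C allows up to 0.266%. Altogether 257 HS-AV cells came from young and 16 from aged mice. The difference in means of -10.6 percentage points went to -4.41 without Young B.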

ScRNA-seq showed that HS-AV cells accounted for an average of 11% of epithelial cells in young mice but only 0.3% in aged mice (Figure 5A). We confirmed this age-dependent decrease of HS-AV cells by immunofluorescence staining of PR^+^/MFGE8^+^ cells and ER^+^/LTF^+^ cells in tissues (Figures 5G–5J). In addition, FACS analysis of an independent cohort also demonstrated that aged mice consistently harbored a lower proportion of HS-AV cells than young mice had (Figure 5K). Collectively, these results established an age-dependent existence of the HS-AV population.

### Age-Dependent Alterations in Stromal Fibroblasts and Vascular/Lymphatic Cells

In addition to mammary epithelial cells, we analyzed age-associated changes in stromal cells (Figures 6A–6D). The most abundant stromal cell type in young tissues was fibroblasts (Figures 6E–6H). These cells homogeneously expressed fibroblast markers *Pdgfra*, *Pdgfrb*, and *Fap* (Figure 6A). They also expressed high level of ECM genes (e.g., *Fn1*, *Col1a1*, *Col1a2*, and *Col3a1*) but not contractility genes (e.g., *Acta2*, *Myl9*, *Mylk*, and *Myh11*) (Figure S6A), indicating that they were ECM-producing fibroblasts instead of contractile myofibroblasts. 

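Fibroblasts averaged 169 ± 35.3 CPM of Pdgfra, 118 ± 42.1 of Pdgfrb and 52.5 ± 20.4 of Fap (SD, n = 7 mice). The next highest means were 58.2 CPM of Pdgfra in NK cells, 80.4 of Pdgfrb in pericytes and 7.94 of Fap in Ma macrophages. The markers were not found in every fibroblast. Pdgfra UMIs were present in 49.4% (25.3% after thinning), and ECM genes in far more, with Col1a2 in 99.2% of fibroblasts (median depth 4414 UMIs) and 2.16% of AV cells (median depth 6632), and after thinning in 93.3% and 0.975%. Contractility genes were low in fibroblasts, at 26.5 ± 30.6 CPM of Acta2, 56.6 ± 26.4 of Myl9, 6.69 ± 4.07 of Mylk and 4.32 ± 4.89 of Myh11. An Acta2 UMI was found in 4.37% of fibroblasts (2.41% after thinning) and in 5.57% of HS cells, which are deeper (median 7277 UMIs) and should lack it.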

The relative proportion of fibroblasts decreased with age (Figure 6E), a pattern corroborated by immunohistochemistry (IHC) staining using the fibroblast marker PDGFRα (Figure S6B). In addition, scRNA-seq differential expression analysis revealed 11 genes upregulated and 37 genes downregulated with age (Figure 6I; Table S3), including increased expression of stress-related genes (*Hspa1a*, *Sqstm1*, *Ubc*, *Cebpb*, and *Gadd45b*) and decreased expression of ECM-related genes (*Col5a3*, *Col6a3*, *Fn1*, and *Mmp23*) (Figures 6J and 6K; Table S4). 

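In fibroblasts edgeR called 114 genes higher and 61 lower in aged mice among 5513 tested, a total of 175 that was 82 without Young B, 91 without Young C and 68 without Aged A. The sums of Aged C and Aged D held 15 and 17 cells. Of the 48 genes of Table S3 for fibroblasts, 40 were called between mice, and all 48 had the paper's direction. The stress-related genes Hspa1a, Gadd45b, Sqstm1 and Cebpb were higher in aged fibroblasts, each with an edgeR adjusted p below 0.05 over all genes tested, on genes that the study chose from these mice. Hspa1a had a log2 fold change of 3.40 (standard error 0.62, edgeR adjusted p = 0.0090) and Gadd45b a log2 fold change of 2.00 (standard error 0.35, edgeR adjusted p = 0.0066). The log2 fold changes of Sqstm1 and Cebpb were 1.30 and 1.04. The 4 ECM-related genes were lower, with a median of -1.43, and 4 had an edgeR adjusted p below 0.05 over all genes tested and 4 adjusted over the list alone, on genes that the study chose from these mice. Fn1 fell from 1387 ± 272 CPM in young (SD, n = 3) to 594 ± 122 in aged mice (SD, n = 4), a log2 fold change of -1.23 (standard error 0.23, edgeR adjusted p = 0.0090). Log2 fold changes were -1.92 for Col5a3, -1.60 for Mmp23 and -1.25 for Col6a3. With 1 mouse left out, 4 of the 8 genes named here lost their call in edgeR while the direction held. Cebpb had an adjusted p of 0.052 without Young B and 0.052 without Young C, Fn1 0.053 without Young C, Col6a3 0.063 without Young C and 0.069 without Aged A, and Col5a3 0.089 without Aged A. The largest changes were Ifi202b (at least 258-fold higher), Clca3a1 (at least 140.1-fold), C1s2 (log2 fold change 8.98, from 3 UMIs in young mice), Gm10260 (8.26) and Atn1, one of the symbols whose counts change rows between the ages.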

Notably, fibronectin, encoded by *Fn1*, is a major ECM component and a master organizer of the matrix assembly (Halper and Kjaer, 2014; Pankov and Yamada, 2002; Theocharis et al., 2016). The decrease in both fibroblast proportion and ECM gene expression is consistent with previous reports in human mammary glands that aging is associated with a reduction of connective tissues (Gertig et al., 1999; Hutson et al., 1985).

Other stromal populations captured by scRNA-seq included vascular and lymphatic cells, namely vascular endothelial cells (expressing *Pecam1*, *Chd5*, and *Sox17*), pericytes (expressing *Des*, *Rgs5*, and *Notch3*), and lymphatic endothelial cells (expressing *Mmrn1*, *Prox1*, and *Flt4*) (Figures 6B–6D). Among those populations, vascular endothelial cells exhibited the most dramatic changes with age, increasing in relative abundance (Figure 6F) and expressing 159 upregulated and 169 downregulated genes (Figure 6L; Table S3). 

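In vascular endothelial cells edgeR called 1155 genes higher and 944 lower in aged mice among 7864 tested. With each mouse left out the total of 2099 stayed between 1655 and 2056. Sums held between 727600 and 2058371 UMIs per mouse. Of the 327 genes of Table S3 for these cells, 327 were tested and 305 called between mice, all in the paper's direction. The largest changes were Csn1s1 (at least 116-fold higher), Serpina1b (at least 78.8-fold), BC023719 (at least 64.8-fold), Ifi202b (at least 53.5-fold) and Gm10260 (log2 fold change 8.91). As in the other cell types, Csn1s1 was lowest in Aged B, which had the least in AV cells.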

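Csf3 averaged 449 ± 61.6 CPM in young (SD, n = 3) and 6309 ± 1073 in aged vascular endothelial cells (SD, n = 4), a log2 fold change of 3.81 (standard error 0.19, edgeR adjusted p = 8.6e-08). Cxcl1 had a log2 fold change of 2.90, Il6 of 2.23 and Cxcl16 of 2.15. Of these 4 cytokines, 4 had an edgeR adjusted p below 0.05 over all genes tested and 4 adjusted over the list alone, on genes that the study chose from these mice. All 7 junction genes were lower, with a median log2 fold change of -0.98, and 7 had an edgeR adjusted p below 0.05 over all genes tested and 7 adjusted over the list alone, on genes that the study chose from these mice. Jup fell most, a log2 fold change of -2.38 (standard error 0.16, edgeR adjusted p = 7.8e-07). The others had log2 fold changes of -1.43 for Pvrl2, -1.40 for Cldn5, -0.98 for Mllt4, -0.80 for Ctnnb1 and -0.76 for F11r. Cdh5, with a log2 fold change of -0.52 (standard error 0.14, edgeR adjusted p = 0.013), fell by less than 1.5-fold and was not called, though without Young A it had -0.61 and was. The paper proposes that these changes reflect altered endothelial-immune interaction and vascular permeability.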

Pathway analysis revealed that many upregulated genes were associated with cytokines that are known to affect the immune microenvironment (*Csf3, Cxcl1*, *Cxcl16*, and *Il6*), whereas many downregulated genes were associated with cell-cell junctions (including adherens junction genes *Ctnnb1*, *Jup*, *Pvrl2*, *Cdh5*, and *Mllt4* and tight junction genes *Cldn5* and *F11r*) (Figures 6M and 6N; Table S4). These changes may reflect an altered endothelial-immune interaction and vascular permeability. In comparison, pericytes and lymphatic endothelial cells remained relatively constant with age in terms of proportion (Figures 6G and 6H; Table S2) and gene expression (Figures S3G and S3H).

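Pericytes were 7.29% ± 3.98 of the stromal cells of a young mouse (SD, n = 3) and 9.01% ± 2.70 of those of an aged mouse (SD, n = 4; exact two-sided permutation test, p = 0.57), and without Young C the difference in means was -0.562 percentage points. Lymphatic endothelial cells were 0.242% ± 0.120 and 1.58% ± 0.979, a 6.52-fold higher mean that rested on 9 young and 19 aged cells (exact p = 0.057). In pericytes edgeR called 187 genes higher and 120 lower in aged mice among 2601 tested, a total of 307 that was 128 without Young A, 151 without Young B and 181 without Young C. Of the 74 genes of Table S3 for pericytes, 69 were called between mice. The largest changes were Gm10260 (log2 fold change 9.17), Csn3 (3.96), Map3k7cl (3.91), Slpi (3.57) and Rgs2 (3.40), of which Csn3 is an AV marker and lost its call without Young A (edgeR adjusted p = 0.071) and without Young C (0.052). Lymphatic endothelial cells were not tested for gene expression.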

### Age-Dependent Alterations in Myeloid and Lymphoid Immune Cells

ScRNA-seq also detected remarkable changes in the composition of immune cell types in aged mammary glands. As mentioned above, the proportion of myeloid cells diminished, whereas that of lymphoid cells expanded with age. Among myeloid cells, dendritic cells (expressing *Napsa*, *Cd209a*, and *Flt3*) and M_a_ macrophages (expressing *Cd163, Mrc1*, and *Cd209f*) decreased in relative abundance, leaving M_b_ macrophages (marked by *Mmp12, Mmp13*, and *Spic*) the major myeloid population in older mammary glands (Figures 7A–7C). Among lymphoid cells, the proportion of both NK cells (expressing *Gzma*, *Ncr1*, and *Itgae*) and CD8 T cells (expressing *Cd8a* and *Cd8b1*) increased with age (Figures 7D and 7E). Because M_a_ macrophages and CD8 T cells represented the most striking proportional changes, we also analyzed their relative abundance by IHC staining. CD163^+^ M_a_ macrophages, which are localized preferentially in stroma, decreased in abundance with age (Figure S7A). In contrast, CD8^+^ T cells, which were closely associated with the mammary epithelium, increased in abundance with age (Figure S7B). Compared with scRNA-seq, IHC is considerably more sensitive in detecting these rare cell types.

Macrophages have critical roles in mammary gland development and breast cancer (Brady et al., 2016; Gouon-Evans et al., 2002; Guerriero, 2018); however, the heterogeneity of resident macrophages within healthy mammary glands remains incompletely understood. To further characterize the two macrophage populations captured by scRNA-seq, we performed a differential gene expression analysis and obtained 241 markers that distinguished M_a_ and M_b_ macrophages (Figure 7F; Table S6). 

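Ma and Mb macrophages were compared within the 3 young mice by edgeR on summed counts with the mouse as a block, and genes were called at an adjusted p below 0.05 and an at least 2-fold difference. Of 1672 genes tested, 264 were higher in Ma and 187 higher in Mb macrophages. The total of 451 was 216 without Young A and 684 without Young B. Young A gave 90 of the Mb macrophages, Young B 16 and Young C 18. Of the 241 markers of Table S6, 226 were tested and 225 called. These markers were chosen from the same data, so the agreement is not independent evidence. The largest differences, all higher in Ma macrophages, included Ccl24 (at least 201-fold), Fcna (at least 165-fold) and Retnla (log2 fold change 9.62).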

The results suggest that M_a_ and M_b_ macrophages do not show a clear association with classical M1/M2 polarization. Instead, comparison of these markers to a recent study on mammary macrophages (Jäppinen et al., 2019) revealed that M_a_ macrophages are enriched for key markers of fetal-derived macrophages, *Mrc1* (also known as *Cd206*) and *Adgre1* (also known as *F4/80*), whereas M_b_ macrophages are enriched for adult-derived macrophage markers, MHC II genes *H2-Aa*, *H2-Ab1*, *H2-DMa*, *H2-DMb1*, *H2-Eb1*, and *H2-Oa* (Figures 7F and S7C; Table S6). Therefore, M_a_ cells may represent fetal-derived macrophages arising from fetal yolk sac and liver, whereas M_b_ cells may represent adult-derived macrophages arising from the bone marrow. In addition, two recent studies proposed that mammary macrophages can be defined by their physical locations. 

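Mrc1 averaged 664 ± 102 CPM in Ma and 5.81 ± 6.51 in Mb macrophages (SD, n = 3 young mice, scaled by TMM factors), a log2 fold change of 6.63 for Ma over Mb (standard error 0.45, edgeR adjusted p = 1.5e-05). Adgre1 averaged 241 and 172 CPM and was not called (log2 fold change 0.53, standard error 0.32, edgeR adjusted p = 0.25). The MHC class II genes were all lower in Ma macrophages, with log2 fold changes of -2.81 for H2-Ab1, -2.60 for H2-DMb1, -2.54 for H2-Eb1, -2.42 for H2-Aa and -1.89 for H2-DMa. H2-Oa had no count in Ma macrophages and was at least 22.3-fold higher in Mb. The H2-Eb1 call held in 7 of 8 settings.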

Stromal macrophages (characterized as Mrc1/Cd206^+^, Lyve1^hi^, Itgax/Cd11c^−^, and Vcam1^lo^, or as Mrc1/Cd206^hi^, Lyve1^hi^, Cd209f^hi^, and Cd209g^hi^) survey the ECM and largely arise from fetal origin, whereas ductal macrophages (characterized as Mrc1/Cd206^−^, Lyve1^lo^, Itgax/Cd11c^+^, Vcam1^hi^, or as Mrc1/Cd206^lo^, Lyve1^lo^, Cd74^hi^, H2-Ab1^hi^) survey the epithelia and largely arise from adult bone marrow after puberty (Dawson et al., 2020; Wang et al., 2020). 

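Of the genes that 2 earlier studies give for stromal macrophages, Cd209f (log2 fold change 9.77 for Ma over Mb), Cd209g (8.94) and Lyve1 (at least 143-fold higher, with no count in Mb) were higher in Ma macrophages. Of the genes for ductal macrophages, Vcam1 (-2.97) and Cd74 (-3.05) were lower in Ma macrophages. Itgax was not tested because its counts were too low.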

Notably, these gene signatures are very closely recapitulated by M_a_ and M_b_ macrophages, respectively, suggesting that M_a_ cells may represent stromal macrophages while M_b_ cells may be ductal macrophages (Figures S7D and S7E; Table S6). 

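All named antigens, cytokines and proteases that could be tested were higher in Mb macrophages. For Ma over Mb, the log2 fold change of the cell-surface antigens was -3.14 for Cd14, -2.41 for Cd52, -1.47 for Cd63, -3.26 for Cd72 and -7.55 for Cd207. It was -6.81 for Il1b, -5.62 for Il1a, -3.93 for Il10, -3.34 for Cxcl16 and -1.02 for Cxcl2. Of the proteases, Mmp12 had -6.30, Ctss -3.05 and Ctsz -1.73, and Mmp13 was at least 76.7-fold higher in Mb. Il12b and Spic were not tested.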

In our analysis, M_b_ macrophages are also distinguishable from M_a_ macrophages by higher expression of cell-surface antigens *Cd14*, *Cd52*, *Cd63*, *Cd72*, *Cd74*, and *Cd207*; cytokines *Il1a*, *Il1b*, *Il10*, *Il12b*, *Cxcl2*, and *Cxcl16*; and proteases *Mmp12*, *Mmp13*, *Ctss*, and *Ctsz* (Figure 7F). Their increased relative proportion with age is consistent with a replacement of fetal-derived macrophages by adult bone-marrow-derived macrophages as the mammary gland ages (Ginhoux and Guilliams, 2016; Hoeffel and Ginhoux, 2018). 

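Csf1 averaged 39.7 ± 14.7 CPM in young (SD, n = 3) and 343 ± 34.3 in aged myoepithelial cells (SD, n = 4), with an edgeR adjusted p of 1.2e-06. In vascular endothelial cells it went from 24.6 ± 7.76 to 91.5 ± 7.01 CPM, a log2 fold change of 1.97 (standard error 0.21, edgeR adjusted p = 1.8e-05). Csf3 rose in both types, from a higher level in the vascular endothelial cells of the young mice. Between-type differences in the rise were not tested.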

The recruitment of M_b_ macrophages may be mediated by the increased expression of *Csf1* and *Csf3* in aged myoepithelial cells and vascular endothelial cells (Figures 3E and 6N).

Aging induced a very modest number of gene expression changes in M_b_ macrophages compared with epithelial and non-immune stromal cell types, albeit more than other immune cells (Figure S3J), with 10 genes upregulated and four genes downregulated with age in a consistent manner across all samples (Figure 7G; Table S3). Although the number is very modest, it contains a few intriguing genes, including cytokines *Ccl5*, *Cxcl2*, and *Gdf15* (Figure 7H). 

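Ccl5 had a log2 fold change of 3.76 (standard error 0.70, edgeR adjusted p = 0.041) and Cxcl2 a log2 fold change of 2.40 (standard error 0.44, edgeR adjusted p = 0.041) in aged Mb macrophages. Gdf15 had a log2 fold change of 3.77 (standard error 0.76, edgeR adjusted p = 0.053). Ccl5, Cxcl2, Gdf15, Cd274 and Lilr4b, which stands in the paper's supplementary table where its text has Lilrb4, had a median log2 fold change of 3.09, and 2 had an edgeR adjusted p below 0.05 over all genes tested and 5 adjusted over the list alone, on genes that the study chose from these mice. Neither call was firm. Ccl5 kept its call only without Young A among the 7 sets of 6 mice and Cxcl2 only without Aged A, with edgeR adjusted p up to 0.18 and 0.18 without Young C. Gdf15 was called without Young A (edgeR adjusted p = 0.0057). The sums of the aged mice held between 24393 and 76333 UMIs. The largest changes were Gm10260 (log2 fold change 8.33), H2-Eb1 (-5.18, from 13570 to 386 CPM, while H2-Aa had 0.45 and H2-Ab1 -0.06), Hmox1 (4.15) and Gm10036 (-3.51). Whether the fall of H2-Eb1 comes from the genetic background of the mice remains open. Gm10036 lost its call in each set of 6 mice and Hmox1 in 4 of the 7, with the highest adjusted p at 0.17 without Young A and 0.16 without Young B.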

CCL5 has been shown to recruit T cells (Arango Duque and Descoteaux, 2014); thus, its increased expression in aged M_b_ macrophages is consistent with the higher abundance of T cells observed in aged mammary glands. Furthermore, expression of two immunosuppressive ligands targeting T cells and NK cells also increased—*Cd274* (also known as *Pd-l1*) (Hsu et al., 2018; Lu et al., 2019; Yamazaki et al., 2002) and *Lilrb4* (also known as *Ilt3*) (Cella et al., 1997; Deng et al., 2018; Suciu-Foca and Cortesini, 2007) (Figure 7I)—thereby potentially promoting an immunosuppressive microenvironment. 

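Cd274 (chromosome 19 of GRCm38, 29367455 to 29388095) had a log2 fold change of 3.09 (standard error 0.66, edgeR adjusted p = 0.066), from 20 UMIs in the young and 39 in the aged mice, just above the threshold. The symbol Lilrb4 was not tested, and Lilr4b, the symbol of the matrix and of the paper's supplementary table, had a log2 fold change of 2.13 (standard error 0.67, edgeR adjusted p = 0.14). From these genes the paper proposes that aged Mb macrophages promote an immunosuppressive microenvironment.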

Taken together, these results highlight the diverse and dynamic immune landscape in aging mammary tissues.

## DISCUSSION

To better understand the effects of aging on mammary glands, we have created a single-cell transcriptomic atlas to capture murine mammary epithelial and stromal changes associated with aging, corresponding to the transition from human early adulthood to perimenopause. Considering the longer human lifespan, there may be additional age-related changes not captured by a murine model. However, unlike human studies, mouse analyses can directly assess aging-specific alterations without confounding factors such as pregnancy history, hormone cycle, genetic background, diet, and carcinogen exposure. Importantly, the cell- and gene-level profiles identified herein are consistent across multiple biological replicates, suggesting that the intrinsic effects of aging may follow a defined developmental program instead of a stochastic degeneration.

Our scRNA-seq data indicate a potential shift of the luminal populations toward a more lactation-primed state in aging. Cell-type proportion analysis suggests a preferential expansion of AV cells relative to HS cells with age. Additionally, aged AV cells acquire higher expression of genes that are associated with milk production and are known to be upregulated in gestation (Bach et al., 2017). These changes are consistent with previous reports (Raafat et al., 2012) and our histological observation that aged nulliparous mice exhibit lobuloalveolar maturation, likely resulting from accumulated exposure to hormonal stimulation through multiple estrous cycles. Similar observation of age-dependent expansion of lobuloalveolar epithelium was reported in humans (Garbe et al., 2012; Hutson et al., 1985; Pelissier Vatter et al., 2018).

Other age-associated alterations detected by scRNA-seq may reflect a decline or dysregulation in cellular functions. For instance, aged myoepithelial cells downregulate genes known to mediate contractility and synthesize basement membrane (Haaksma et al., 2011; Ormerod et al., 1983; Sopel, 2010; Warburton et al., 1981; 1982), in part, consistent with previous reports that thinner and discontinuous basement membrane is associated with aging (Frantz et al., 2010; LaBarge et al., 2016). Similarly, aged fibroblasts decrease in relative abundance and ECM gene expression, suggesting an impaired ability to maintain a stromal matrix, thus consistent with previous reports of reduced connective tissue and mammographic density in older women (Gertig et al., 1999; Hart et al., 1989; Hutson et al., 1985; Li et al., 2005; McCormack et al., 2010; Unsworth et al., 2014). Additionally, aged endothelial cells downregulate expression of cell-cell junction components, potentially contributing to a compromised endothelial barrier and dysregulated vascular permeability (Bazzoni and Dejana, 2004). Vascular hyperpermeability is strongly associated with aging and is partly attributed to inflammatory cytokines, such as *Il6* and *Vegfa* (Donato et al., 2015; Oakley and Tharakan, 2014), which we observe to be upregulated in aged vascular endothelial cells and myoepithelial cells, respectively. Finally, aged mammary glands exhibit signs of pro-inflammatory microenvironment, with increased production of inflammatory cytokines (including *Cxcl1*, *Cxcl2*, *Cxcl16*, *Csfs1*, *Csf3*, *Ccl5*, and *Il6*) by aged myoepithelial cells, vascular endothelial cells, and macrophages and expanded proportions of bone-marrow-derived macrophages, NK cells, and T cells. These observations also suggest potential inter-cell-type crosstalk and recruitment, leading to systemic changes in aged mammary glands.

Given that aging is significantly correlated with breast cancer frequency in mice and human (Jenkins et al., 2014; LaBarge et al., 2016; Raafat et al., 2012), our findings may also provide initial insights into its underlying mechanisms. First, the expansion of AV luminal progenitor cells may pose a greater cancer risk because they have been proposed to be the cells of origin for triple-negative breast cancer (Lim et al., 2009; Molyneux et al., 2010; Proia et al., 2011). Second, aged myoepithelial cells display increased expression of *Jag1* and *Tgfβ*, which can stimulate tumor proliferation and invasion (Cohen et al., 2010; Hu et al., 2008; Muraoka et al., 2003; Muraoka-Cook et al., 2004). Third, the downregulation of genes associated with contractility and basement membrane may impair the ability of myoepithelial cells to restrain malignant luminal cell dissemination (Adriance et al., 2005; Pandey et al., 2010; Sirka et al., 2018). Previous studies have demonstrated that reduced myoepithelial cell contractility promotes malignant cell invasion (Sirka et al., 2018), whereas compromised basement membrane integrity is associated with breast cancer progression (Gusterson et al., 1982; Nakano et al., 1999; Natali et al., 1984; Tsubura et al., 1988). Loss of basement membrane has also been shown to promote abnormal luminal cell polarity, a hallmark of cancer (Gudjonsson et al., 2002). Moreover, increased vascular endothelial permeability, as suggested by reduced expression of cell-cell junction components, may further potentiate malignant cell dissemination (Maishi and Hida, 2017).

Additionally, aged mammary glands exhibit numerous signs of an inflammatory microenvironment that may promote the proliferation and metastasis of malignant cells (Greten and Grivennikov, 2019; Landskron et al., 2014; Zhang et al., 2018a). First, the expression of pro-inflammatory cytokines increased in aged myoepithelial cells, vascular endothelial cells, and macrophages. Second, the change in proportions of M_a_ and M_b_ macrophages suggests a replacement of fetal yolk sac and liver-derived macrophages by adult bone-marrow-derived cells with age. Bone-marrow-derived macrophages in murine mammary tumors have been associated with pro-tumorigenic properties by their ability to inhibit CD8 T cells (Franklin et al., 2014). In line with this, three key markers of bone-marrow-derived, tumor-associated macrophages described by Franklin et al. (2014), *Vcam1*, *Itgb5*, and *Itgax*, are also more highly expressed in M_b_ macrophages, suggesting potential similarities between M_b_ and adult-derived tumor-associated macrophages. Third, aged M_b_ macrophages upregulate expression of immunosuppressive ligands *Cd274/Pd-l1* and *Lilrb4/Ilt3*, thus, potentially inhibiting NK cells and T cells, creating a pro-tumor immune microenvironment (Lu et al., 2019). Increased inflammation with age was also previously observed in mouse mammary glands and other organs, but the specific source and mediators of inflammation remains incompletely understood (Dong et al., 2016; Sanada et al., 2018). Future studies may focus on the inflammatory cytokines and immune cell types enriched in aged mammary glands as detected herein to further delineate their exact contribution to tumor formation and progression. Of note, basal-like luminal cells have been reported in aged mice with mammary hyperplasia and in older women (Dong et al., 2016; Garbe et al., 2012; Pelissier Vatter et al., 2018), but are undetectable in our healthy aged mice, suggesting that these cells might represent a more-aberrant population that is usually absent in normal murine mammary glands.

In addition to age-related alterations, the identification of HS-AV cells is of considerable interest. These cells were also captured in two initial scRNA-seq studies of young murine mammary glands (Bach et al., 2017; Pal et al., 2017). Although Bach et al. (2017) did not comment on the hybrid nature of their gene expression, Pal et al. (2017) described them as luminal intermediates between the AV and HS lineages. Here, we verify the existence of HS-AV cells by tissue staining and FACS and define a gene signature distinguishing this population from other luminal cells. Furthermore, we find that HS-AV cells decrease in abundance with age, a potential consequence of the lack of self-renewal, differentiation into HS or AV lineage, or out-competition by HS or AV proliferation.

The lineage relationship of HS-AV cells to HS cells and AV cells remains to be determined. Lineage trajectory analysis suggests that HS-AV cells may be more progenitor-like than HS cells and AV cells. However, lineage tracing studies have demonstrated that postnatal HS and AV lineages are largely maintained independently by unipotent progenitors (Lilja et al., 2018; Van Keymeulen et al., 2017; Wang et al., 2017); thus, it is unlikely that, under normal homeostasis, HS-AV cells could function as bi-potent progenitors contributing to the HS and AV lineages. In contrast, it is more likely that HS-AV cells represent a distinct and restricted population, independent of HS cells and AV cells. Furthermore, depending on the rate of their cell division, it is possible that these rare HS-AV cells may not form clones of sufficient size to be detectable in sparse labeling and short-term lineage-tracing analyses.

If HS-AV cells are a stable population, then it raises the question of whether they serve a specific function in mammary glands. One possibility is that they might serve as dormant, resident, unipotent or bipotent luminal progenitors that can be activated during tissue regeneration. Similar examples of dormant progenitors have been described in other organs, such as lungs (Desai et al., 2014; Kim et al., 2005; Vaughan et al., 2015) and liver (Huch et al., 2013; Miyajima et al., 2014). Several observations provide a hint in support of that hypothesis. First, in scRNA-seq lineage trajectory analysis, HS-AV cells are localized to the bifurcation of the HS and AV branches, suggesting the possibility that they might be transcriptionally primed to give rise to cells in either lineage. Second, when compared with HS cells and AV cells, HS-AV cells are enriched for the expression of *Sox9*, a transcription factor reported to confer progenitor property (Guo et al., 2012). HS-AV cells also express other progenitor markers, such as *Kit*, *Aldh1a3*, and *Cd14*. Third, the increased expression of chromatin remodeling proteins in HS-AV cells compared with HS cells and AV cells might suggest a higher potential of differentiation plasticity, given the critical role chromatin modification has in regulating differentiation (Holliday et al., 2018; Wahl and Spike, 2017). Fourth, the diminished abundance of HS-AV cells with age is consistent with age-dependent depletion of stem/progenitor cells in certain tissue types (Encinas et al., 2011; Nishimura et al., 2005; Schultz and Sinclair, 2016). Finally, it remains possible that HS-AV cells represent a transient intermediate between the HS and AV populations, for instance, during differentiation of HS cells from AV cells, as proposed by Pal et al. (2017). However, evidence for such a transition has been limited, and further studies will shed light on that model. Overall, the identification of HS-AV cells suggests a greater complexity in mammary differentiation than was previously appreciated. Future lineage tracing and functional studies will be required to determine the roles of HS-AV cells in normal development and tissue regeneration and to elucidate their relationship with HS and AV lineages.

Taken together, these single-cell transcriptomic profiles reveal the dynamic heterogeneity in mammary tissues at young and old age. They provide a resource for future studies to understand the interactions between epithelial and stromal cells in aging and cancer.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead Contact

Further information and requests for resources and reagents should be directed to the Lead Contact, Joan Brugge ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The accession number for the scRNA-seq data reported in this paper is GEO: GSE150580.

The R scripts used for scRNA-seq analysis are included in the supplemental information (Data S1).

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

For single-cell RNA sequencing, young (3–4 months old) and aged (13–14 months old) virgin/nulliparous female mice of a mixed FVB, 129, C57BL/6J background were used in this study. For immunostaining, additional young (3–4 months old) and aged (16-months old) mice were used. For FACS analysis, an independent cohort of young (3–4 months old) and aged (12–14 months old) mice were used. All mice were bred and maintained in house under regular conditions, with 12hr/12hr light/dark cycle, and food (LabDiet 5053) and water *ad libitum*. Daily vaginal cytology was performed to determine the stage of the estrous cycle, and only actively cycling mice in diestrus were analyzed to avoid confounding effects from hormonal changes. Aged mammary glands were confirmed to have normal histology by a rodent pathologist. All animal work was performed in accordance to protocols approved by the Institutional Animal Care and Use Committee at Harvard University.

### METHOD DETAILS

#### Tissue dissociation for single-cell RNA-seq

Abdominal #4 mammary glands from young (n = 3) and aged (n = 4) mice, with lymph nodes removed, were finely minced and then incubated in a digestion solution containing DMEM/F12 (GIBCO 11330), 10% heat-inactivated fetal bovine serum, 2 mg/ml collagenase XI (Sigma C9407), and 0.1 mg/ml hyaluronidase (Sigma H3506) for 1.5 hours at 37°C with constant shaking at 150 rpm. The dissociated cells were then subjected to red blood cell lysis (Biolegend 420301), a 5-minute treatment with 1 U/ml dispase (Stem Cell Technologies 07913) and 0.1 mg/ml DNase (Stem Cell Technologies 07470), a 5-minute treatment with TrypLE (GIBCO 12605010), and filtered through a 40 μm cell strainer. Cells were resuspended in PBS containing 0.04% BSA, counted manually under the microscope, and adjusted for loading 7,000 viable cells for single-cell RNA-sequencing.

#### Single-cell RNA library preparation and sequencing

Single cell capturing and cDNA library generation were performed using the 10X Chromium 3′ library construction kit v2 following the manufacturer’s instruction. The libraries were then pooled and sequenced by Illumina HiSeq X Ten.

#### Single-cell RNA-seq data processing

Paired-end reads from Illumina HiSeq were processed and mapped to the mm10 mouse genome using Cell Ranger v2.0. Sequencing saturation as determined by Cell Ranger showed fairly even saturation across samples (young mice: 82.3%, 79.9%, 70.6%; aged mice: 91.3%, 78.6%, 73.3%, 85.1%). We applied stringent filters to eliminate cells with (1) UMI counts < 1,000 or > 60,000, (2) gene counts < 500 or > 2,500, and (3) mitochondrial gene ratio > 10%. This pre-filtering resulted in the detection of 27,998 genes in 13,684 cells, with approximately 1,200–2,800 cells from each sample. A median of 1,649 genes and 5,538 transcripts were captured per cell. The filtered data were then analyzed using Seurat v3 (Butler et al., 2018; Stuart et al., 2019). Cell doublets were estimated using Scrublet (Wolock et al., 2019) and DoubletFinder (McGinnis et al., 2019). Lineage trajectory analysis was performed on the luminal epithelial cells of each of the three young samples, as well as on the three samples combined, using STREAM (Chen et al., 2019). Cell cycle estimation was performed in Seurat using the default cell-cycle gene signatures.

#### Cell type-specific gene signatures

Cell type-specific gene expression signatures were identified as genes that exhibited expression levels > 1.25-fold greater (with adjusted *p-value*s < 0.05) than each of the other cell types in multiple pairwise differential expression analyses using Seurat’s FindMarkers function (Wilcoxon rank sum test). Similarly, gene expression signature for HS-AV luminal cells was generated by identifying genes with expression levels at least 1.25-fold higher or lower (with adjusted *p-value*s < 0.05) when compared to luminal HS cells and to luminal AV cells separately. The list of markers distinguishing M_a_ and M_b_ macrophages was generated by identifying genes with expression levels differing by at least 2-fold (with adjusted *p-value*s < 0.05). Heatmaps for visualizing marker gene expression were median-centered and down-sampled to 100 cells per cell type.

#### Differential gene expression across age groups

Differential gene expression analysis was performed to compare young and aged samples within each cell type by using a combination of Seurat’s FindMarkers function (Wilcoxon rank sum test) and zingeR-edgeR zero-inflated negative binomial analysis (Robinson et al., 2010; Van den Berge et al., 2018) for increased stringency. Differentially expressed genes were identified using three criteria: (i) Grouped analysis criteria: an expression difference of at least 1.5-fold and an adjusted *p-value* of < 0.05 in a grouped comparison of young mice (n = 3) versus aged mice (n = 4); (ii) Per-sample analysis criteria: an expression difference of at least 1.25-fold in all of the 12 possible combinations of young-versus-aged per-sample pairwise comparison; (iii) Cross-method criteria: only genes satisfying criteria (i) and (ii) in both FindMarkers and zingeR-edgeR analyses were included in the final list of differentially expressed genes. Only genes with expression detected in at least 10% of cells in either the young or aged population were analyzed. Heatmaps for visualizing the differentially expressed genes were median-centered and down-sampled to 200 cells per age group, or, in the case of M_b_ macrophages where fewer cells were detected, down-sampled to 20 cells per group.

#### Pathway analysis

Pathway analysis was performed on differentially expressed genes using MSigDB v7.0 (Liberzon et al., 2015; Subramanian et al., 2005) curated canonical pathway database. To ensure proper gene name mapping, all mouse gene names were converted to their human homologs using NCBI Homologene prior to analysis in MSigDB. Gene sets with FDR < 0.05 were deemed statistically significant. Up to top 30 enriched gene sets were shown.

#### Histology and immunostaining

Mouse mammary tissues were fixed in 10% neutral buffered formalin overnight. Paraffin embedding and sectioning were performed by the Rodent Histopathology Core at Harvard Medical School. Immunostaining was performed on n = 6 animals per age group. For immunofluorescence staining, the following antibodies were used: ACTA2/SMA (Dako M0851, 1:100), KRT15 (BioLegend 833904, 1:50), KRT14 (BioLegend 905301, 1:250; Abcam ab206100, 1:150), KRT8 (DSHB Troma-I, 1:100; Abcam ab192467, 1:100), ARG1 (CST 66297, 1:100), PR (CST 8757, 1:25; Dako A0098, 1:20), ER (Santa Cruz sc-542, 1:20; BioRad MCA1799T, 1:25), LTF (Bioss bs-5810, 1:50), MFGE8 (Thermo MA5–23913, 1:50; R&D Systems MAB2805, 1:50). LTF and MFGE8 antibodies were validated by staining lactating mammary glands. For immunohistochemistry staining, the following antibodies were used: PDGFRα (CST 3174, 1:200), CD163 (Abcam ab182422, 1:500), CD8 (CST 98941, 1:50). Images were analyzed in a blinded fashion using Fiji (Schindelin et al., 2012).

#### FACS analysis

For FACS analysis of mammary tissues, freshly dissected #2, 3, and 4 mammary glands from young (n = 8) and aged (n = 6) mice were digested as described above. Cells were then incubated with CD16/32 antibody (eBioscience 16–0161) to block Fc receptor and with rat serum (eBioscience 24–5555) to block non-specific binding, and then stained for 30 minutes with the following antibodies/reagents: CD45-FITC (BioLegend 103108, 1:200), CD31-FITC (BioLegend 102405, 1:50), TER119-FITC (BioLegend 116205, 1:100), EPCAM-BV605 (BioLegend 118227, 1:100), CD133-APC (BioLegend 141207, 1:50), CD14-PE (BioLegend 150106, 1:50), and DAPI (1 μg/mL). Cell sorting and analysis was carried out on a BD FACSAria II cell sorter and FlowJo using the following gating strategy: SSC-H/SSC-W singlets, FSC-H/FSC-W singlets, DAPI- live cells, CD45-/CD31-/TER119- Lin- cells, EPCAM-high luminal epithelial cells. The gated luminal population was then analyzed for expression of CD133 and CD14. For FACS analysis of organoid cultures, primary mammary organoids were generated from 3–4 month-old FVB female mice using the aforementioned tissue digestion protocol and propagated for six weeks in defined basement-membrane extract and culture media, as described previously (Rosenbluth et al., 2020). Organoids were digested into single cells using TrypLE, blocked with CD16/32 antibody and rat serum, and then stained with a similar antibody panel as described above. EPCAM-BV605 was omitted in order to allow for subsequent microscopy examination of cells double positive for CD133-APC and CD14-PE without introducing spectral overlapping from EPCAM-BV605.

### QUANTIFICATION AND STATISTICAL ANALYSIS

For cell type composition comparison between young and aged mammary glands in scRNA-seq data, statistically significant difference was determined by Fisher’s exact test and Chi-square test. We noted that because all proportions sum to one in scRNA-seq data, an increase in the proportion of one cell population will necessarily lead to a decrease in the proportions of other cell populations. However, alternative multivariate tests for compositional data analysis (e.g., Dirichlet-multinomial regression test) were not applied as they have increased type 2 error over type 1 error. For quantification by immunofluorescence staining, immunohistochemistry staining, and FACS analysis, statistically significant difference was determined by Student’s t test. Statistical analysis was performed by using the GraphPad Prism software, and *p-value*s < 0.05 (two-tailed) were deemed statistically significant. Bar graphs represent mean ± SEM.

## Supplementary Material

1

2

3

4

5

6

7

8

9

Data S1

## Figures and Tables

**Figure 1.**
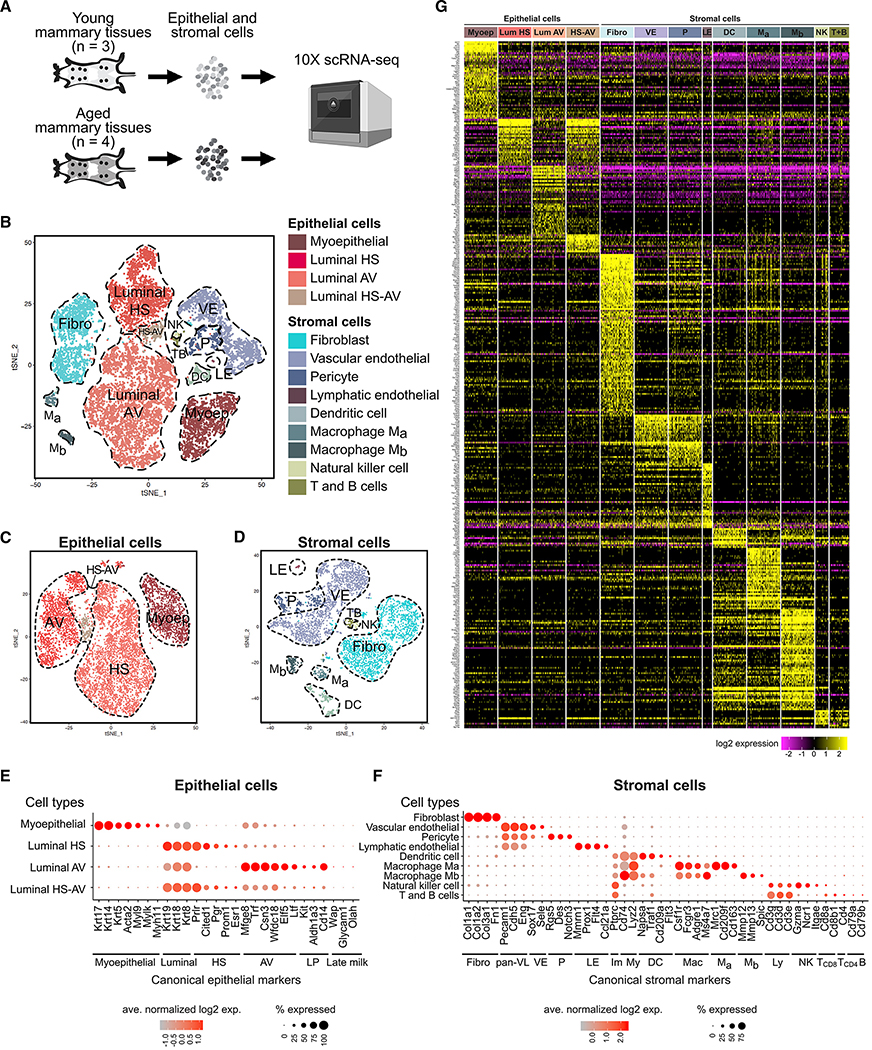
Diverse Epithelial and Stromal Cell Types Identified by scRNA-Seq in Mammary Glands (A) scRNA-seq experimental setup. Freshly dissociated epithelial and stromal cells were analyzed without FACS enrichment. (B) t-SNE plot showing epithelial and stromal clusters identified based on characteristic markers. (C and D) Epithelial (C) and stromal (D) cells subsetted and reclustered. (E and F) Expression of canonical markers of epithelial (E) and stromal (F) cell types. (G) Heatmap of cell type-specific gene signatures. See also Table S1. Abbreviations: Myoep, myoepithelial; HS, hormone-sensing; AV, alveolar; LP, luminal progenitors; Fibro, fibroblasts; pan-VL, pan-vascular/lymphatic cells; VE, vascular endothelial cells; P, pericytes; LE, lymphatic endothelial cells; Im, immune cells; My, myeloid cells; DC, dendritic cells; Mac, macrophages; M_a_, M_a_ macrophages, M_b_, M_b_ macrophages; Ly, lymphocytes; NK, natural killer cells; T, T cells; B, B cells.

**Figure 2.**
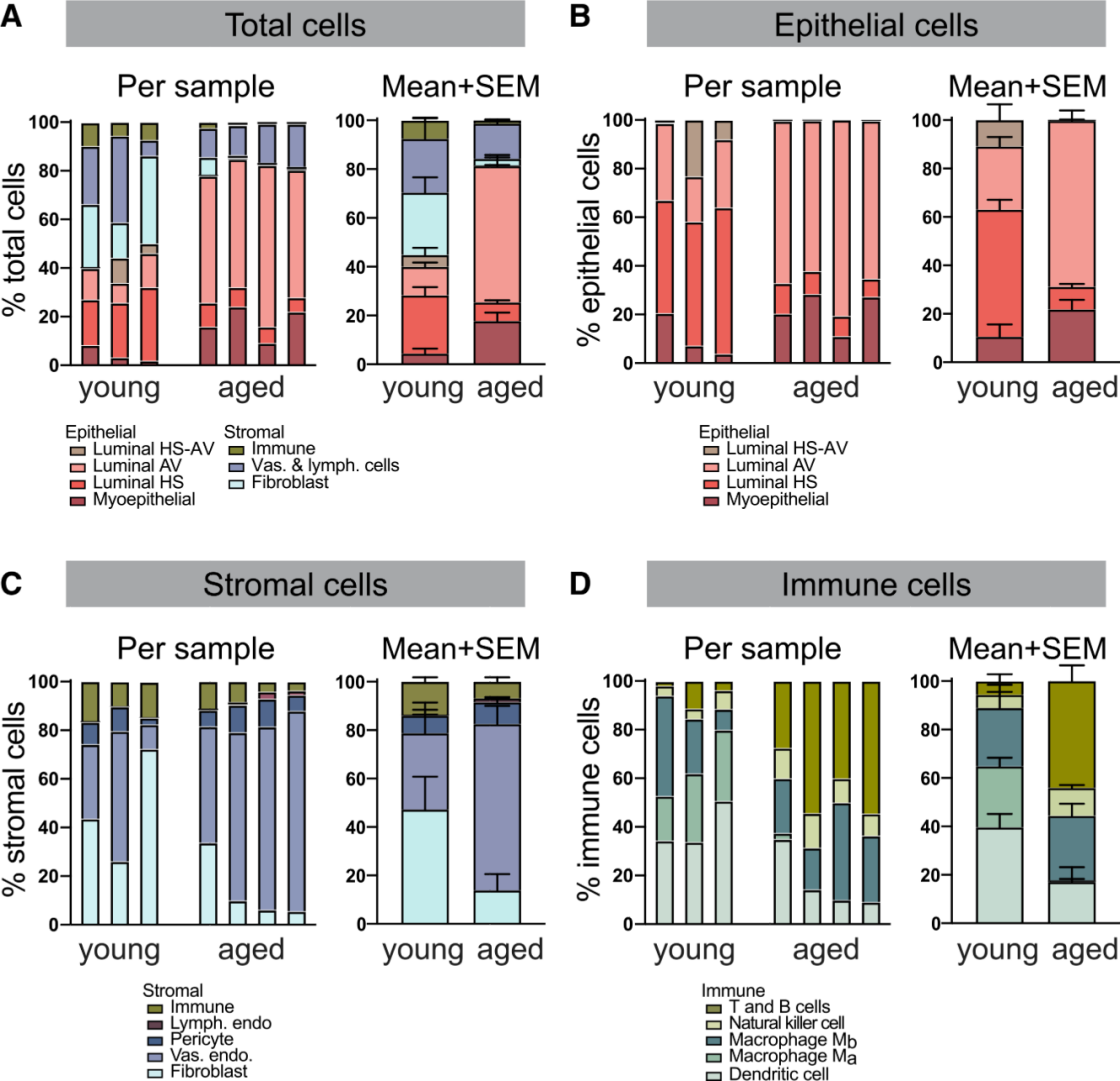
Prevalent Alterations in Cell Proportions in Aged Mammary Glands Relative proportions of specified cell types among total (A), epithelial (B), stromal (C), and immune (D) cells.

**Figure 3.**
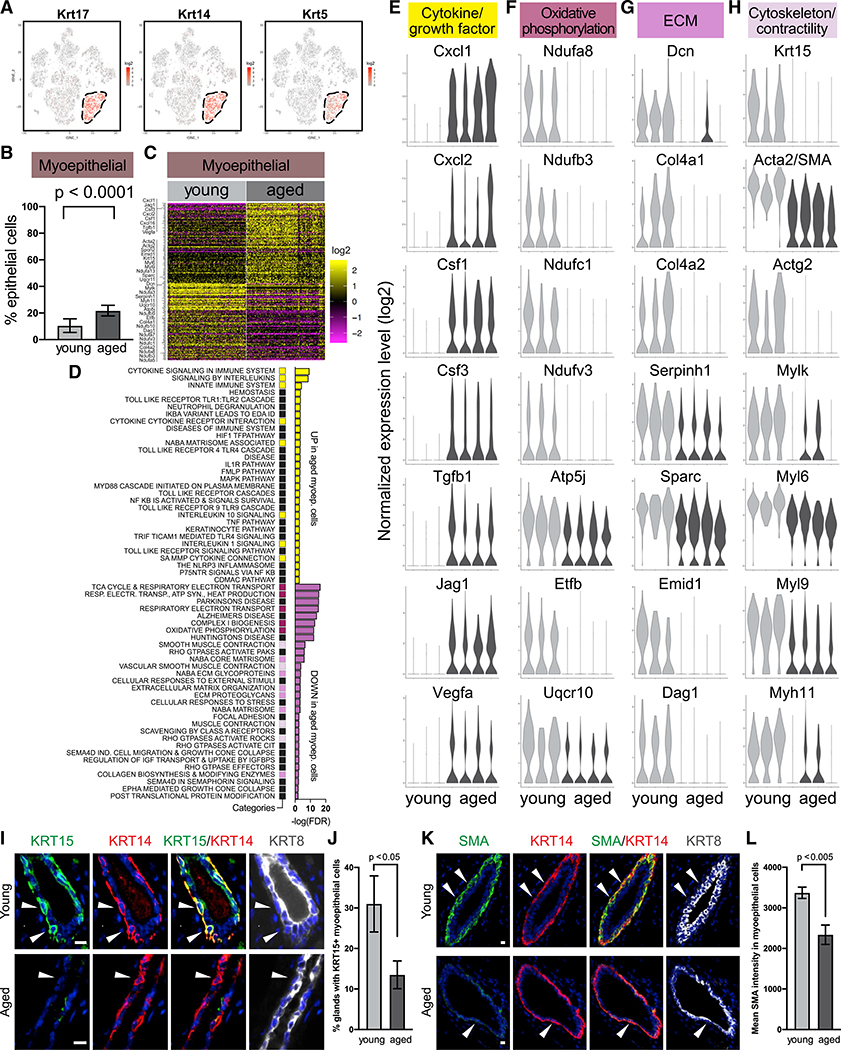
Aged Myoepithelial Cells Show Altered Gene Expression (A) Myoepithelial cells are identified by basal keratins in scRNA-seq data. (B) Relative proportion of myoepithelial cells in young (n = 3) and aged (n = 4) mice by scRNA-seq (Fisher’s exact test). (C) Differentially expressed genes in young versus aged myoepithelial cells. See also Table S3. (D) Top gene sets identified by pathway analysis of differentially expressed genes in (C), with recurring gene sets highlighted. See also Table S4. (E–H) Violin plots showing expression of select genes from (D). (I–L) Representative immunofluorescence staining of KRT15 (I) and SMA (K) in myoepithelial cells (stained as KRT14^+^ and KRT8^−^, indicated by arrows). Scale bar, 10 μm. Quantifications are shown in (J) and (L), respectively (n = 6 mice per age group, Student’s t test).

**Figure 4.**
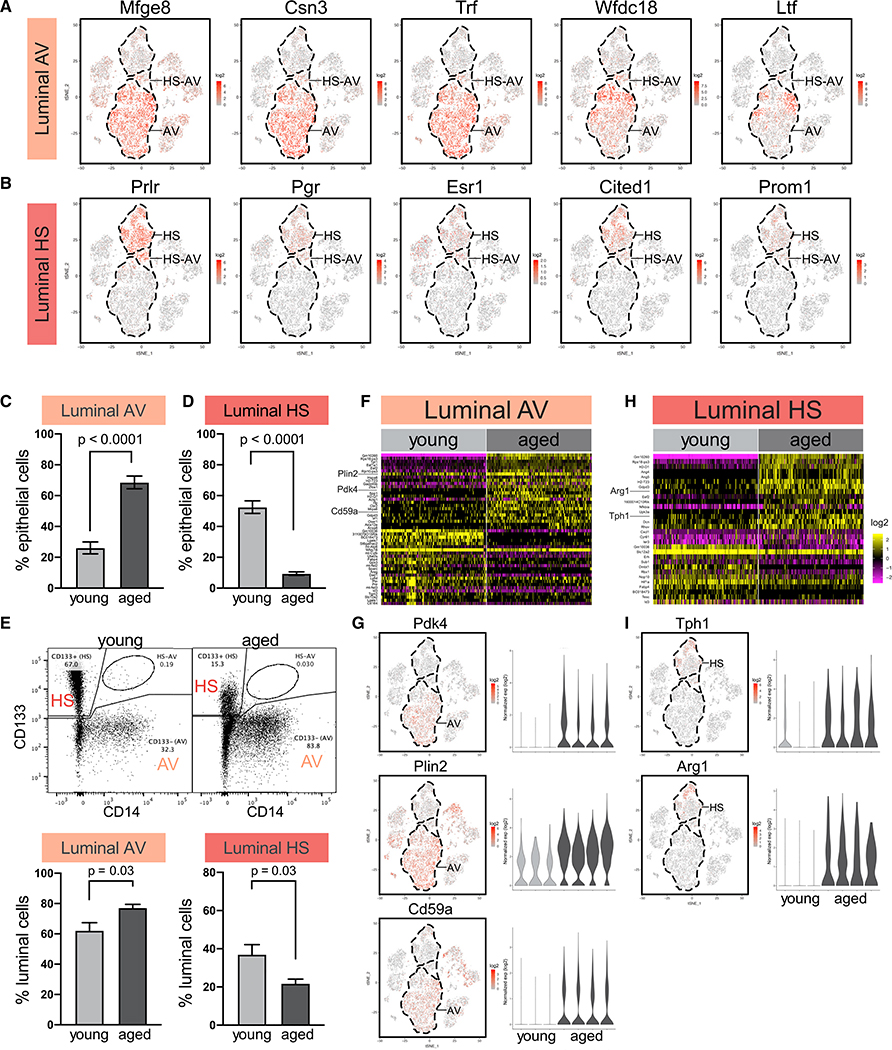
Alterations in Luminal Hormone-Sensing (HS) Cells and Alveolar (AV) Cells with Age (A) AV cells are distinguished by milk-related genes in scRNA-seq data. (B) HS cells are distinguished by hormone receptors and canonical HS lineage markers. (C and D) Relative proportion of AV (C) and HS (D) cells in young (n = 3) and aged (n = 4) mice by scRNA-seq (Fisher’s exact test). (E) FACS analysis of relative abundance of AV cells and HS cells in young (n = 8) and aged (n = 6) mice. In the representative FACS plots, 10,000 cells are displayed. Statistical significance is determined by Student’s t test. (F and G) Differentially expressed genes in young versus aged AV cells presented as heatmap (F) and specific examples (G). See also Table S3. (H and I) Differentially expressed genes in young versus aged HS cells presented as heatmap (H) and specific examples (I). See also Table S3.

**Figure 5.**
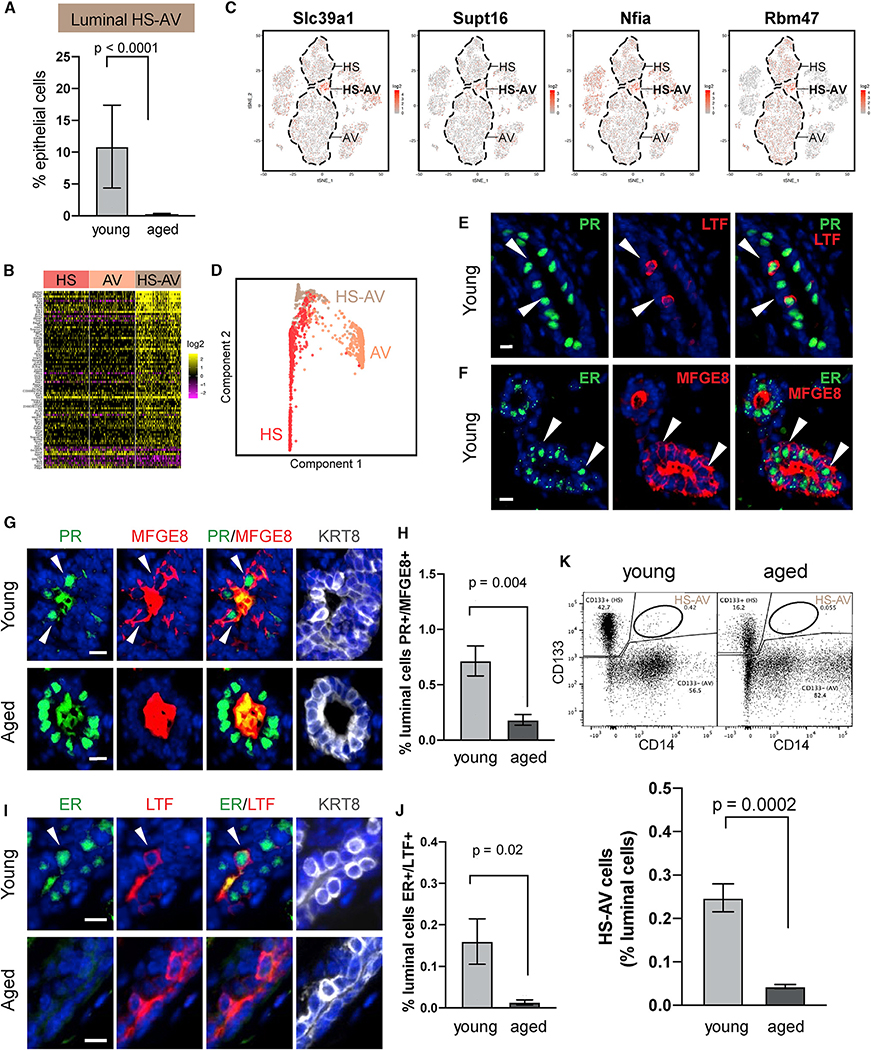
Luminal HS-AV Cells Show Age-Dependent Abundance (A) Relative proportion of HS-AV cells in young (n = 3) and aged (n = 4) mice by scRNA-seq (Fisher’s exact test). (B) Markers distinguishing HS-AV cells from both HS cells and AV cells in young mice. See also Table S5. (C) Expression pattern of select HS-AV markers in (B). (D) Dimensionality reduction plot from STREAM lineage trajectory analysis of luminal cells in young mice (n = 3). See also Figure S5D. (E and F) Representative immunofluorescence staining of HS-AV cells (indicated by arrows) co-expressing HS marker (PR or ER) and AV marker (LTF or MFGE8) in young mice. (G–J) Immunofluorescence staining of HS-AV cells (indicated by arrows) co-expressing PR and MFGE8 (G) or ER and LTF (I) in young and aged mice. Scale bar, 10 μm. Quantifications are shown in (H) and (J), respectively (n = 6 mice per age group, Student’s t test). In (G) and (I), MFGE8 and LTF are also detected as secreted proteins in the lumen. KRT8 marks luminal cells. (K) FACS quantification of HS-AV cells co-expressing HS marker CD133 and AV marker CD14 in an independent cohort of young (n = 8) and aged (n = 6) mice. In the representative FACS plots, 10,000 cells are displayed. Statistical significance is determined by Student’s t test.

**Figure 6.**
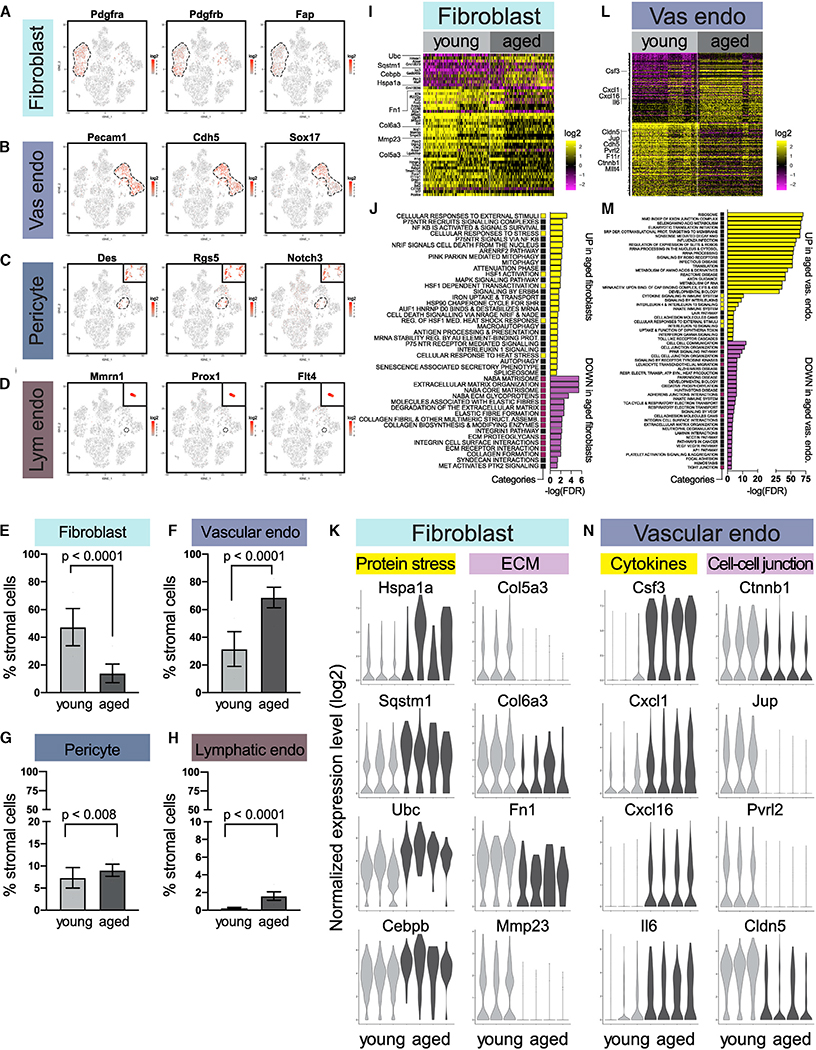
Age-Dependent Alterations in Stromal Fibroblasts and Vascular and Lymphatic Cells (A–D) Fibroblasts (A), vascular endothelial cells (B), pericytes (C), and lymphatic endothelial cells (D) are distinguished by characteristic makers in scRNA-seq data. (E–H) Relative proportions of fibroblasts (E), vascular endothelial cells (F), pericytes (G), and lymphatic endothelial cells (H) in young (n = 3) and aged (n = 4) mice by scRNA-seq (Fisher’s exact test). (I) Differentially expressed genes in young versus aged fibroblasts. See also Table S3. (J) Top gene sets identified by pathway analysis of differentially expressed genes in (I), with recurring gene sets highlighted. See also Table S4. (K) Violin plots of select genes in (I) and (J) for fibroblasts. (L) Differentially expressed genes in young versus aged vascular endothelial cells. See also Table S3. (M) Top gene sets identified by pathway analysis of differentially expressed genes in (L), with recurring gene sets highlighted. See also Table S4. (N) Violin plots of select genes in (L) and (M) for vascular endothelial cells.

**Figure 7.**
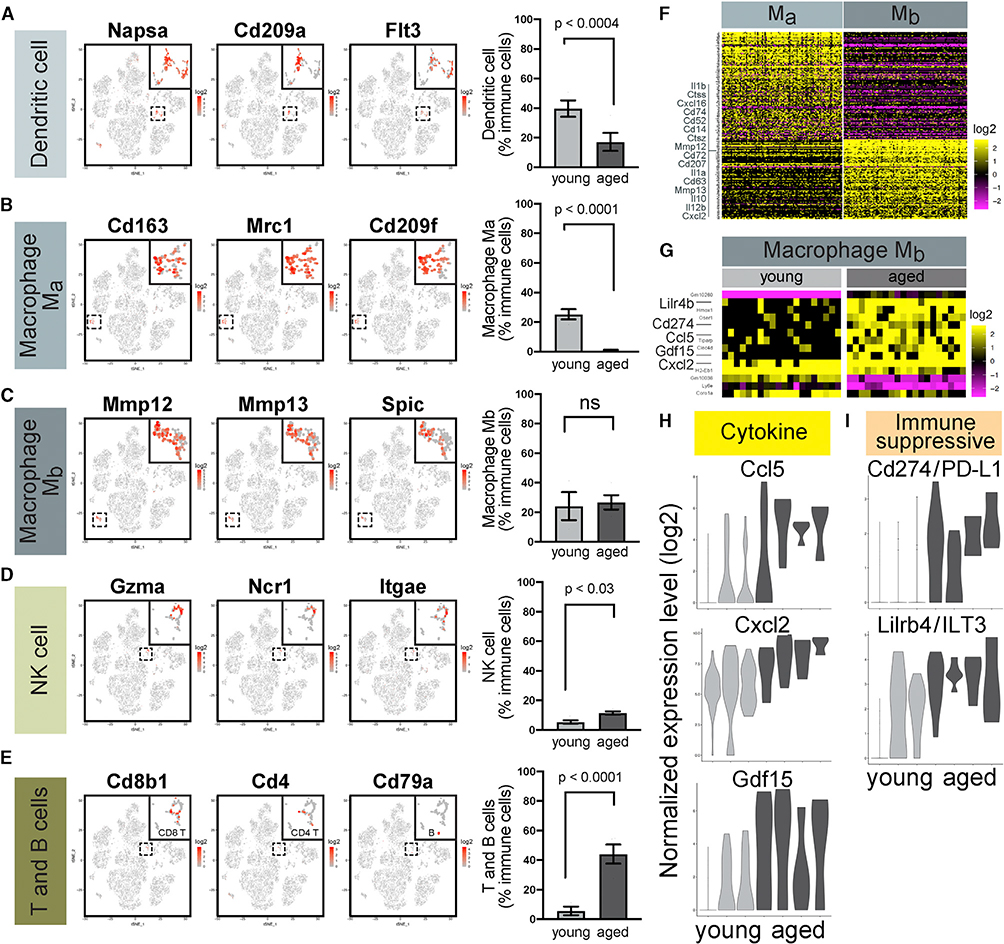
Age-Dependent Alterations in Myeloid and Lymphoid Immune Cells (A–E) M_a_ and M_b_ macrophages, dendritic cells, natural killer (NK) cells, and T and B cells, are distinguished by their respective markers in scRNA-seq data (left). Their relative abundance in young (n = 3) and aged (n = 4) mice are shown on the right (Fisher’s exact test). (F) Genes distinguishing M_a_ and M_b_ macrophages. See also Table S6. (G) Differentially expressed genes in young versus aged M_b_ macrophages. See also Table S3. (H and I) Violin plots of cytokines (H) and immunosuppressive ligands (I) upregulated in aged M_b_ macrophages compared to young cells.

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

ACTA2/SMA	Dako	Cat#M0851; RRID: AB_2223500
ARG1	Cell Signaling Technology	Cat#66297; RRID: AB_2799705
CD163	Abcam	Cat#ab182422; RRID: AB_2753196
CD8α	Cell Signaling Technology	Cat#98941; RRID: AB_2756376
KRT15	BioLegend	Cat#833904; RRID: AB_2616894
KRT14	BioLegend	Cat#905301; RRID: AB_2565048
KRT14	Abcam	Cat#ab206100; RRID: AB_2811031
KRT8	DSHB	Cat#Troma-I; RRID: AB_531826
KRT8	Abcam	Cat#ab192467; RRID: AB_2864346
PDGFRα	Cell Signaling Technology	Cat#3174; RRID: AB_2162345
PR	Cell Signaling Technology	Cat#8757; RRID: AB_2797144
PR	Dako	Cat#A0098; RRID: AB_2315192
ER	Santa Cruz	Cat#sc-542; RRID: AB_631470
ER	BioRad	Cat#MCA1799T; RRID: AB_2102069
LTF	Bioss	Cat#bs-5810; RRID: AB_11078952
MFGE8	Thermo	Cat#MA5–23913; RRID: AB_2609198
MFGE8	R&D Systems	Cat#MAB2805; RRID: AB_2297564
CD45-FITC	BioLegend	Cat#103108; RRID: AB_312973
CD31-FITC	BioLegend	Cat#102405; RRID: AB_312900
TER119-FITC	BioLegend	Cat#116205; RRID: AB_313706
EPCAM-BV605	BioLegend	Cat#118227; RRID: AB_2563984
CD133-APC	BioLegend	Cat#141207; RRID: AB_10898121
CD14-PE	BioLegend	Cat#150106; RRID: AB_2728189

Critical Commercial Assays		

Chromium Single Cell 3′ Assay	10x Genomics	N/A

Deposited Data		

scRNA-seq data	This study	GSE150580

Experimental Models: Organisms/Strains		

Mouse: mixed FVB, 129, C57BL/6J background	In house	N/A

Software and Algorithms		

R (3.5.1)	R project	RRID: SCR_001905
Python (2.7, python 3.7)	Python Software Foundation	RRID:SCR_008394
Cell Ranger v2	10x Genomics	RRID:SCR_017344
Seurat v3	Butler et al., 2018; Stuart et al., 2019	RRID:SCR_016341
Scrublet	Wolock et al., 2019	RRID:SCR_018098
DoubletFinder	McGinnis et al., 2019	RRID:SCR_018771
STREAM	Chen et al., 2019	N/A
zinger-edgeR	Van den Berge et al., 2018	N/A
NCBI Homologene	https://www.ncbi.nlm.nih.gov/homologene	RRID:SCR_002924
MSigDB v7.0	Liberzon et al., 2015; Subramanian et al., 2005	RRID:SCR_016863
Fiji	Schindelin et al., 2012	RRID:SCR_002285
FlowJo v10	BD Biosciences	RRID:SCR_008520
Prism v8	Graphpad software	RRID:SCR_002798

# Supplementary material for: Aging-Associated Alterations in Mammary Epithelia and Stroma Revealed by Single-Cell RNA Sequencing
**Source:** Cell Rep. Author manuscript; Available in PMC 2021 Feb 22.
**Supplement:** 1

**Cell Reports, Volume 33**

## **Supplemental Information**

### **Aging-Associated Alterations in Mammary Epithelia and Stroma Revealed by Single-Cell RNA Sequencing**

**Carman Man-Chung Li, Hana Shapiro, Christina Tsiobikas, Laura M. Selfors, Huidong Chen, Jennifer Rosenbluth, Kaitlin Moore, Kushali P. Gupta, G. Kenneth Gray, Yaara Oren, Michael J. Steinbaugh, Jennifer L. Guerriero, Luca Pinello, Aviv Regev, and Joan S. Brugge**

Figure S1

A

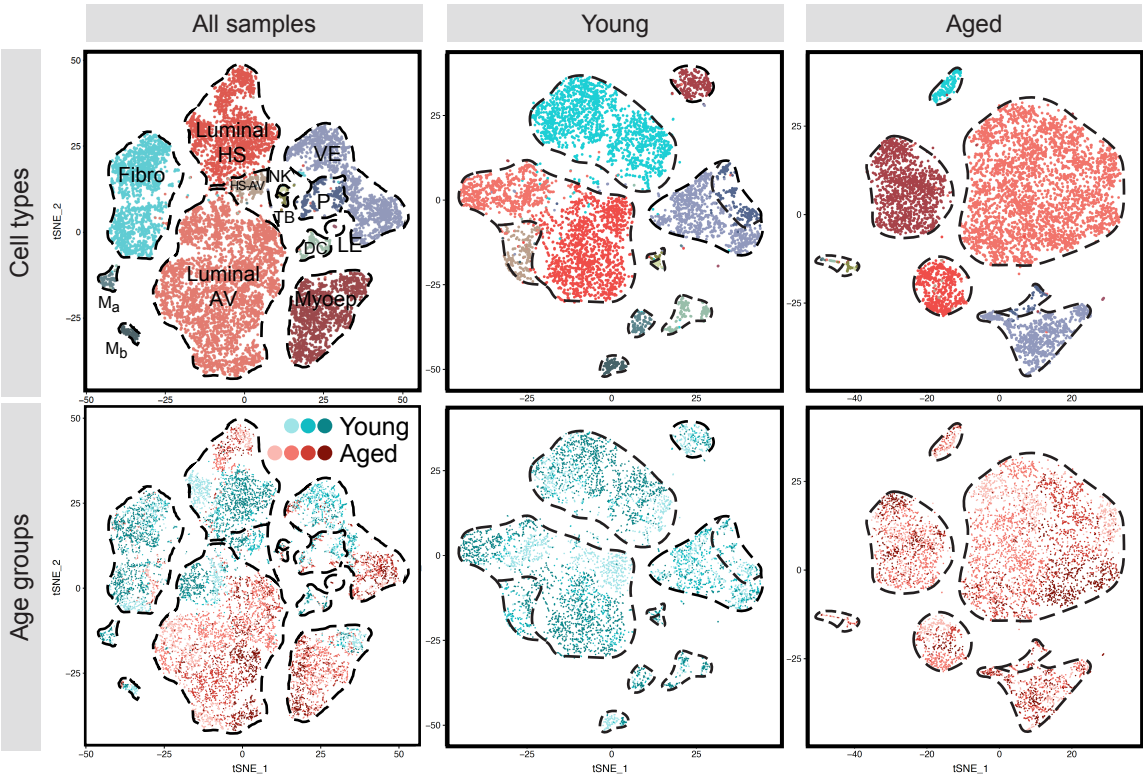

B

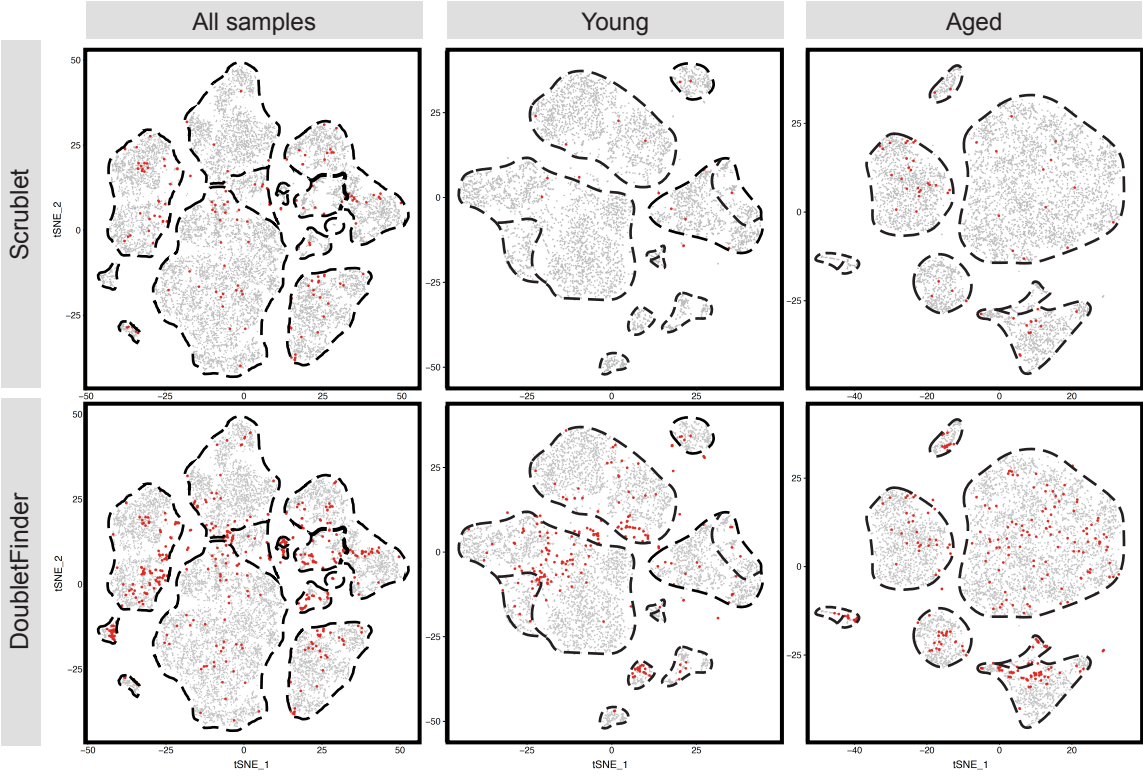

**Figure S1 (related to Figure 1). t-SNE Plots Showing Distribution of Samples and Identification of Potential Doublets**

(A) t-SNE plots colored by age groups and by biological replicates.

(B) t-SNE plot showing predicted doublets in scRNA-seq data using Scrublet and DoubletFinder. If a cluster was overwhelmingly enriched with predicted doublets, it would likely represent an artifact doublet population generated by chance inclusion of two or more cells in a single droplet during the cell capturing step on the 10X Chromium platform. No such cluster is detected in our dataset.

Figure S2

A

| Chi-square | Young (A) | Young (B) | Young (C) | Aged (A) | Aged (B) | Aged (C) | Aged (D) |
|------------|-----------|-----------|-----------|----------|----------|----------|----------|
| Young (A)  |           |           |           |          |          |          |          |
| Young (B)  | 348       |           |           |          |          |          |          |
| Young (C)  | 555       | 729       |           |          |          |          |          |
| Aged (A)   | 926       | 990       | 1499      |          |          |          |          |
| Aged (B)   | 1718      | 1629      | 2669      | 141      |          |          |          |
| Aged (C)   | 1281      | 1179      | 1834      | 152      | 155      |          |          |
| Aged (D)   | 1227      | 1210      | 2039      | 135      | 32       | 105      |          |

All p-values < 0.0001; df = 6

B

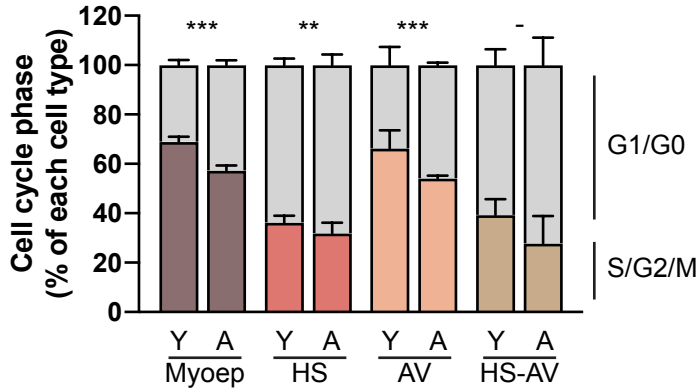

| Young |       |      |      |       |
|-------|-------|------|------|-------|
|       | Myoep | HS   | AV   | HS-AV |
| Myoep |       |      |      |       |
| HS    | ****  |      |      |       |
| AV    | -     | **** |      |       |
| HS-AV | ****  | -    | **** |       |

| Aged  |       |      |    |       |
|-------|-------|------|----|-------|
|       | Myoep | HS   | AV | HS-AV |
| Myoep |       |      |    |       |
| HS    | ****  |      |    |       |
| AV    | *     | **** |    |       |
| HS-AV | **    | -    | *  |       |

**Figure S2 (related to Figure 2A). Cell Type Proportions and Cell Cycle Fractions within and across Age Groups**

(A) Cell type proportions are consistent within biological replicates and distinct across age groups. Table summarizes Chi-square test results for all per-sample pairwise comparisons of cell type proportions. The lower Chi-square values within each age group reflect consistency among biological replicates, whereas the higher Chi-square values across age groups reflect age-dependent differences.

(B) Bar graph of the fraction of cells in S/G2/M phases (colored bars) or G1/G0 phase (gray bars) within each epithelial cell type. Cell cycle estimation was performed using the default CellCycleScoring function in Seurat, with cells in G2/M/S considered cycling and G1/G0 non-cycling. All values represent mean + SEM. Statistically significant differences between young (Y) and aged (A) groups within a cell type are denoted above the bars (Fisher's exact test). Statistically significant differences between cell types within young mice or within aged mice are denoted in the respective tables (Fisher's exact test). All p-values are denoted by \* (< 0.05), \*\* (<0.01), \*\*\* (<0.001), \*\*\*\* (<0.0001), or – (not significant). Within each cell type, n = 3 young mice and n = 4 aged mice were analyzed, except for HS-AV (n = 3+3), where such cells were not detected in one of the four aged mice. Abbreviations: Myoep, myoepithelial cells; HS, hormone-sensing luminal cells; AV, alveolar luminal cells.

Figure S3

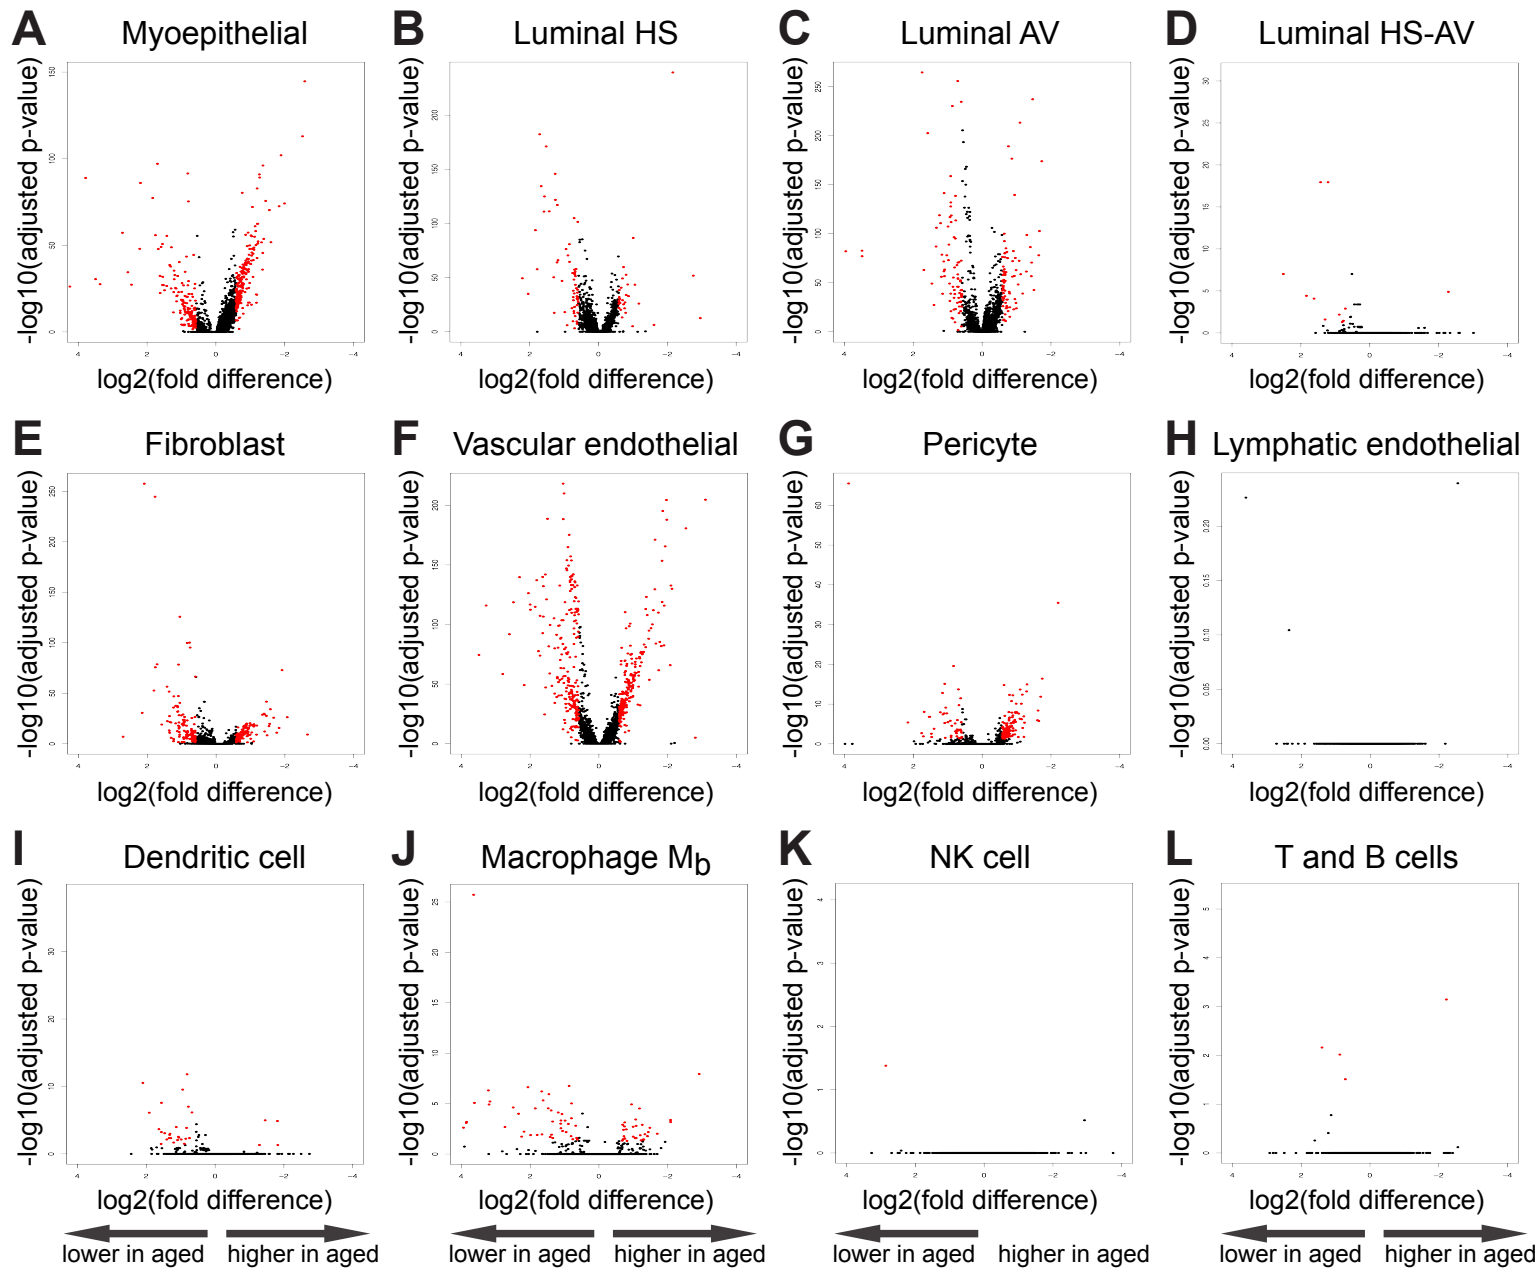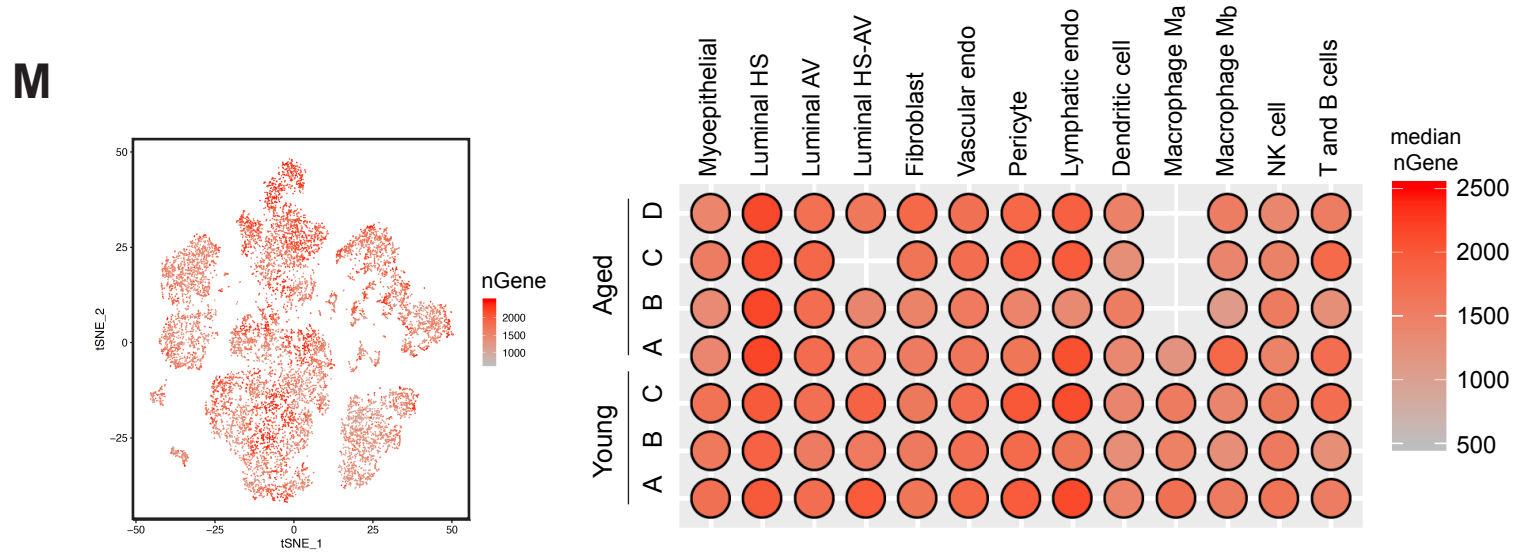

**Figure S3 (related to Figures 3, 4, 6, and 7). Prevalent Alterations in Gene Expression in Aged Mammary Glands**

(A-L) Volcano plots show expression levels of all detected genes in aged mammary glands ( $n = 4$ ) compared to young mammary glands ( $n = 3$ ) within the specified cell types. Genes with fold-difference above 1.5 and with adjusted  $p$ -value  $< 0.05$  are highlighted in red. Differential expression analysis was not possible for M<sub>a</sub> macrophages due to their extremely low abundance in aged mice.

(M) Number of genes (nGene) captured by scRNA-seq per cell (left) and median nGene within each cell type per sample (right). HS-AV cells and M<sub>a</sub> macrophages were not detected in one or more aged mice.

Figure S4

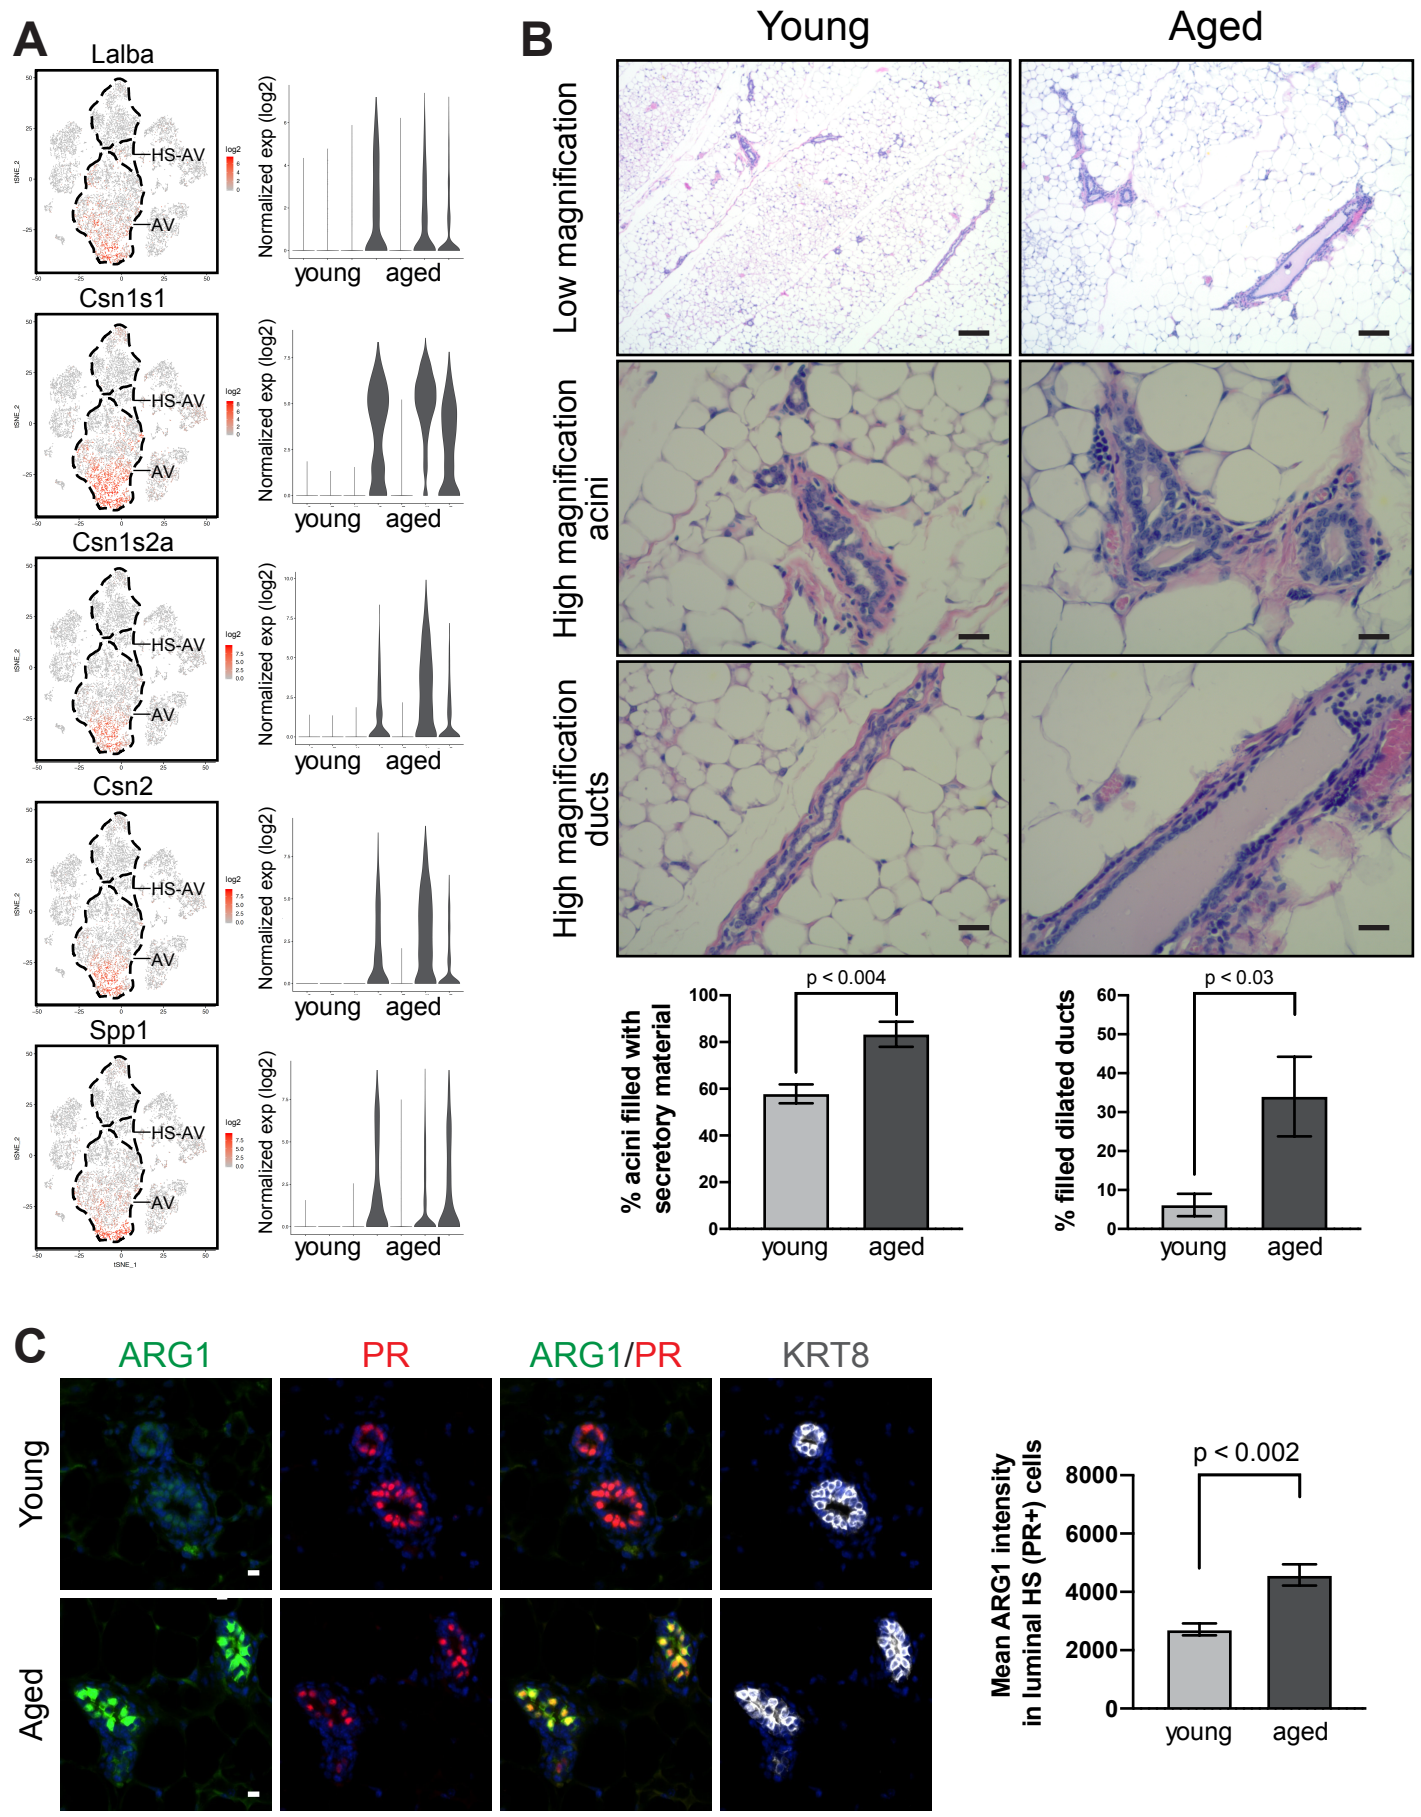

**Figure S4 (related to Figure 4). Alveolar and Hormone-Sensing Luminal Cell Changes with Aging**

(A) t-SNE plots (left) showing the expression of milk biosynthesis-related genes in a subset of aged AV cells. Violin plots (right) showing that the expression of these genes is upregulated in AV cells in three out of four aged mammary glands compared to young glands.

(B) Representative H&E images and quantification of young and aged mammary acini and ducts. Aged mammary glands show increased secretory material in acini and dilated ducts. H&E at low magnification, scale bar = 100  $\mu\text{m}$ ; at high magnification, scale bar = 20  $\mu\text{m}$ . For quantification of acini filled with secretory material, at least 20 acini per gland with diameter < 50  $\mu\text{m}$  were analyzed. For quantification of ducts filled and dilated, at least 10 ducts per gland with cross-section length > 250  $\mu\text{m}$  were analyzed. Ducts were considered dilated if the width:length ratio was > 1:4, i.e. 0.25. Analysis was performed on n = 6 animals per age group using Student's t test.

(C) Representative immunofluorescence staining pattern and quantification of ARG1 expression in luminal HS cells (stained as PR+) in young and aged mammary glands. KRT8 marks luminal cells. Scale bar = 10  $\mu\text{m}$ . For quantification, at least 800 HS cells per mouse were analyzed. Analysis was performed on n = 6 animals per age group using Student's t test.

# Figure S5

**A**

| This Study          |                               |      |  | Bach et al., 2017   |  | Pal et al., 2017    |                | Kanaya et al., 2019                                               |         |     |         |
|---------------------|-------------------------------|------|--|---------------------|--|---------------------|----------------|-------------------------------------------------------------------|---------|-----|---------|
| Strain              | Mixed FVB, 129, C57BL/6J mice |      |  | C57BL/6N mice       |  | FVB/NJ mice         |                | BALB/cj                                                           |         |     |         |
| Parity              | Nulliparous                   |      |  | Nulliparous         |  | Nulliparous         |                | Nulliparous                                                       |         |     |         |
| Estrous staging     | Diestrus                      |      |  | Not estrous staged  |  | Estrus Diestrus     |                | Ovariectomy at 9 weeks of age, one-week treatment before analysis |         |     |         |
| Age                 | 3-4 13-14 months              |      |  | 2 months            |  | 2.5 months          |                | 5 months                                                          |         |     |         |
| Cell type           | n=3                           | n=4  |  | n=2                 |  | n=2                 | n=2            | n=2+2+2                                                           | n=2     | n=2 | n=2     |
|                     | Young                         | Aged |  | Young               |  | Young estrus        | Young diestrus | All                                                               | Vehicle | E2  | E2+PBDE |
| HS                  | 59%                           | 12%  |  | 66%                 |  | 52%                 | 53%            | 49%                                                               | 28%     | 51% | 53%     |
| AV                  | 29%                           | 88%  |  | 21%                 |  | 33%                 | 42%            | 14%                                                               | 17%     | 17% | 15%     |
| HS-AV               | 12%                           | 0.3% |  | 13%                 |  | 10%                 | 4%             | 36%                                                               | 55%     | 33% | 33%     |
| Total luminal cells |                               |      |  | Total luminal cells |  | Total luminal cells |                | Total luminal cells                                               |         |     |         |
| 100%                |                               |      |  | 100%                |  | 100%                |                | 100%                                                              |         |     |         |

**B**

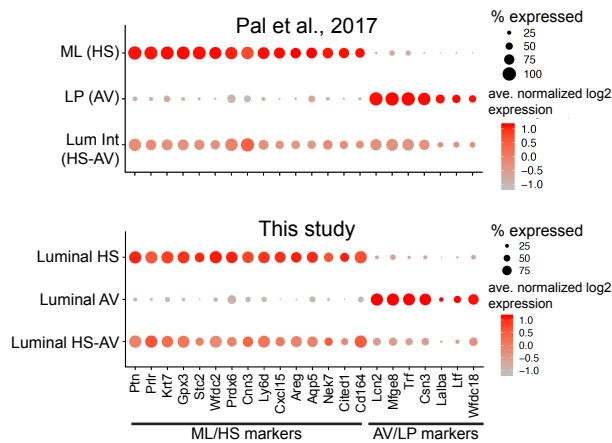

**D**

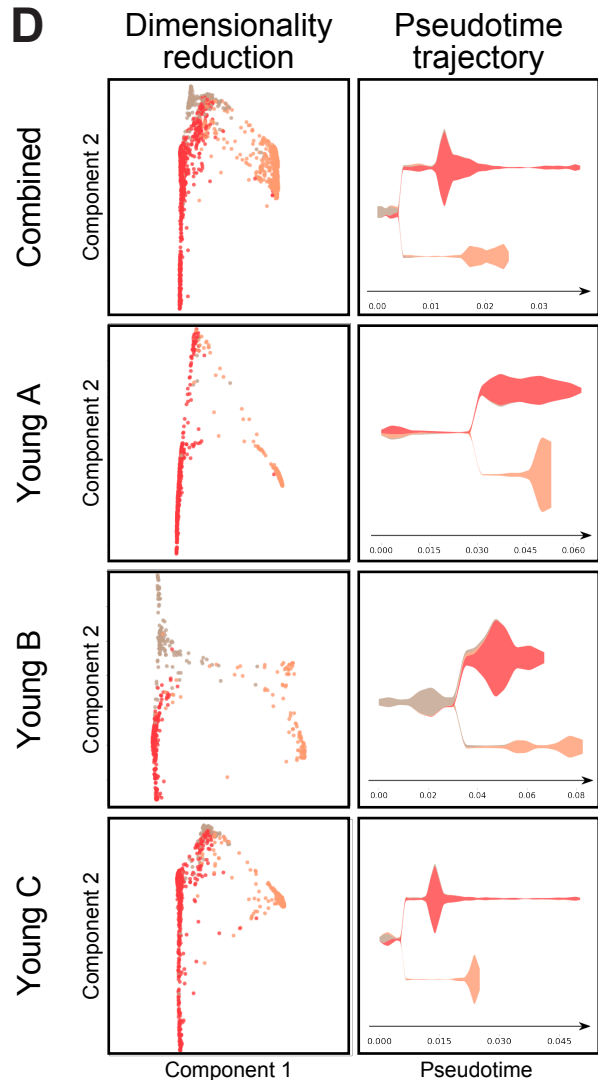

**C**

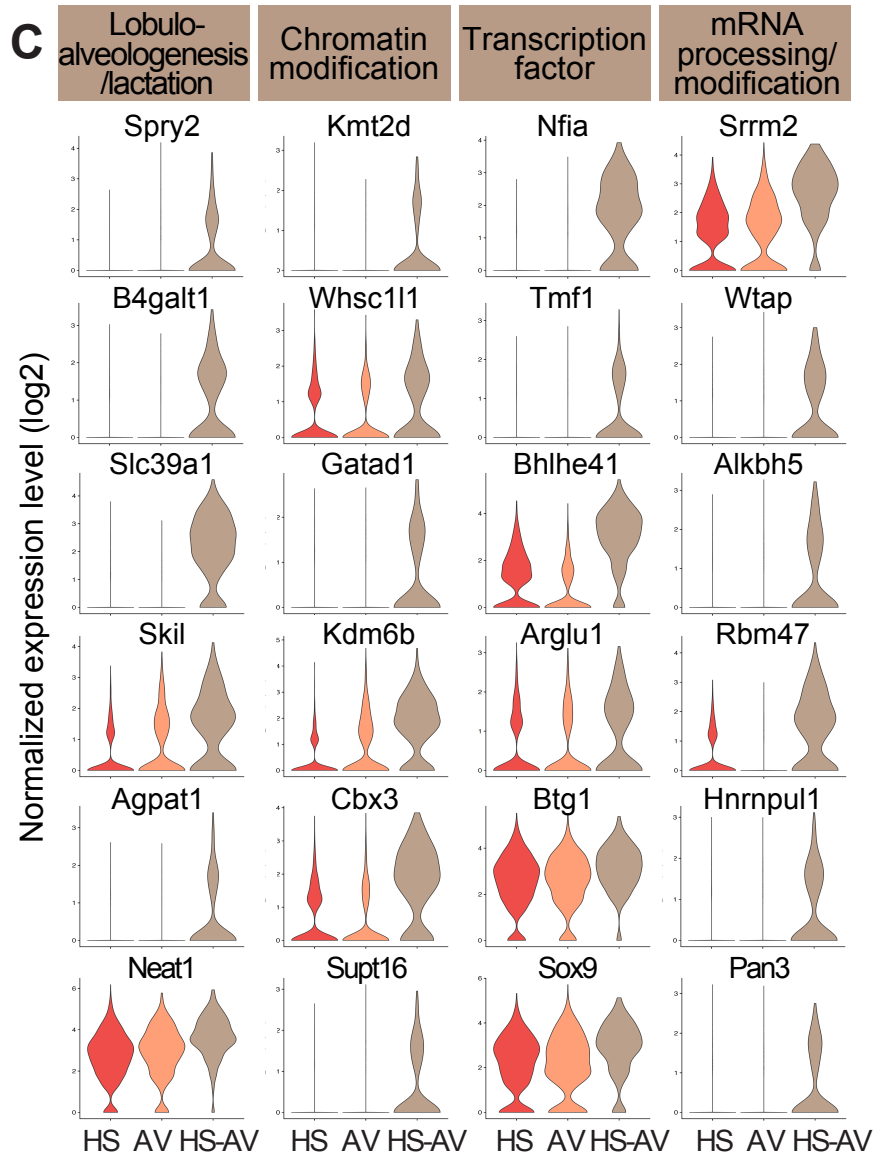

**E**

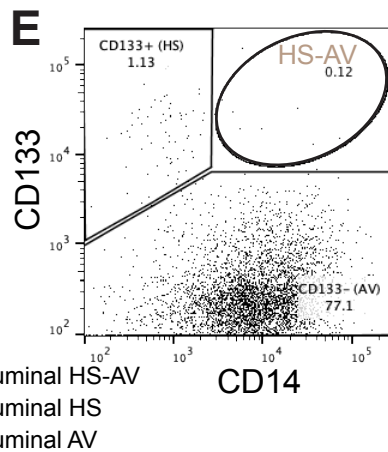

**F**

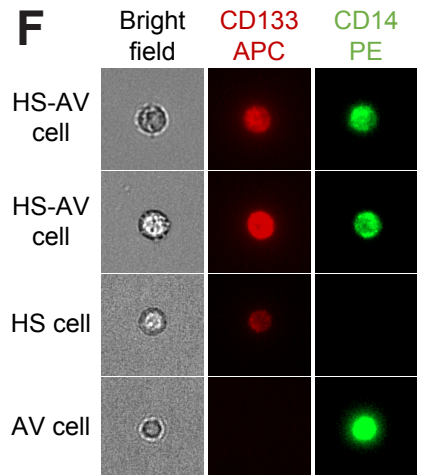

**Figure S5 (related to Figure 5). HS-AV Gene Markers and Lineage Trajectory Analysis**

(A) Proportions of luminal HS, AV, and HS-AV cells in young mice analyzed in this study compared to equivalent cell populations in other studies of young mice (adapted from Figure 6a in Pal et al., 2017 and Table 1 in Bach et al., 2017) and ovariectomized mice (adapted from Table 2 and Supplementary Figure 10a in Kanaya et al, 2019; E2, 17 $\beta$ -estradiol; PBDE, polybrominated diphenyl ethers).

(B) Expression of select HS and AV markers in Luminal Intermediate cells (Pal et al., 2017) and HS-AV cells (this study). Markers were partially adapted from Figure S4b of Pal et al., 2017.

(C) Violin plots of select genes identified in Figure 5B with expression enriched in HS-AV cells relative to HS cells and AV cells.

(D) Results from lineage trajectory analysis of luminal cells in young mice (n = 3), analyzed either in aggregate or as individual samples. In each case, HS-AV cells are localized to the bifurcation between the HS lineage and AV lineage.

(E) HS-AV cells co-expressing HS marker CD133 and AV marker CD14 are detected by FACS in organoid cultures of primary mammary cells.

(F) Example of HS-AV cells isolated by FACS and examined under the microscope to confirm that they are single cells with co-staining for CD133 and CD14, not doublets composed of CD133+ cell and CD14+ cell. CD133+ HS cells and CD14+ AV cells serve as controls.

Figure S6

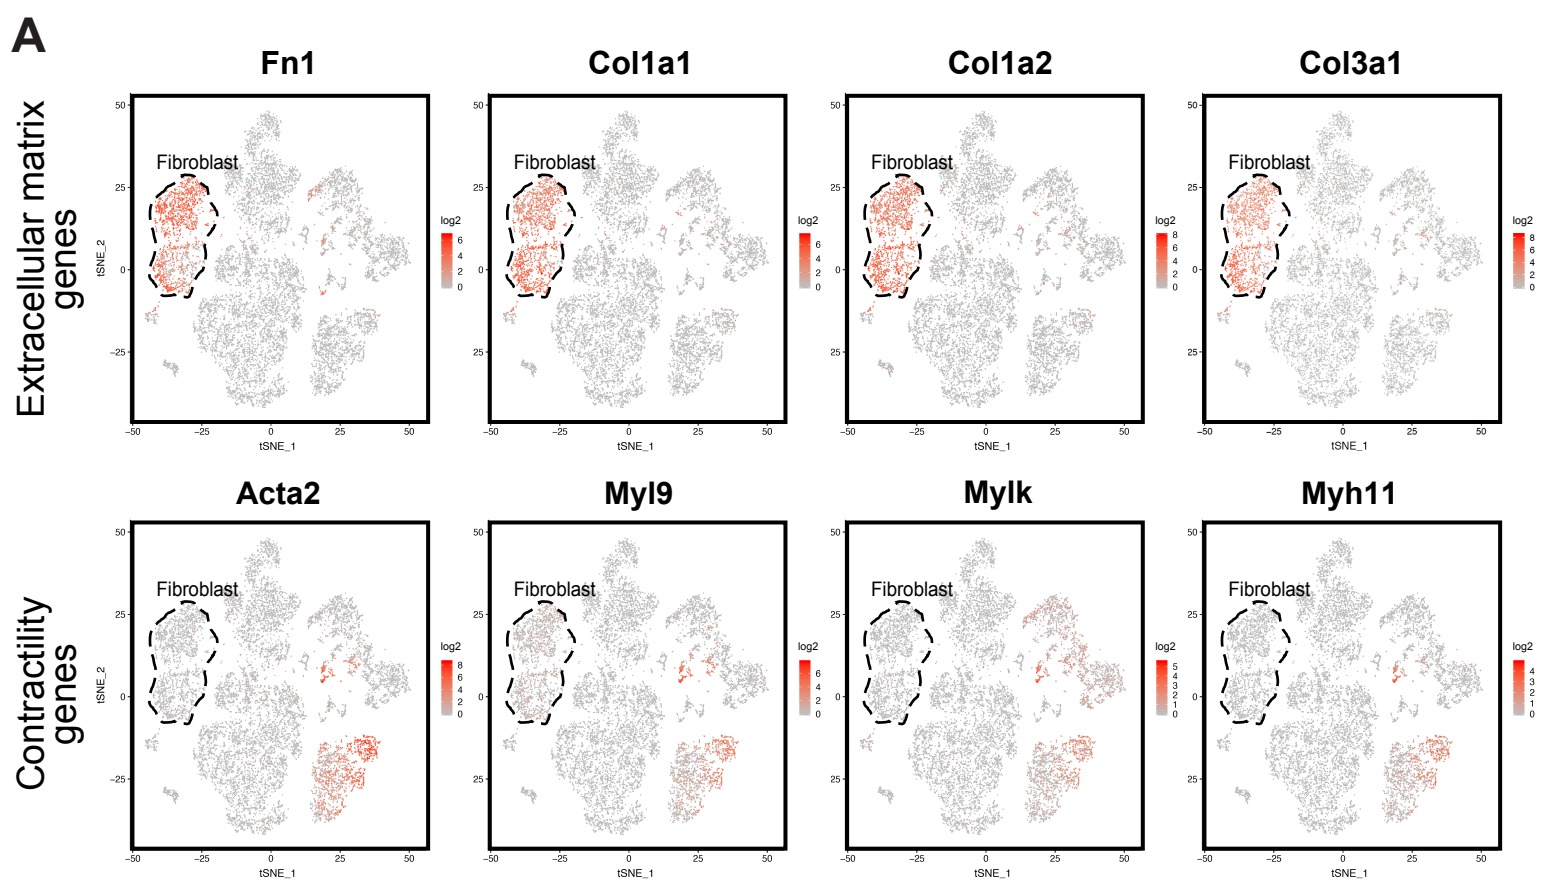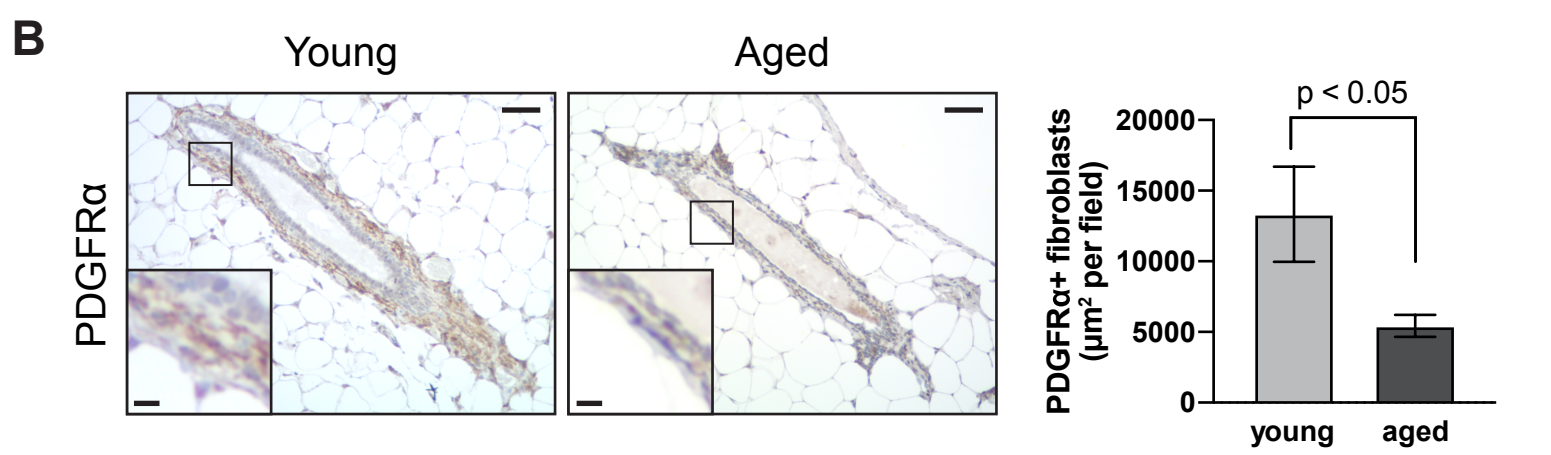

**Figure S6 (related to Figure 6). Fibroblast Markers and Immunostaining Validation of Altered Fibroblast Abundance with Age**

(A) The fibroblasts captured by scRNA-seq express high level of extracellular matrix genes (top), but not contractility genes (bottom).

(B) Representative PDGFR $\alpha$  IHC staining of fibroblasts and quantification in young and aged mammary glands. Scale bar = 50  $\mu$ m or 10  $\mu$ m (inset). Analysis was performed on at least five regions per gland at 10X magnification, with n = 6 animals per age group, using Student's t test.

Figure S7

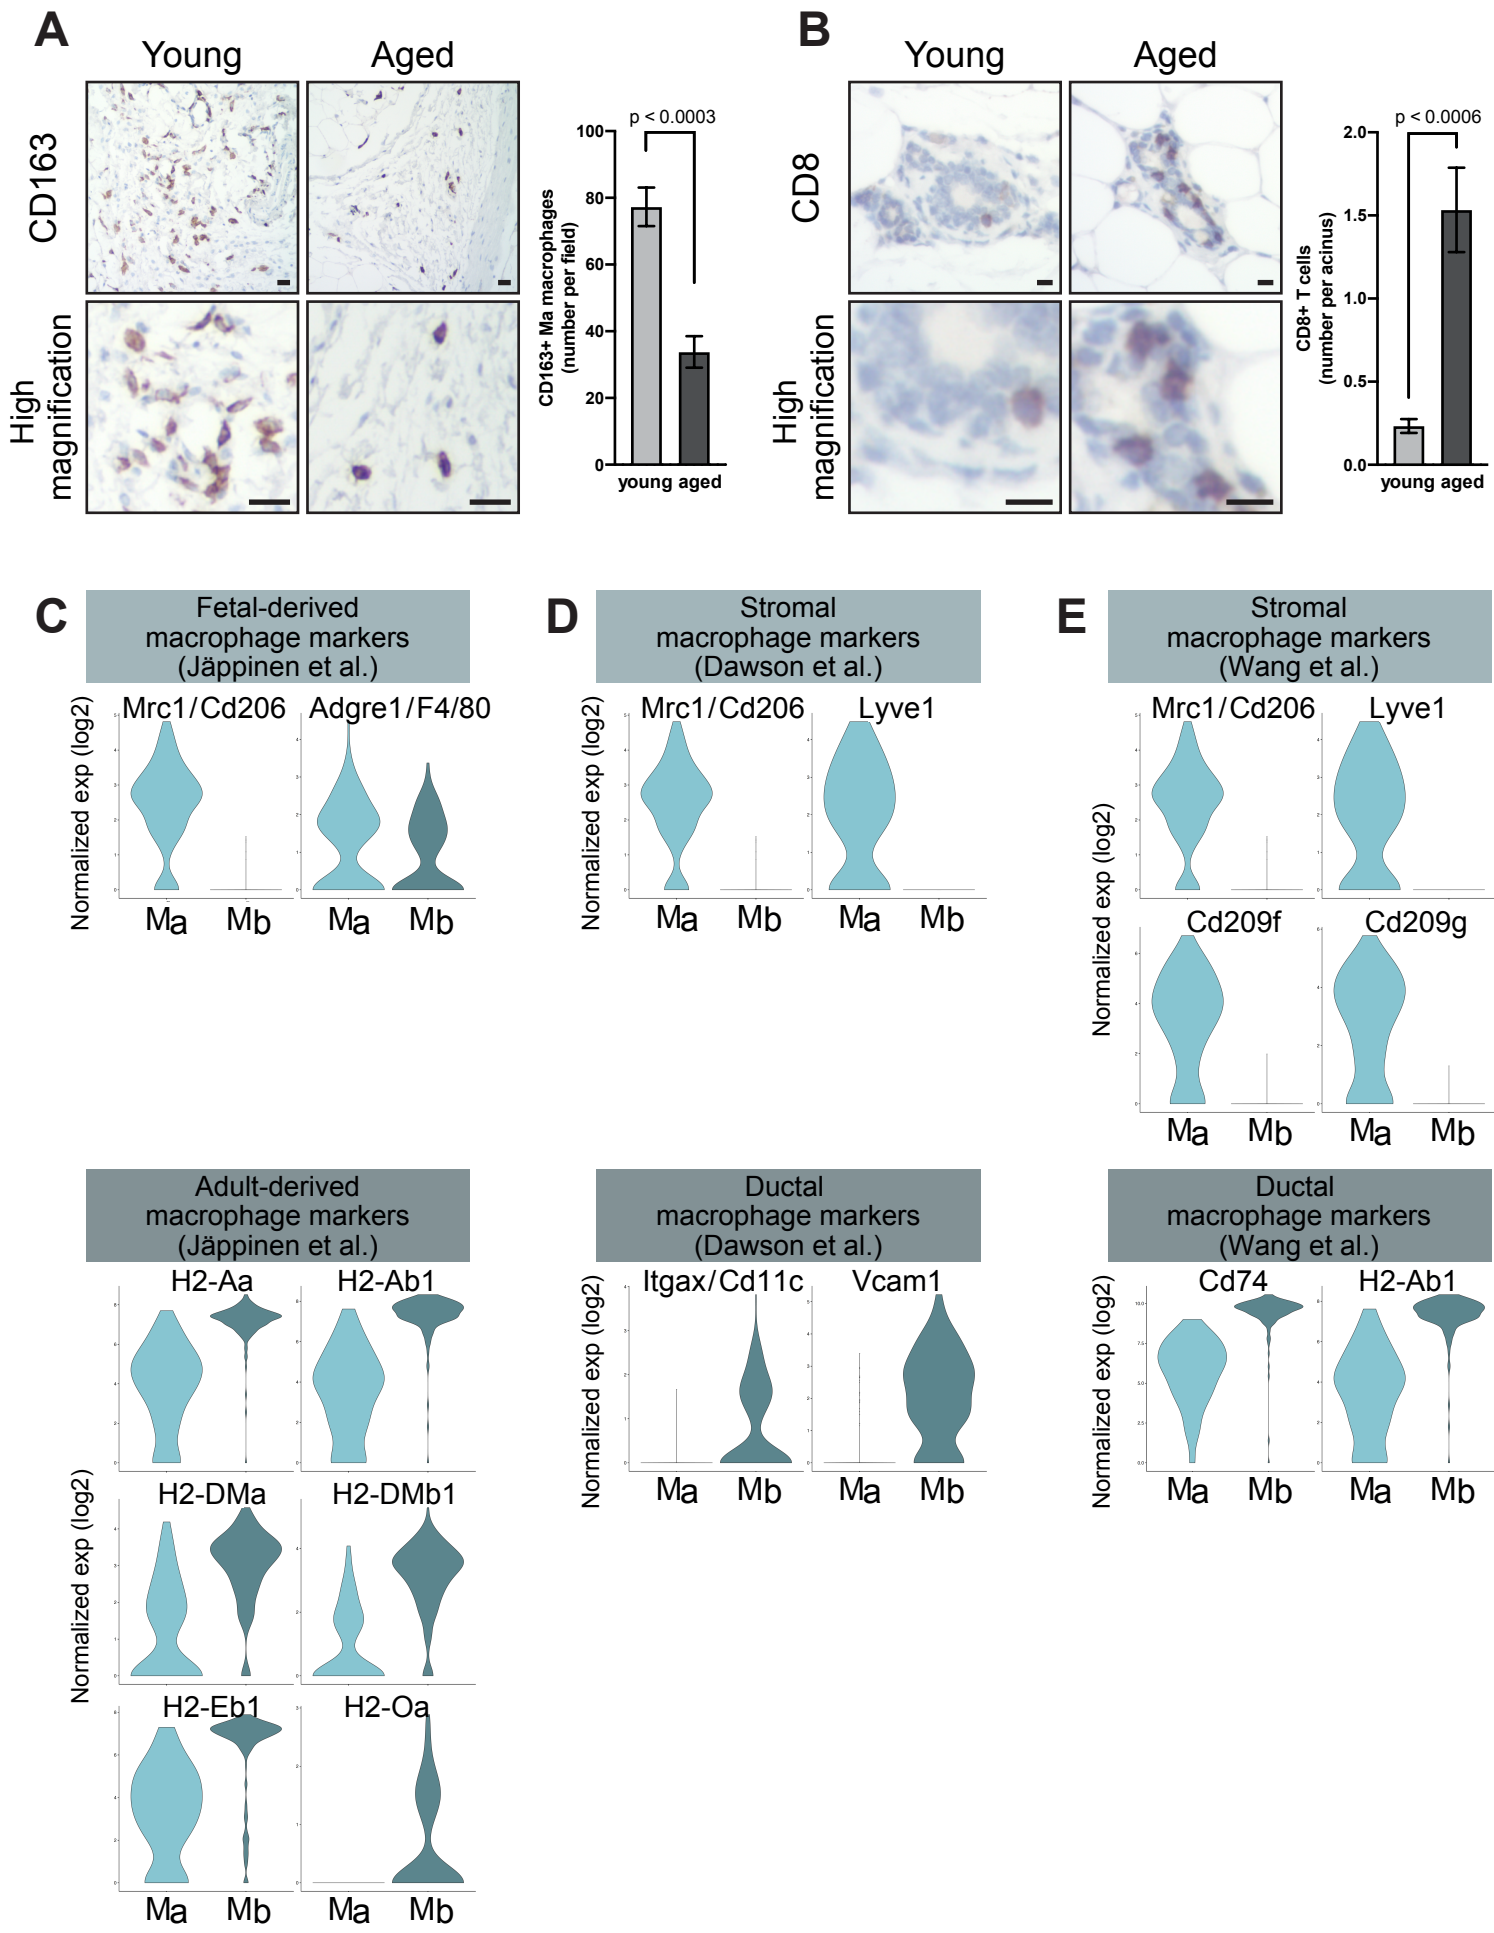

**Figure S7 (related to Figure 7). Immunostaining Validation of Altered Immune Cell Abundance and Comparison of Macrophage Markers**

(A) Representative IHC staining of CD163+ M<sub>a</sub> macrophages and quantification in young and aged mammary glands. Scale bar = 25 µm. Analysis was performed on 3-6 ECM-rich stromal regions per gland at 10X magnification, with n = 6 animals per age group, using Student's t test.

(B) Representative IHC staining of CD8+ T cells and quantification in young and aged mammary glands. Scale bar = 10 µm. Analysis was performed on at least 15 acini per gland at 20X magnification, with n = 6 animals per age group, using Student's t test.

(C) M<sub>a</sub> macrophages express higher levels of markers for fetal-derived macrophages, whereas M<sub>b</sub> macrophages express higher levels of markers for adult-derived macrophages. Markers were reported by Jäppinen et al., 2019.

(D-E) M<sub>a</sub> macrophages are distinguished by stromal macrophage markers, and M<sub>b</sub> macrophages by ductal macrophage markers. Markers were reported by Dawson et al., 2020 (D) and Wang et al, 2020 (E).

How the deposited data were processed for this re-analysis (not part of the article)

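Single-cell RNA of mammary glands from 3 young (Young A, B and C) and 4 aged (Aged A, B, C and D) nulliparous mice was analysed, 13684 cells and 27998 genes. The authors made 10x 3′ v2 libraries, 1 per mouse, mapped the reads to mm10 with Cell Ranger v2.0 and deposited raw UMI counts per gene and cell. The authors removed cells by limits on UMIs, genes and mitochondrial UMIs, and the cells as deposited had 2714 to 17158 UMIs and 666 to 2499 genes each, with 0 cells outside these limits. Total counts per cell listed by the authors equalled the sums of the matrix in young mice and exceeded them by up to 22 in aged mice, and the sums of the matrix were used. The fraction of mitochondrial UMIs listed by the authors is the UMIs of the 13 mitochondrially encoded genes over all UMIs of the cell. The S and G2M score of each cell was computed by the authors with Seurat, as the average expression of phase genes relative to control genes, and the phase was derived from it. The authors named the 13 cell types from Seurat clusters and marker genes, and these names were used as deposited.

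The mice had 6652599 to 16999625 UMIs in total and 1264 to 2865 cells, with median UMIs per cell of 4758.5 to 7109.5. Confidence limits and upper limits for 0 cells cover counting error alone. The mouse was the replicate throughout, and the label letters of young and aged mice name different animals. Age group and library processing cannot be told apart in these data.

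Shares of cells per mouse were compared with an exact two-sided permutation test of the group means over all 35 divisions of 7 mice into 3 and 4, so the smallest possible p was 0.029. For gene expression, counts were summed per mouse and cell type, with at least 3 cells per mouse, filtered with filterByExpr, scaled by TMM and fitted with the edgeR 4.0.16 quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold. HS-AV cells were compared with HS and AV cells of the same young mice (1.25-fold against both) and Ma with Mb macrophages of the young mice (2-fold), with the mouse as a block. Lists of genes were tested with camera and fry of limma 3.58.1. Phases were called again with CellCycleScoring of Seurat 5.3.0, from 42 S and 54 G2M genes. For detection at equal depth each cell was thinned to 2000 UMIs. Scrublet in scanpy 1.11.5, at an expected doublet rate of 0.06, called 73 cells doublets, which were kept. Differences between cell types were tested per mouse on log2 CPM with 1 CPM added, and correlations across genes with 10000 permutations. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. Chromosome positions are from GENCODE vM21 on GRCm38, matched by symbol.

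The plan listed 232 entries of a result and an alternative, and 5 were added, the deposited phases. The alternatives comprised DESeq2 1.42.0, RLE factors, fits without ribosomal protein and mitochondrial genes, no filter on low counts, at least 10 cells per mouse, no fold minimum, 1.25-fold in every pair of mice, a block of the label letters, counts thinned to equal totals (203450 UMIs in epithelial and 78978 in stromal types), no doublets, the paper's Wilcoxon criteria on cells, log-odds with 0.5 cells added, all cells as the denominator, cells with at least 1000 genes, edgeR on numbers of cells, Mki67 or Top2a as the call of cycling, fry, and each mouse left out.

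The fits were tested on simulated data with 200 changed genes. The age fit recovered 77% in myoepithelial cells with 10 false calls, 82.5% in HS cells (12), 70.5% in AV cells (9), 78.5% in fibroblasts (9), 89.5% in vascular endothelial cells (9), 88% in pericytes (10), 62.5% in Mb macrophages (6) and 79% in T and B cells (5). The fit of HS-AV cells recovered 58.5% and that of Ma against Mb macrophages 90%.

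In each cell type and comparison the text names every gene that the paper's text names, and the 5 called genes with the largest change that separate all aged from all young mice, or go the same way in every mouse of a blocked comparison. Across cell types it names genes called in the same direction in at least 5 types. The 10 lists tested hold the genes the paper names as cytokines and growth factors, oxidative phosphorylation, ECM and contractility genes of myoepithelial cells, milk genes of AV cells, stress and ECM genes of fibroblasts, cytokines and junction genes of vascular endothelial cells and cytokines and ligands of Mb macrophages. Dendritic cells, NK cells, Ma macrophages, lymphatic endothelial cells and HS-AV cells were left out of the tests of gene expression with age, and 4 named genes were left out for low counts or an absent symbol. The results of 1 further gene covered by the rule are not reported here. Tissue staining and flow cytometry of the paper were not analysed here.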

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

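The tests of Dcn, of the class II and actomyosin genes, of the larger ribosomal rise and of Rnaset2b were chosen only after the results were seen, and those of oxidative phosphorylation and of a ribosomal rise shared by all types were planned. In 31 results, the aged mouse furthest from the other 3 was compared with their spread, as the gap to the nearest mouse divided by the whole range, against the critical value of Dixon's test for 4 samples. In 3 results a mouse exceeded it, where chance alone gives about 1 in 20 groups. Groups of 3 young mice were not compared. Aged A had 33.8% fibroblasts among its stromal cells, against 9.95%, 6.17% and 5.65% in the other aged mice (ratio 0.847). It was also the only aged mouse with a Ma macrophage, 2.50% of its immune cells against 0% (ratio 1), which rests on 1 cell. Aged B had 16999625 UMIs in total, against 10207251 to 10731277 in the other aged mice (ratio 0.923). No cause was tested for these 3 results, and the labels give no batch within an age group.

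Rnaset2b was near 0 in 3 aged mice. Over all cells it was 98.2, 55.6 and 42.4 CPM in the young mice and 34.2, 0.588, 0.490 and 0.373 in the aged mice, so Aged A stood apart (ratio 0.994). The gene was chosen after its values were seen. A gene table that lacked it in the aged libraries is excluded, since Aged A held 34.2 CPM. The same mouse stood apart in all 6 cell types checked, and Rnaset2a was 82.3 to 118 CPM in the aged mice. A difference in genetic background between these mice of mixed background may give such a pattern. It could not be tested without genotypes, and age itself also remains open.

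The effect of age on Dcn differed between cell types. On the log2 scale of the mouse means it rose by 3.38 in HS cells and changed by -2.14 in myoepithelial cells, a difference of 5.52 (exact permutation test on the mice, p = 0.029). It changed by -3.27 in AV cells, -2.18 in vascular endothelial cells and -3.60 in pericytes, as less free RNA from fibroblasts would give, and part of the fall in myoepithelial cells may have this source. It is excluded as the whole cause there. Each young mouse had at least 1.80 times the Dcn of the highest of HS, AV, vascular endothelial cells and pericytes, an excess of 238 to 309 CPM, where aged myoepithelial cells held 50.8 to 165 CPM in all. Free RNA is excluded for the rise in HS cells, which exceeded the change in myoepithelial cells by 5.52. In aged mice HS cells held the higher level (fold of myoepithelial over HS cells 0.0278 to 0.432). A change in HS cells with age remains as a hypothesis beside a library difference that acts on 1 cell type.

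The class II genes Cd74, H2-Aa and H2-Ab1 rose by 2.38 (log2) in vascular endothelial cells of aged mice and changed by -2.18 in HS cells, a difference of 4.55 (exact permutation test, p = 0.029). The rise alone had an exact p of 0.086. With every cell thinned to equal depth, 11.2% of vascular endothelial cells in young and 58.2% ± 32.5 in aged mice (SD, n = 4) had an H2-Aa UMI. Free RNA from immune cells is excluded, since the same genes changed by -2.18 in HS cells. Immune cells among the endothelial cells are excluded as well, since 0% of aged vascular endothelial cells had a Lyz2 UMI at that depth, where 87.5% of aged Mb macrophages did. The class II gene H2-Eb1 went the other way in vascular endothelial cells, from 83.2 to 18.2 CPM. Its log2 fold change there was -1.89 (edgeR adjusted p = 0.055). Expression of Cd74, H2-Aa and H2-Ab1 by aged endothelial cells remains as a hypothesis, and age cannot be told apart from the libraries.

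The 6 actomyosin genes of the paper rose by 1.56 (log2) in aged pericytes (exact permutation p = 0.057) and changed by -2.12 in myoepithelial cells (exact permutation p = 0.029). The difference of 3.68 (exact permutation test, p = 0.029) excludes a change that all cell types share, such as a library effect that acts on these genes everywhere. Age and a library effect on single cell types remain open.

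Nuclear genes of oxidative phosphorylation, chosen by symbol, fell more with age in myoepithelial than in HS cells, by 0.452 in the log2 mean (-0.452, exact permutation test, p = 0.029). Against fibroblasts the difference was -0.325 (exact permutation p = 0.17) and against vascular endothelial cells -0.260 (exact permutation p = 0.086). A shift shared by all types is excluded as the whole cause, while the part that the other types share remains open, as does age itself.

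Cytoplasmic ribosomal protein genes rose more in vascular endothelial cells than in HS cells, by 0.528 (exact permutation test, p = 0.029). Part of the rise may be shared by the 6 larger types, since the median log2 fold change in AV cells was 0.491, while it was -0.155 in Mb macrophages. The rest is not, since the rise in vascular endothelial cells exceeded that in each of the 5 other types by at least 0.317 (pericytes). No biological explanation was tested for this pattern.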

How the results depend on the processing

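The alternative that used the deposited cell-cycle phases was chosen after the data were seen, and the other alternatives were planned. The plan listed 232 entries of a result and an alternative, and 5 were added. An entry can cover all named genes or each mouse left out, so it can give more than 1 value. With 1 mouse left out the shares of cells have no test, since 6 mice cannot reach the threshold of an exact test, and all 105 values moved by less than the spread between mice. Among them were changes of direction for pericytes (-0.562 percentage points without Young C) and Mb macrophages (-5.18 without Young C, -1.84 without Aged C). The 34 values of the shares called S or G2/M with 1 mouse left out also moved by less than that spread, with a change of direction for AV cells called S or G2/M (0.682 without Young A). Of the 74 other values of the 15 shares of cells, 60 kept their direction and their side of the threshold. The shares called S or G2/M kept both in 16 of 20 values with all mice and the 10 gene lists in 110 of 110. Named genes kept both in 5090 of 5577 values between ages (431 weaker, 47 stronger, 9 reversed) and 709 of 751 within mice (39 weaker, 3 reversed).

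The numbers of genes called moved most. Of 169 values 61 lay more than 1.5-fold from the number reported. With 1 mouse left out, the number ran from 977 to 1829 in myoepithelial cells, 134 to 554 in HS cells, 201 to 619 in AV cells, 68 to 150 in fibroblasts, 128 to 347 in pericytes, 2 to 9 in Mb macrophages and 1 to 4 in T and B cells. Of genes in HS-AV cells, 55 to 88 were higher and 5 to 12 lower, and 216 to 684 differed between Ma and Mb macrophages. These fits hold fewer mice.

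With all sums thinned to equal totals, so that fewer counts were tested, the numbers were 670 in myoepithelial cells, 64 in HS cells, 93 in AV cells, 42 in fibroblasts, 414 in vascular endothelial cells and 109 in pericytes. This alternative shows how far depth limits the number of genes called. Without the filter on low counts, which adds genes to the test, they were 1215 in HS cells, 582 in fibroblasts, 560 in pericytes, 71 in Mb macrophages and 44 in T and B cells, and 720 for Ma against Mb. The paper's Wilcoxon test on cells with its fold criteria gave 281 in myoepithelial cells, 47 in HS cells, 78 in AV cells, 85 in fibroblasts, 363 in vascular endothelial cells, 119 in pericytes and 32 in Mb macrophages and 241 for Ma against Mb. Requiring a 1.25-fold difference in every pair of a young and an aged mouse left 1198 in myoepithelial cells. DESeq2 called 46 in Mb macrophages and 5 in T and B cells and 5 lower in HS-AV cells. There the mice without a block gave 1, and all mice with at least 3 HS-AV cells gave 20. The Mb macrophages of all 7 mice, without a block, gave 276 against Ma. For the last 3 alternatives and the Wilcoxon test the cause was not tested. With a minimum of 10 cells per mouse and with thinned sums, Mb macrophages and T and B cells gave no value.

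A block for the replicate letter, as if the letters paired a young with an aged mouse, gave 165 in HS cells, 424 in AV cells, 30 in fibroblasts, 184 in pericytes and 35 in Mb macrophages. The labels and the paper name no pairing by letter. The correlation between young and aged mice of the same letter ran from -0.174 to 0.372 over the cell types and letters, and the letters were not taken as pairs.

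Taken as a share of all cells, which adds the epithelial cells to the total, fibroblasts fell past the threshold (-22.8 percentage points), as did immune cells (-6.26) and dendritic cells (-2.69). By the same measure vascular endothelial cells (-5.20), pericytes (-2.51), Mb macrophages (-1.66) and NK cells (-0.243) turned from higher to lower in aged mice, because the stromal share of all cells fell. By edgeR on cell numbers the log2 fold changes of fibroblasts (-1.76), lymphatic endothelial cells (2.50) and T and B cells (3.17) passed the threshold, and that of NK cells (1.13) no longer did. With at least 1000 genes per cell, NK cells lost it (7.40 percentage points) and T and B cells gained it (37.8), as T and B cells did on the log-odds scale (2.77). The cause was not tested for these 3 alternatives.

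The share of cells with a UMI of Mki67 or Top2a at equal depth, in place of cell-cycle scores, changed by -0.735 percentage points in myoepithelial cells, no longer past the threshold, by -1.49 in AV cells, now past it, and by -0.860 in all epithelial cells, against a rise by the scores. By the phases that the authors deposited, AV cells changed by -12.1, past the threshold. The cause was not tested.

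Single genes that changed direction are given in log2 fold change. With 1 mouse left out, Krt14 in myoepithelial cells ran from -0.0181 to 0.289 (without Young A the lowest), Marcks in vascular endothelial cells from -0.309 to 0.0365 (without Young C the highest), Marcks in Mb macrophages from -0.00202 to 0.581 (without Aged A the lowest) and H2-Ab1 in Mb macrophages from -0.256 to 0.0267, with 0.0190 without Aged A and the highest value without Aged B. In Mb macrophages without the filter on low counts, Marcks was -0.0975, Eef2 -0.416 and H2-Aa -0.133, and by DESeq2 Eef2 was -0.0387. With all mice that had at least 3 HS-AV cells, the change of Btg1 in HS-AV cells against HS cells was -0.0395, that of Btg1 in HS-AV cells against AV cells -0.434 and that of Sox9 in HS-AV cells against AV cells -0.178. The cause was not tested.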

Differences from the paper's values

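The phases deposited by the authors were taken as an alternative only after the results were seen, and the other alternatives named here were planned. The tests here took mice as replicates and the paper's took cells. For age, the paper also required calls by both the Wilcoxon test and zingeR-edgeR, and at least 1.25-fold in every pair of a young and an aged mouse. It tested only genes detected in at least 10% of the cells of an age group. The numbers below are thus set against each other at unlike thresholds, and zingeR-edgeR was not run here. The paper gives 111 genes higher and 106 lower in aged mice in myoepithelial cells, against 863 and 997 here. For HS cells it gives 18 genes higher and 12 lower, against 332 and 197 here, and for AV cells 24 genes higher and 24 lower, against 319 and 359 here. The paper's numbers were 11 genes higher and 37 lower for fibroblasts, against 114 and 61 here, and 159 genes higher and 169 lower for vascular endothelial cells, against 1155 and 944 here. In its supplement the paper gives 18 genes higher and 56 lower for pericytes, against 187 and 120 here, and 2 genes higher and 1 lower for T and B cells, against 1 and 2 here. For Mb macrophages the paper gives 4 genes lower, against 2 here, and for Ma against Mb macrophages 241 genes, against 451 here. Of 66 values of the paper that were also computed here, 16 differed by more than 1.5-fold (and, for shares, by more than the SD between mice), and all 18 numbers of cells were equal.

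Alternatives set before the data were examined, 18 for most cell types, 16 for Mb macrophages and for T and B cells and 9 for Ma against Mb, came within 1.5-fold of the paper's numbers as follows, and the others did not. The paper's Wilcoxon criteria on cells did so for both directions in myoepithelial and vascular endothelial cells, for genes higher in AV cells, for genes lower in HS cells, fibroblasts and T and B cells, and for Ma against Mb. Thinning to equal totals did so for genes lower in HS and AV cells and in pericytes, and for both directions in vascular endothelial cells. For genes lower in fibroblasts, so did the requirement of 1.25-fold in every pair of mice and each set with 1 mouse left out. For genes lower in pericytes, so did DESeq2, the replicate block and leaving out Young A, Young B or Young C. The numbers of genes higher in HS cells, fibroblasts and pericytes were within 1.5-fold of none of the 18 alternatives. For Mb macrophages, the fit without ribosomal protein and mitochondrial genes (3 genes) and the replicate block (6) came within that range of the paper's number. For T and B cells, DESeq2 and leaving out Aged B came within it for higher genes, and the replicate block and leaving out Young B, Young C or Aged B for lower genes. For Ma against Mb, so did DESeq2, leaving out Young A and the Mb macrophages of all 7 mice without a block.

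Some statements of the paper differ from values here. It states that the share of immune cells in the stroma changed little with age, and here it was 1.99-fold lower in aged mice (exact permutation test, p = 0.086). It states that myoepithelial cells rose a little, and here their mean share went from 10.5% to 21.8% (exact permutation p = 0.14). It states that a somewhat lower proportion of epithelial cells proliferated in aged mice. Here the share called S or G2/M went from 51.2% to 56.5% (exact permutation p = 0.34), and by the phases the authors deposited, an alternative chosen after seeing the values, from 48.1% to 52.8% (exact permutation p = 0.31). Within each type the share by the phases called again fell, from 71.7% to 59.6% (exact permutation p = 0.029) in myoepithelial, 66.0% to 58.5% (exact permutation p = 0.37) in AV, 40.9% to 34.6% (exact permutation p = 0.34) in HS and 45.1% to 27.8% (exact permutation p = 0.3) in HS-AV cells, which is the direction the paper states. HS cells, lowest in this share in young mice, went from 52.5% to 9.40% of epithelial cells and AV cells from 26.1% to 68.6%. The rise over all epithelial cells thus reflects this change in composition and not a rise within a type. By Mki67 or Top2a at equal depth the share of all epithelial cells fell, from 1.47% to 0.614% (exact permutation p = 0.29). It states that gene expression of pericytes changed little, and here 307 genes were called.

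For single genes, the paper states that Pdk4, Plin2 and Cd59a were detected in AV but not HS cells. Here 17.1% of HS cells had a Plin2 UMI, 7.34% a Cd59a UMI and 2.67% a Pdk4 UMI, against 79.6%, 35.7% and 38.5% of AV cells, and at equal depth the HS values were 5.80%, 1.82% and 0.608%. It states that Tph1 and Arg1 are expressed in HS cells alone, and here 17.2% of HS-AV cells had a Tph1 UMI and 9.16% an Arg1 UMI. It lists Btg1 and Sox9 as higher in HS-AV cells, where Btg1 had log2 fold changes of 0.27 and 0.17 against HS and AV cells and Sox9 of 0.68 and 0.50. With mice as replicates neither was called against both types in any setting run, while the paper's Wilcoxon criteria on cells called all 72 genes of its list, both included. It lists Adgre1 as enriched in Ma macrophages, where its log2 fold change was 0.53 and it was called in no setting run.

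The paper names Gdf15, Cd274 and Lilrb4 as higher in aged Mb macrophages. Gdf15 in Mb macrophages had an edgeR adjusted p of 0.053, with 1.2e-09 to 0.18 over the alternatives by edgeR or DESeq2. It was called by DESeq2, without ribosomal protein and mitochondrial genes, without the filter on low counts, with the replicate block and without Young A (log2 fold change 3.13). For Cd274 in Mb macrophages the edgeR adjusted p was 0.066, with 0.0066 to 0.25 over the alternatives by edgeR or DESeq2, and the first 4 of these settings called it. The symbol Lilrb4 was not tested, and Lilr4b, the symbol of its supplementary table, in Mb macrophages, with an edgeR adjusted p of 0.14 and 0.037 to 0.29 over the alternatives by edgeR or DESeq2, was called with mice as replicates only under the replicate block. The paper's Wilcoxon criteria on cells called Gdf15, Cd274 and Lilr4b. The paper names Cdh5 as lower in aged vascular endothelial cells. Its log2 fold change of -0.52 was below 1.5-fold, with an edgeR adjusted p of 0.013 and 0.0092 to 0.076 over the alternatives by edgeR or DESeq2. It was called without Young A (-0.61), without the fold minimum and by the paper's Wilcoxon criteria on cells.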

Other observations

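The tests of duplicate symbols, gene tables, milk genes in other types, collagen genes, Cd59a and Plin2 in HS cells, H2-Eb1 and the genes per AV cell were chosen only after the results were seen, and the others were planned. The counts of genes called with age were compared with those from the other ways to divide the 7 mice into 3 and 4. In each of the 8 cell types, 1 of 35 divisions, the real one, gave as many genes. Chance is excluded in 6 of them. The largest count of another division was 10 in myoepithelial cells, 74 in HS, 56 in AV cells, 84 in fibroblasts, 27 in vascular endothelial cells and 50 in pericytes. In Mb macrophages the real division gave 10 genes and another 9, and in T and B cells 3 and 2, so in these 2 types the count differs from chance by 1 gene and chance is not clearly excluded. For 7 of the 10 lists 1 of 35 divisions, the real one, gave as large a shift, and 2 did for the ECM and contractility genes of myoepithelial cells and the milk genes of AV cells. The study chose these genes from the same mice, which favours the real division, so chance is excluded for none of the lists by this count. Within the 3 young mice, 1 of the 4 arrangements of the labels that were run gave as many genes for HS-AV cells and for Ma and Mb macrophages. These 4 are too few to exclude chance, and for HS-AV cells other arrangements of the 3 types were not run.

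AV signature genes were higher in most other cell types of aged mice. Their median log2 fold change was 0.298 in myoepithelial cells, 0.602 in fibroblasts, 0.871 in vascular endothelial cells and 0.588 in pericytes. It was also above 0 in HS cells (0.266) and in T and B cells (0.513). In Mb macrophages it was -0.0714, with 3 of 11 genes higher. Free RNA from the larger AV population of aged glands could be the source in vascular endothelial cells, where the rise grew with the level in AV cells (Spearman 0.562, permutation p = 0.0042). In myoepithelial cells (-0.262), fibroblasts (0.000988) and pericytes (0.399) it was not settled. Csn1s1, Csn1s2a and Csn2 in the 5 other types were lowest in Aged B, the mouse lowest in AV cells, in 15 of 15 pairs of gene and type, while the order of all 4 aged mice was kept in 7. For the caseins this is what RNA from AV cells would give. In AV cells Lalba and Spp1 were also lowest in Aged B. In the other types Lalba was lowest in that mouse in 4 of 5 and Spp1 in 2 of 5, so Spp1 mostly did not follow the pattern. In each aged mouse the share of the AV level found in HS cells was at least 4.10 times the highest such share of a milk gene for Cd59a, so RNA from AV cells is excluded as its whole source in HS cells, and at least 1.11 times for Plin2, which is too close to tell. Col1a1, Col1a2 and Col3a1 fell in aged AV (-3.91 in log2), HS (-2.87) and myoepithelial cells (-3.12), as free RNA from the smaller fibroblast population would, since HS cells should lack these genes. Age effects on genes of AV cells or fibroblasts in other cell types are therefore open to this source. Vascular endothelial signature genes were also mostly lower in aged myoepithelial (11 of 12), AV (12 of 14) and HS cells (5 of 7), fibroblasts (9 of 11) and pericytes (14 of 15). Those of HS cells were lower in myoepithelial (17 of 22) and AV cells (19 of 26), fibroblasts (16 of 18) and pericytes (8 of 13), but in only 10 of 21 in vascular endothelial cells. Free RNA was not tested for these and remains open.

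Some features of the libraries differ between the age groups. Of 56 symbols on 2 rows of the matrix, 3 (Atn1, Schip1 and Gbp6) held their counts on 1 row in young and on the other in aged mice, in 39 checks by cell type with 0 exceptions, which may come from counting with 2 gene tables. A gene table cannot be the whole cause of the genes called in myoepithelial cells, since 6.03% of those tested in 6 types moved the same way by at least 1.5-fold in all, and 36.3% by any amount, nor in vascular endothelial cells, where 7.17% and 44.1% did. Over all cells Gm10260 went from 6.99 to 2863 CPM and Gm10036 from 1020.3 to 180.4, while Rps18, chosen after its values were seen, was 5822 and 5827. Of the 46 genes called in the same direction in 5 or more cell types, the dissociation-response list held 2 of its 31 tested genes (Fisher's exact test, p = 0.0378). With 2 genes this remains open. The median log2 fold change of the dissociation-response genes was 0.0766 in myoepithelial cells and 0.413 in pericytes. It was highest in Mb macrophages, at 1.18, with 22 of 26 genes higher in aged mice and 0 called. Mitochondrially encoded genes changed by a median log2 of -0.466 in AV and -0.304 in myoepithelial cells. Other genes went opposite ways in different cell types, 182 genes in 244 pairs of cell types, most often up in vascular endothelial and down in myoepithelial cells (51).

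The genes called with age in the same direction in 5 or more cell types, with the number of types and the median log2 fold change over the types, included the following. Higher in aged mice were Gm10260 (8, 8.77), Erdr1 (6, 1.82), Gadd45b (6, 1.65), Gm10073 (6, 1.29), H2-T23 (6, 2.52), Hmox1 (6, 2.84), Mid1 (6, 2.02), Rpl10-ps3 (6, 1.49), Rps18-ps3 (6, 2.65), Atn1 (5, 8.23), BC023719 (5, 8.52), Cap1 (5, 1.42), Csn1s1 (5, 9.94), Csn2 (5, 8.24), Cxcl2 (5, 2.11), Eef2 (5, 0.88), Fam107b (5, 1.56), Gem (5, 1.07), Gm10020 (5, 1.22), Gm12166 (5, 2.76), Gm13889 (5, 1.99), Gm21092 (5, 1.13), Gm9843 (5, 1.14), H2-D1 (5, 1.13), Ier3 (5, 1.21), Pianp (5, 7.91), Ptp4a1 (5, 1.31), Rpl7a-ps5 (5, 1.61), Spp1 (5, 5.94), Tnip1 (5, 1.61) and Wdr89 (5, 1.07). Lower in aged mice were Fabp4 (7, -2.67), Gm10036 (7, -2.71), Cd36 (6, -2.62), Ifi27l2a (6, -3.04), Cldn5 (5, -2.44), Col3a1 (5, -2.94), Gpihbp1 (5, -3.59), H2-Eb1 (5, -3.91), H2-T22 (5, -1.11), Marcks (5, -0.82), Rbp7 (5, -2.45), Retnla (5, -4.88), Slc12a2 (5, -1.30) and Sparc (5, -1.39). Ms4a4b was among the 5 genes with the largest change in T and B cells (log2 fold change -3.40), as was Fabp4 (-5.87). Apart from Col3a1, free RNA was not tested as a source of the genes lower in 5 or more types, so it remains open for them.

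H2-Eb1 fell in aged Mb macrophages by a log2 fold change of -5.18, while H2-Aa changed by 0.455. Fewer class II expressing cells are thus excluded as its cause. A difference in genetic background between the young and aged mice may be a cause and cannot be told apart from age, because no genotypes are given.

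A sum of 1 HS and 1 AV cell lies between the types, so doublets of an HS and an AV cell are excluded as the whole source of HS-AV cells, which had 102 genes higher than both types by edgeR. A UMI of Cd8a or Cd8b1 was found in 28.3% of T and B cells, against 0.258% of epithelial cells, so free RNA is excluded as its source. In AV cells at equal depth, aged mice had fewer genes per cell (732 against 807). The share of the 50 most abundant genes was tested as a cause, and at an exact permutation p of 0.686 in AV cells this remains open. One cell named AV in Young B held 753 UMIs of Acta1 and 176 of Ckm among 6956, with 0 of Krt8 and 3 of Krt18. The genes of this cell, Xist and Ddx3y were chosen after their values were seen. Xist was 1487 CPM in young and 1073 in aged mice and Ddx3y had no count.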
